# RADICL-seq identifies general and cell type–specific principles of genome-wide RNA-chromatin interactions

**DOI:** 10.1038/s41467-020-14337-6

**Published:** 2020-02-24

**Authors:** Alessandro Bonetti, Federico Agostini, Ana Maria Suzuki, Kosuke Hashimoto, Giovanni Pascarella, Juliette Gimenez, Leonie Roos, Alex J. Nash, Marco Ghilotti, Christopher J. F. Cameron, Matthew Valentine, Yulia A. Medvedeva, Shuhei Noguchi, Eneritz Agirre, Kaori Kashi, Samudyata, Joachim Luginbühl, Riccardo Cazzoli, Saumya Agrawal, Nicholas M. Luscombe, Mathieu Blanchette, Takeya Kasukawa, Michiel de Hoon, Erik Arner, Boris Lenhard, Charles Plessy, Gonçalo Castelo-Branco, Valerio Orlando, Piero Carninci

**Keywords:** Biological techniques, Chromatin

## Abstract

Mammalian genomes encode tens of thousands of noncoding RNAs. Most noncoding transcripts exhibit nuclear localization and several have been shown to play a role in the regulation of gene expression and chromatin remodeling. To investigate the function of such RNAs, methods to massively map the genomic interacting sites of multiple transcripts have been developed; however, these methods have some limitations. Here, we introduce RNA And DNA Interacting Complexes Ligated and sequenced (RADICL-seq), a technology that maps genome-wide RNA–chromatin interactions in intact nuclei. RADICL-seq is a proximity ligation-based methodology that reduces the bias for nascent transcription, while increasing genomic coverage and unique mapping rate efficiency compared with existing methods. RADICL-seq identifies distinct patterns of genome occupancy for different classes of transcripts as well as cell type–specific RNA-chromatin interactions, and highlights the role of transcription in the establishment of chromatin structure.

## Abstract (web summary)

Mammalian genomes encode tens of thousands of ncRNAs that have important roles in regulation of gene expression and chromatin organization. Here, the authors present RADICLseq to map RNA-chromatin interactions in intact nuclei to shed light on these fine-tuned processes.

## Introduction

The vast majority of mammalian genomes is pervasively transcribed, accounting for a previously unappreciated complexity of the noncoding RNA (ncRNA) fraction^1^. In particular, long ncRNAs (lncRNAs) have emerged as important regulators of various biological processes^2^. Although most lncRNAs exhibit nuclear localization with enrichment for the chromatin fraction, the genomic-interacting regions for most of these transcripts are still unknown^2,3^.

Several technologies have been developed to map the genomic-interacting sites of lncRNAs^4–6^. However, these methodologies rely on the use of antisense probes to target individual transcripts and are not suitable for de novo discovery and high-throughput application in multiple cell types.

A few technologies have emerged to assess genome-wide RNA–chromatin interactions^7–9^, but each has limitations. Mapping RNA-genome interactions (MARGI) is a proximity ligation-based technology that requires a high number of input cells (i.e., hundreds of millions) and the disruption of the nuclear structure^7^, which can result in detection of a large number of spurious interactions^10^; because of this, it has limited applicability to investigations of RNA–chromatin interactions in multiple cell types. Chromatin-associated RNA-sequencing (CHAR-seq) and global RNA interaction with DNA by deep-sequencing (GRID-seq) utilize in situ approaches to detect genome-wide RNA–chromatin contacts^8,9^. CHAR-seq requires a large number of cells as starting material and the use of *Dpn*II to digest the chromatin. Because *Dpn*II has a restricted number of sites across the genome, this method has limited coverage of captured RNA–DNA interactions^9^. In addition, the technology does not size select the molecules containing both interacting RNA and DNA, resulting in a large fraction of uninformative sequences in the final library. GRID-seq preferentially captures nascent RNA–chromatin interactions and, consequently, may overlook the presence of other patterns of genome occupancy by specific classes of transcripts. Furthermore, its reliance on a restriction enzyme for chromatin fragmentation coupled with read length restricted to 20 nucleotides (nt) limits both genome coverage and mappability.

To address these limitations, we introduce RNA And DNA-Interacting Complexes Ligated and sequenced (RADICL-seq), a methodology to identify genome-wide RNA–chromatin interactions in crosslinked nuclei that substantially improves on previously published methods. Specifically, RADICL-seq reduces the bias for nascent transcription while increasing genomic coverage and unique mapping rate efficiency. Application of RADICL-seq to mouse embryonic stem cells (mESCs) and mouse oligodendrocyte progenitor cells (mOPCs) reveals distinct genome occupancy patterns for specific classes of transcripts and uncovers cell-type-specific RNA–chromatin interactions. Furthermore, our results highlight the role of transcription in the establishment of the three-dimensional (3D) structure of chromatin.

## Results

### RADICL-seq technology

We developed RADICL-seq by using R08, a male mESC line with a deeply characterized transcriptome^11^, to identify genome-wide RNA–chromatin (or RNA–DNA) interactions in preserved nuclei (Fig. 1a). We crosslinked cells with 1% formaldehyde (FA) unless stated otherwise. After crosslinking we isolated the nuclei, partially digested the genomic DNA with DNase I, and end-prepared the chromatin. During technical development of RADICL-seq, we evaluated different enzymes that specifically act on RNA to generate a 3ʹ-hydroxyl end compatible with RNA ligation (Supplementary Fig. 1a). Sequencing data of test RADICL-seq libraries showed that RNase H treatment increased the percentage of uniquely mapped RNA–chromatin interactions by decreasing the ribosomal RNA (rRNA) content, when compared with nuclease S1 or RNase V1 treatment, or no treatment. RNase H is known to target RNA–DNA hybrids and, therefore, it could potentially digest nascent RNA bound to its transcription locus, including the highly transcribed rRNA. Indeed, we observed a 1.7-fold reduction in the number of RNA–DNA interactions occurring at a distance of <1 kb between RNase H-treated and -untreated samples (Supplementary Fig. 1b).

**Fig. 1:**
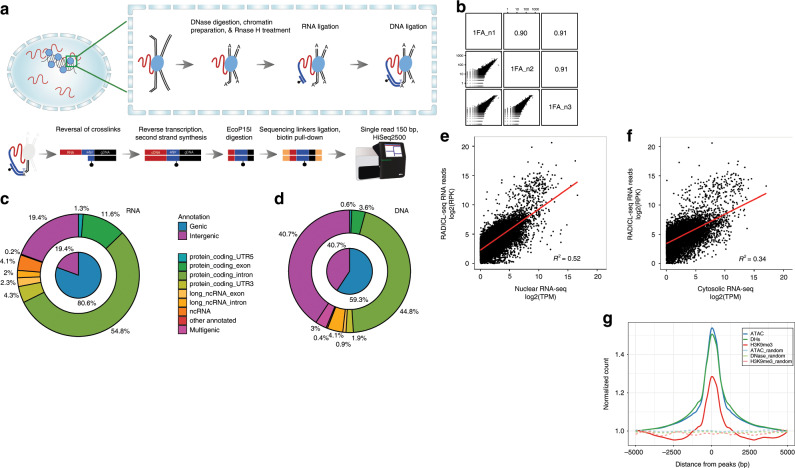
RADICL-seq method for the identification of RNA–chromatin interactions. **a** Schematic representation of the RADICL-seq protocol. Top: sequence of enzymatic reactions occurring in fixed nuclei after partial lysis of the nuclear membrane. The adduct formed by genomic DNA (black), RNA (red), and proteins (blue circles) is subjected to controlled DNase I digestion and chromatin preparation. After RNase H digestion, an adapter (dark blue) containing an internally biotinylated residue (black dot) bridges the RNA and DNA molecules that lie in close proximity. Bottom: sequence of enzymatic reactions performed in solution. After reversal of crosslinks, the RNA–DNA chimera is converted into a fully double-stranded DNA (dsDNA) molecule and digested by the *Eco*P15I enzyme to a designated length (adpr, adapter). After ligation of the sequencing linkers (yellow) and biotin pull-down, the library is PCR amplified and high-throughput sequenced. **b** Reproducibility of the RNA–DNA interaction frequencies across replicates, assessed by counting the occurrences of genic transcripts and 25-kb genomic bin pairs. **c** RNA and **d** DNA tag origins. The inner pie charts represent a broader classification into intergenic and genic (annotated genes), while the outer circles show a finer classification of the genic portion. **e**, **f** Comparison between (**e**) nuclear and (**f**) cytosolic RNA-seq tag counts and RADICL-seq genic transcript counts. The former are normalized to tags per million (TPM), while the latter are normalized to reads per kilobase (RPK). The linear regression lines are shown in red. **g** Density of the normalized counts of DNA reads detected by RADICL-seq around ATAC-seq (blue), DHS-seq (green), and H3K9me3 ChIP-seq (red) peaks; dashed lines represent the density profiles of aggregated signal from random genomic reads equal in number and size to the real peaks.

After enzymatic treatment of the RNA, we introduced a bridge adapter to specifically ligate proximal RNA and DNA (Supplementary Fig. 1c). The adapter is a 5ʹ pre-adenylated, partially double-stranded DNA linker with an internal biotin moiety and a thymidine (T) overhang located at the 3ʹ end. The adapter was selectively ligated to available 3ʹ-OH RNA ends, and the excess of non-ligated adapter was washed away before DNA ligation was performed to capture the digested genomic DNA ends located in near proximity (Fig. 1a). The experimental design of RADICL-seq not only allows for unambiguous discrimination of RNA and DNA tags within the chimeric construct but also correctly assigns sense and antisense transcripts by retaining the information on the RNA fragment strand. After reversal of crosslinks, the resulting RNA–adapter–DNA chimera was converted to double-stranded DNA by reverse transcription and second-strand DNA synthesis, followed by digestion with the type III restriction enzyme *Eco*P15I, which cleaves 25 to 27 nucleotides (nts) away from each of its two recognition sites strategically placed within the adapter (Supplementary Fig. 1c). Next, the digested DNA fragments were end-prepared and ligated to sequencing linkers. Finally, the biotinylated adapter-ligated molecules were captured and PCR amplified, and the library corresponding to the correct RNA–adapter–DNA ligation product size was gel purified (Supplementary Fig. 1d).

To test whether the captured interactions were dependent on the amount of crosslinking agent, we compared results for 1 and 2% FA (1FA and 2FA) datasets. After deep sequencing, RADICL-seq produced an average of 120 and 115 million 150-nt single-end raw reads from 1FA and 2FA libraries, respectively (Supplementary Fig. 2a). Each library with the two different crosslinking conditions yielded over 15 million RNA–DNA pairs uniquely mapping to the reference genome (Supplementary Fig. 2a). We prepared libraries from three biological replicates for each experimental condition. RADICL-seq exhibited high reproducibility among biological replicates and conditions, even when crosslinked with different FA concentrations (Fig. 1b and Supplementary Fig. 2b). Since results obtained with 1 and 2% FA crosslinking were highly comparable, all analyses described below were conducted with 1FA unless stated otherwise.

To characterize the interactions detected by RADICL-seq, we annotated RNA–DNA pairs that could be uniquely mapped to the genome. The RNA tags were found to be primarily from genic regions with a dominant contribution from intronic reads (Fig. 1c). In contrast, DNA tags had an equivalent contribution from genic (mainly intronic) and intergenic regions (Fig. 1d). When the distributions of RNA and DNA tags captured by RADICL-seq were compared with the background distribution, we observed an enrichment for regions of the genome that have functional annotations (Supplementary Fig. 2c). We assigned the RNA and DNA fragments captured by RADICL-seq to the genomic features annotated by the GENCODE consortium^12^ and analyzed their distribution among different classes of gene biotypes (Supplementary Fig. 2d). Protein-coding genes were the most abundant class of loci detected by RADICL-seq at both the RNA and DNA level. Indeed, we observed multiple classes of transcripts interacting with chromatin regions encompassing protein-coding genes, suggesting a multi-layered regulation for the expression of these mRNAs.

When the expression of chromatin-interacting RNAs was compared with fractionated RNA-seq data^11^, higher correlation was found with the nuclear fraction than the cytosolic counterpart (Fig. 1e, f). This finding is consistent with RADICL-seq capturing ligation events occurring between RNAs and DNAs located within intact nuclei.

Although the majority of DNA reads captured by RADICL-seq originated from euchromatin (based on DNase I hypersensitive site sequencing (DHS-seq) and assay for transposase-accessible chromatin using sequencing *(*ATAC-seq) data), we observed a minor enrichment from genomic regions located in heterochromatic regions, consistent with the role of some lncRNAs as repressors of gene expression^13^ (Fig. 1g).

To better evaluate the quality of our results, we developed two controls (Supplementary Fig. 3a). The first control was used to test the stability of RNA–chromatin interactions upon transcriptional blockade. Hence, we treated mESCs with actinomycin D (ActD), an inhibitor of RNA polymerase II (RNA pol II) elongation^14^, for 4 h before crosslinking with 1% FA (Supplementary Fig. 3b, c). The second control was developed to estimate the specificity of RNA–chromatin interactions mediated by the presence of proteins. To this end, 1% FA crosslinks were reversed immediately before the RNA ligation reaction by digesting the sample with proteinase K in denaturing conditions. As a result, RNA and DNA would be able to reproducibly interact only if the binding was direct and not mediated by the presence of proteins. We defined this dataset as “non-protein mediated” (NPM) (Supplementary Fig. 3d, e). Since the standard 1% FA crosslinking condition includes both protein-mediated and NPM interactions, we defined the 1FA dataset as “total.” Although total and ActD-treated datasets displayed a relative similarity in the distribution of their RNA–DNA interactions, the two datasets greatly differed from the NPM dataset (Supplementary Fig. 4).

### Comparison of RADICL-seq with existing technologies

RADICL-seq introduces substantial improvements over similar RNA–chromatin proximity ligation approaches^7–9^. Compared with MARGI, RADICL-seq minimizes the frequency of spurious interactions in the dataset by performing the in situ ligation in intact nuclei. Moreover, RADICL-seq requires a substantially lower number of cells (two million) than MARGI or CHAR-seq, which require 400 and 100 million cells, respectively.

RADICL-seq differs from GRID-seq in four main technical aspects (Fig. 2a), as described below:

**Fig. 2:**
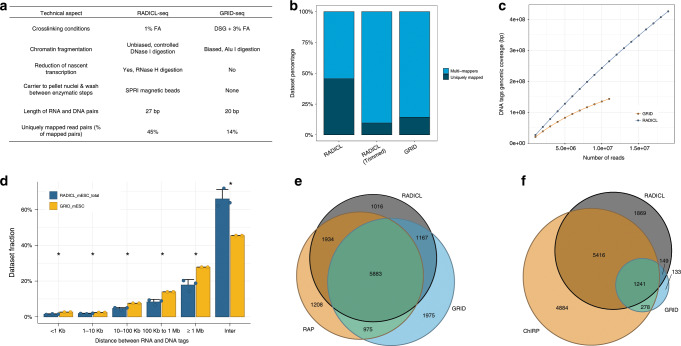
Comparison of RADICL-seq with similar methods. **a** Summary of the features that distinguish RADICL-seq from GRID-seq. **b** Analysis of the read length and mapping outcome. Unique (dark gray) and multi-mapping (blue) reads are reported as percentage of the total number of reads pool. RADICL-seq reads were artificially trimmed down to 20 nt for direct comparison with the GRID-seq dataset. **c** Assessment of the genomic coverage as a function of the sequencing depth for RADICL-seq (blue) and GRID-seq (yellow). The coverage was calculated for both datasets by sub-sampling with a step of 1,000,000 reads up to the maximum available number of reads. **d** Distribution of the linear genomic distance between RNA and DNA tags derived from the same read for the GRID-seq (yellow) and RADICL-seq (blue) datasets. Data are presented as mean ± s.d.; statistical significance was calculated with one-sided two-proportions *z* test; *P ≤ 0.05. **e** Comparison of Malat1 transcript target DNA loci in mESCs identified by RAP-DNA (yellow), RADICL-seq (grey), and GRID-seq (blue) methods. **f** Comparison of Rn7sk transcript target DNA loci in mESCs identified by ChIRP-seq (yellow), RADICL-seq (grey), and GRID-seq (blue) methods. All panels were generated using RADICL-seq total dataset. Source data are available in the Source Data File.

(i) In the fixation step, GRID-seq employs a higher concentration of FA and uses disuccinimidyl glutarate, a strong protein–protein crosslinker, thus capturing RNA and DNA linked together indirectly via multiple protein intermediates^15^.

(ii) The GRID-seq protocol employs the type II restriction enzyme *Mme*I to trim RNA- and DNA-interacting sequences, generating 20-nt tags as opposed to the 27-nt tags produced by the *Eco*P15I restriction enzyme, thus resulting in tags that are more difficult to map uniquely to the genome. Indeed, when we compared the percentage of sequencing reads that can be mapped to the mouse genome, RADICL-seq outperformed GRID-seq with a more than a 3-fold increase in uniquely mappable reads (45% vs. 14%) (Fig. 2b). To confirm this result, we artificially trimmed down RADICL-seq tags (i.e., 27 nt) to generate RNA and DNA reads with lengths similar to those obtained by GRID-seq tags (i.e., 20 nt) and observed a dramatic reduction in the fraction of uniquely mapped RNA–DNA interactions (from 45 to 10%), comparable to the rate observed for the GRID-seq dataset and in concordance with previous findings^16^. This difference affects both the number and the type of detected interactions because reads encompassing repetitive regions are intrinsically more difficult to map than those from other genomic regions.

(iii) GRID-seq technology digests genomic DNA with *Alu*I, whereas the RADICL-seq protocol employs a controlled DNase I digestion that avoids the sequence biases encountered with restriction enzymes, and, therefore, generates a more homogeneous shearing of the chromatin. When we looked at the genomic coverage of DNA regions identified by both technologies, RADICL-seq exhibited higher coverage (Fig. 2c). We additionally observed that RADICL-seq genome coverage increased proportionally with the sequencing depth, whereas the coverage of GRID-seq converged to a plateau (Fig. 2c).

(iv) Finally, RADICL-seq employs RNase H treatment prior to the RNA ligation step to reduce the number of captured interactions generated by nascent transcription and consequently increases the variety of captured RNA–DNA interactions. When compared with uniquely mapped RNA and DNA reads detected by GRID-seq, the RADICL-seq dataset showed increased detection of intergenic transcripts and ncRNAs (Supplementary Fig. 5a). Moreover, in GRID-seq data we observed both a higher contribution of intronic coding RNA reads (66.9% vs. 54.7%) (Supplementary Fig. 5a) and a 2.5-fold increase in RNA–DNA interactions occurring at a distance below 1 kb than in the RADICL-seq data (Fig. 2d), which suggests a higher content of nascent transcripts in this set of interactions. Furthermore, GRID-seq DNA reads exhibited stronger enrichment for the H3K36me3 signal, a marker of elongating RNA pol II (Supplementary Fig. 5b), suggesting a stronger bias for nascent transcription when compared with RADICL-seq. In contrast, RADICL-seq captured RNA sequences derived from the bodies of annotated genes and enriched for histone modifications associated with exonic regions (H3K4me3 and H3K9Ac; first exon and intron regions were removed for the analysis, Supplementary Fig. 5c, d), indicating enrichment for mature transcripts^17^. Notably, RADICL-seq uses a similar amount of input cells as GRID-seq, but it achieves higher detection power by yielding a higher number of informative RNA–DNA interactions at a lower cost. The publicly available GRID-seq dataset has higher sequencing depth (156.6M raw/total reads), but yields less usable reads (14M uniquely mapped reads; 8.9% of the total)^9^, whereas RADICL-seq was sequenced at a lower depth (121.9M total reads) and produced 19.9M uniquely mapped reads (16.3% of all sequenced reads). Moreover, when comparing the capture rate for different classes of transcripts between the two technologies, we observed that RADICL-seq detects a higher number of RNAs from different biotype groups compared to GRID-seq (up to one order of magnitude for antisense, lincRNAs and protein-coding classes, Supplementary Table 1), thus widening the spectrum of RNA–DNA interactions that is otherwise unattainable with GRID-seq.

Interestingly, while GRID-seq displayed a larger fraction of captured *cis* (i.e., intrachromosomal) interactions, RADICL-seq recovered ~30% more *trans* interactions (i.e., interactions where RNA and DNA tags in the pair are mapped to different chromosomes) (Fig. 2d), thus providing a vastly expanded interaction dataset for investigating long-range RNA–chromatin associations. We overall observed lower correlation between technologies than within replicates (Supplementary Fig. 5e), suggesting that RADICL-seq and GRID-seq capture different sets of interactions.

We evaluated the extent of known interactions captured by RADICL-seq and GRID-seq by comparing the genomic targets of Malat1 (lncRNA) and Rn7sk (small nuclear RNA) detected by RADICL-seq with those observed using RNA antisense purification, followed by DNA-sequencing (RAP-DNA)^15^ for Malat1 and chromatin isolation by RNA purification (ChIRP-seq)^18^ for Rn7sk. Malat1 targets detected by RADICL-seq data had a genomic distribution comparable to that of Malat1-targeted RAP-DNA libraries prepared from pSM33 ES cells^15^ (Supplementary Fig. 5f). The RADICL-seq list of targets confirmed 78% of Malat1-decorated protein-coding genes in the RAP-DNA library compared with 69% of targets found by GRID-seq (Fig. 2e). When compared with GRID-seq, RADICL-seq exhibited a lower percentage of genomic targets that were not detected by RAP-DNA. For the genomic targets of Rn7sk detected by ChIRP-seq^18^, RADICL-seq detected over 20-fold more interactions mediated by Rn7sk than did GRID-seq (9.491 and 0.357 average normalized counts in RADICL-seq and GRID-seq, respectively). Furthermore, RADICL-seq detected 56% of the protein-coding genes interacting with Rn7sk, compared with only 13% of targets for GRID-seq (Fig. 2f).

Collectively, these analyses suggest that RADICL-seq captures RNA–chromatin interactions more comprehensively and with less genomic bias when compared with GRID-seq.

Recently, a technology that maps DNA–DNA contacts, split-pool recognition of interactions by tags extension (SPRITE)^19^ has been published. SPRITE has also the capability to map RNA–chromatin interactions, and it has been used to map RNA–DNA contacts in mESCs. However, we noticed that out of 52.5M total DNA–DNA and RNA–DNA complexes identified by SPRITE, only 0.275M (0.5%) contained RNA species, and 80% of these contained rRNA. Hence, this indicates that RNA–DNA interactions detected by SPRITE are only corollary to the overwhelming majority of rRNA-mediated chromatin interactions. Nevertheless, we included SPRITE data in our analysis and compared RNA–DNA interactions captured by existing technologies in mESCs. Compared to other technologies, RADICL-seq exhibited significantly higher resolution for the genomic DNA signal for Malat1 (Supplementary Fig. 5g) and Rn7sk (Supplementary Fig. 5h), respectively.

### Identification of robust RNA–chromatin interactions

The RADICL-seq technology yields a large amount of interaction data with a complexity comparable to that obtained with Hi-C technology. Consequently, to account for the occurrence of spurious events, we decided to adopt an approach similar to that employed in Hi-C analyses^20–22^; this approach assumes that all biases (e.g., amplification biases due to differences in sequence composition across the genome) are reflected in the observed interaction counts. To this end, we partitioned the linear genome into intervals (i.e., bins of 25 kb, see Methods) to represent the RADICL-seq data as a contact matrix between RNA and DNA loci. We then used a one-sided cumulative binomial test to detect significant RNA–chromatin interactions, assuming that the transcript-specific background interaction frequency of a given RNA and a genomic interval depends also on their relative genome-wide coverage^23^. We employed the Benjamini–Hochberg multiple-testing correction to control for the false discovery rate and used an adjusted *P* cut-off of 0.05 to define the “significant” set (Supplementary Fig. 6a). The resulting significant dataset displayed different distributions for specific transcript biotypes (Supplementary Fig. 6b). By applying this method to RADICL-seq data produced from the total dataset, 288,065 unique, robust RNA–DNA-interacting loci, supported by 8,420,123 interactions, were identified as statistically significant (Supplementary Fig. 6c). As expected, many of the *trans* interactions were removed because of their lower occurrence and inherent difficulty in being consistently detected at the chosen sequencing depth (Supplementary Fig. 6c). The RNA–chromatin interactions were mediated by 14,001 transcripts, with a prevalent contribution from protein-coding transcripts (12,441 transcripts; 89%) followed by lncRNAs (1430 transcripts; 10%) (Supplementary Fig. 6d). Furthermore, the RNAs that interacted the most with the chromatin were similar across experimental conditions (Supplementary Table 2).

To compare RNA–chromatin interaction patterns across different cell types, we performed RADICL-seq (using 1% FA) on oli-neu, a neural cell line derived from mOPCs^24^ (Supplementary Fig. 7a). Again, the three biological replicates exhibited high reproducibility, but markedly lower correlation with the mESC biological replicates, suggesting cell specificity in a substantial fraction of the captured interactions (Supplementary Fig. 7b). Interestingly, the proportion of the noncoding transcriptome captured by RADICL-seq in mOPC total dataset showed markedly higher detection of lncRNAs (Supplementary Fig. 7c, d) compared with the equivalent dataset in mESCs (Fig. 1c, d). Although mapping of RNA and DNA tags from the mOPC NPM dataset (Supplementary Fig. 8a–c) revealed a distribution of biotypes similar to the mOPC total dataset, we observed higher variability in the frequency of RNA–DNA interactions between conditions than within replicates (Supplementary Fig. 8d). As for mESCs, we filtered for robust RNA–chromatin interactions in both mOPC datasets (Supplementary Fig. 9a–c), and, hereafter, we have used the significant interactions in all the analyses described below.

To globally visualize the RNA–DNA interactions in the mESC and mOPC total datasets, we arranged each transcript and its interacting genomic regions in a two-dimensional contact matrix. For each 25-kb bin, the highest contributing RNA region and class were depicted and quantified according to distance categories (Fig. 3a–c). A clear trend for proximal interactions emerged, highlighted by a diagonal signal dominated by intronic RNA signal (Fig. 3a) derived from protein-coding genes (Fig. 3b). On the one hand, we observed that the number of interactions in *cis* from intronic regions increased with the distance to the genomic region bound by the transcript, and on the other hand, we observed a dominant contribution of exonic regions from noncoding transcripts in the *trans* interactions (Fig. 3c). Remarkably, a few noncoding transcripts, such as Malat1, the small nuclear RNA Gm22973, and the small nucleolar RNA Snord118, which is involved in splicing, exhibited extensive *trans-*interaction patterns (Fig. 3a). In mOPCs, we observed the same trend of dominant contribution of intronic protein-coding and exonic noncoding transcripts for *cis* and *trans* interactions, respectively (Fig. 3d–f). In addition, most lncRNAs displayed preferential binding to chromatin with local (≤10 kb), short- (>10 and ≤100 kb) and medium-range (>100 kb and ≤1 Mb) *cis* patterns in both cell types (Supplementary Table 3).

**Fig. 3:**
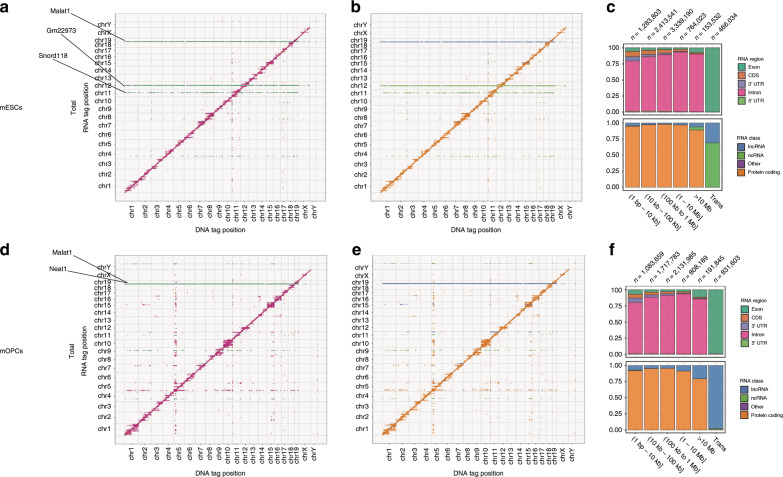
RADICL-seq identifies genome-wide RNA–chromatin interactions. **a**, **b** RNA–DNA interactions in mESCs shown as a single point per 25-kb bin and colored (see key in **c**) by the most-represented RNA region or RNA class, respectively, in that bin. **c** RNA–DNA interactions in mESCs, quantified according to genomic distance between RNA and DNA tags. **d**, **e** RNA–DNA interaction matrix for mOPCs, similar to that shown in **a**, **b**. **f** RNA–DNA interactions in mOPCs, quantified according to genomic distance between RNA and DNA tags. All panels were generated using significant total datasets.

To further strengthen the substantial difference between RADICL-seq and GRID-seq technologies, we proceeded by analyzing their datasets of significant interactions. We confirmed that RADICL-seq retains a much higher genomic coverage than GRID-seq even when we consider only significant interactions (Supplementary Fig. 10a). In order to investigate whether GRID-seq data would be able to find similar results to those obtained with RADICL-seq (Fig. 3), we called significant interactions from GRID-seq data by using the same statistical approach we employed for RADICL-seq. Then, we plotted the proportion of specific RNA biotypes for different intervals of RNA–DNA interaction distances (Supplementary Fig. 10b). The comparison between the two technologies shows that GRID-seq captures considerably less long-range *cis* and *trans* RNA–chromatin interactions, specifically those mediated by ncRNAs (Supplementary Fig. 10c).

Global patterns of interactions indicated clear differences between the two cell types for both *cis* and *trans* interactions. Specifically, we observed large domains of *cis* interactions distributed along each chromosome with various transcripts interacting with broad regions of the chromosome from which they originate in a cell-type-specific manner (Supplementary Fig. 11a, b). For example, Pvt1 contacted large portions of its chromosome of origin in both cell types, whereas Malat1 interacted widely across the genome with cell-type-specific patterns, and Gm22973 contacted multiple chromosomes but only in mESCs (Supplementary Fig. 11a, b).

We sought to investigate whether the DNA binding could be connected to the transcriptional levels of the RNAs involved in the interactions. Accordingly, we generated cap analysis of gene expression (CAGE) data from the nuclear fraction of mESCs and mOPCs, and divided the genic transcripts into expression quartiles (I: lowest; IV: highest). 

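CAGE sequences short tags from the 5′ ends of capped RNAs, so that the number of tags starting at a genomic position measures how often RNAs start there. The data comprise 3 nuclear libraries of the mESC line R08 and 3 of oli-neu, the line derived from mOPCs. The authors aligned the tags uniquely to the mm10 genome and counted them by the position and strand of their 5′ end. The values they deposited are these raw counts, without normalization, for every position with at least 1 tag. The mESC libraries held 37888141, 16657021 and 18427223 tags (median 18427223), and the mOPC libraries 21925299, 28838550 and 40928704 tags (median 28838550). The libraries of a cell type share 1 library label that differs between the cell types. By this design, a difference between preparations and a difference between mESCs and mOPCs cannot be told apart. Counts were normalized to a power-law reference distribution of 1000000 tags (TPM) by the approach of the paper's methods. The normalized values of a library summed to between 1049615 and 1184258 TPM in mESCs and between 1310642 and 1348406 TPM in mOPCs. TPM values of the cell types therefore do not refer to the same total. The expression of a gene was taken as the sum over all positions inside the annotated gene on its strand, averaged over the 3 libraries. Genes were those of GENCODE vM21, where the paper used release M14, and a tag inside overlapping genes counted for each of them. Genes with a mean of at least 1 TPM, the lower threshold that the paper applies to TPM values in its comparison with RNA-seq, were divided into quartiles of equal size within each cell type. Of 21951 protein-coding genes, 13602 reached this threshold in mESCs and 12264 in mOPCs. The boundaries between quartiles lay at 7.97 ± 0.771, 26.7 ± 3.13 and 67.1 ± 5.95 TPM in mESCs (SD of the boundaries of single libraries, n = 3). In mOPCs they lay at 13.7 ± 1.29, 37.4 ± 3.46 and 83.2 ± 5.14 TPM (SD, n = 3). The median gene of quartile I had 54.3 tags per library in mESCs and 140.2 in mOPCs, and that of quartile IV 2657 and 3296 tags. Quartile IV held 73.8% of the summed TPM of these genes in mESCs and 69.6% in mOPCs. Its genes were longer than those of quartile I, with a median length of 31711 against 22281 bp in mESCs and 46719.5 against 18452.5 bp in mOPCs. A single library placed between 93.5% and 95.4% of the genes in the quartile of the 3-library mean in mESCs, and between 94.0% and 96.0% in mOPCs. Between the cell types, 43.9% of the 11391 genes with a quartile in both fell in the same quartile (SD 0.495 over the 9 pairs of libraries), where unrelated ranks would give 25%. A further 15.6% lay 2 or 3 quartiles apart. Among the alternatives tried, the values moved most when every gene with at least 1 tag was ranked, which put the middle boundary at 14.1 TPM in mESCs and 16.7 TPM in mOPCs and 53.0% of the genes in the same quartile.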

When we plotted the number of interactions as a function of the distance to the gene body in the total datasets of both cell types, we observed a sharper decay rate for transcripts that were expressed at lower levels, suggesting that the expression plays a role in the establishment of RNA–DNA contacts proximal to the transcription locus (Supplementary Fig. 12a, b). However, we noticed that a fraction of *cis* interactions occurring at considerable distance from the gene body were still present after treatment with ActD, which suggests that factors other than transcriptional activity might play a role in the formation of such contacts (Supplementary Fig. 12a). Indeed, in ActD-treated mESCs, we still observed a prevalent intronic RNA signal from protein-coding genes in *cis* interactions (Supplementary Fig. 13a–c); however, the inhibition of RNA pol II elongation resulted in a strong depletion of the signal in long- (>1 Mb and ≤10 Mb, 1.4% vs. 9.1% in total dataset) and extreme long-range (>10 Mb, 0.5% vs. 1.8% in total dataset) *cis* interactions (Supplementary Fig. 13c). Furthermore, the contribution of ncRNAs was increased in the subset of extreme long-range *cis* interactions, and, interestingly, a significant number of *trans* interactions were preserved (Supplementary Fig. 13a, b) and appeared in the same regions of the genome as in the total dataset (Fig. 3a, b).

In the NPM datasets of both cell types, the broadening of the signal from the diagonal observed in the total datasets (Fig. 3a, b) was completely lost (Supplementary Fig. 13d, e, g, h), suggesting a relevant contribution of proteins in the establishment of RNA–chromatin interactions. Genome-wide binding of specific noncoding transcripts was absent, although we observed genomic regions highly bound by RNAs with *cis* and *trans* contacts. Moreover, we observed a dramatic drop in *trans* interactions involving exonic RNAs from noncoding genes, which suggests that most of these interactions are protein mediated (Supplementary Fig. 13f, i).

To further investigate the nature of direct binding between RNA and DNA molecules, we examined the distribution of the distances between interacting RNA and DNA tags in the mESC and mOPC NPM datasets (Supplementary Fig. 14a). We observed a dominant contribution (>85%) of interactions where both RNA and DNA tags were complementary to each other (distance of <1 kb) compared with only 4.5% in the total datasets (Supplementary Fig. 14a, b). Next, we looked at the overlap of DNA tags captured by the NPM and total datasets with available DRIP-seq data that maps the location of R-loops genome-wide in mESCs^25^ (Supplementary Fig. 14c). There was a relative enrichment of RADICL-seq DNA tags across DRIP-seq peaks in the NPM dataset compared with the total dataset, possibly indicating an over-representation of R-loops. As the remaining fraction of direct RNA–DNA interactions in the NPM dataset could not be explained by complementarity of RNA and DNA strands, we examined whether these interactions could be mediated by the formation of triple-helical nucleic acid structures^26^. To this end, we analyzed the interactions of lncRNAs that are known to form triple helices with DNA^26,27^, namely Malat1 and Meg3. We found that these transcripts were among the lncRNAs with the highest number of *trans* contacts (Supplementary Table 4) and that they are likely to form triplexes in close proximity to these contacts (Supplementary Fig. 14d–i).

### Influence of 3D chromatin architecture on RNA–DNA interactions

To better understand the relationship between the interactions captured by RADICL-seq and the 3D architecture of the genome (i.e., DNA–DNA contacts and/or genomic distance), we leveraged Hi-C data produced from similar cell types (mESCs and neural progenitor cells)^28^. At 25-kb resolution, the frequencies of *cis* RNA–DNA contacts in the total datasets moderately correlated with normalized Hi-C DNA–DNA contacts (Pearson’s correlation coefficient = 0.56 for both cell types, Supplementary Fig. 15). However, about 30% of the variance (based on the above correlation coefficient) in the *cis* RNA–DNA contact frequency could be explained by genomic architecture. The remaining ~70% of variance in RNA–DNA contacts is most likely a combination of noise and true signal that is not linearly dependent on spatial distance between genomic loci.

We investigated the distribution of DNA tags with respect to topologically associating domains (TADs) identified in the above Hi-C data^28^ and found a clear signal enrichment at TAD boundaries in both cell types total and NPM datasets (Fig. 4a, b). This finding was replicated also in the mESC ActD dataset. (Supplementary Fig. 16a). Furthermore, we observed enrichment for RNA tags at TAD boundaries primarily in the NPM condition in both cell types (Fig. 4c, d and Supplementary Fig. 16b). Interestingly, we obtained a similar enrichment for DRIP-seq signal^25^ at the TAD boundaries, possibly suggesting a relationship between TAD formation and the generation of R-loops (Supplementary Fig. 16c). These results underline the importance of including the NPM condition to capture biological features that might be otherwise overlooked by solely using total datasets. Finally, we surveyed RNA–DNA interactions located in A and B compartments (i.e., preferentially open and closed chromatin, respectively) for both the mESC and mOPC total datasets (Supplementary Fig. 16d). Although we did not observe significant enrichment of RNA classes (protein coding or lncRNA) for any compartment, the results showed a clear segregation of A and B compartments with transcripts originating from one compartment mainly involved in interactions within the same compartment.

**Fig. 4:**
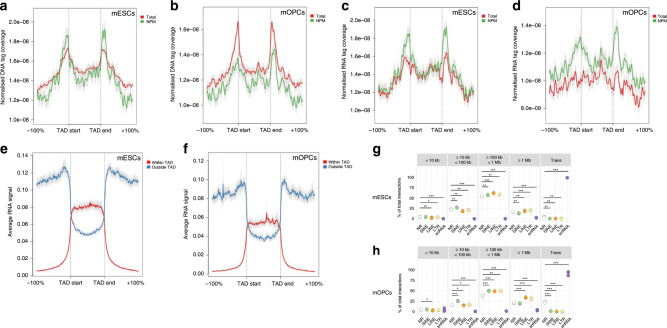
RNA interactions and genomic structural features. **a**–**d** Metadata profiles showing the average coverage of **a**, **b** DNA tags or **c**, **d** RNA tags at the boundaries of TADs in mESCs (**a**, **c**) and mOPCs (**b**, **d**) for the indicated conditions. **e**, **f** Average RNA-binding signal at TAD boundaries in total mESCs and mOPCs, respectively. The signal was split based on whether the RNA originated within or outside of the TAD. Coverage distance from the TAD is relative to the corresponding TAD width. **g**, **h** Percentage of RNA–DNA interactions in total RADICL-seq libraries from mESCs and mOPCs, respectively, divided into incremental RNA–DNA distances and with RNA tags grouped by the identity of intersected repeat elements. NR, RNA tags not mapped on any repeat. Statistical significance was calculated with the two-tailed Student’s *t* test. *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001. All panels were generated using significant datasets. Source data are available in the Source Data File.

Next, we asked whether RNAs originating from loci positioned within or outside TADs showed specific DNA-binding patterns, possibly dictated by genomic structural constraints. When we looked at the distribution of the signal for RNAs transcribed within TADs in the mESC and mOPC total datasets, we found it to dramatically drop outside the domain regions, whereas the signal from transcripts transcribed outside TADs showed the opposite trend (Fig. 4e, f), thus suggesting a barrier effect for the RNA migration into or out of TADs that prevents free diffusion. Collectively, our results highlight a putative role for TADs in shaping RNA–chromatin interactions in mESCs, mOPCs, and possibly other cell types.

### Transcripts containing repeat elements differentially engage in specific chromatin interactions

Repeat elements (REs) have emerged in recent years as key contributors to genomic regulation and organization^29^. In the mESC and mOPC total datasets we observed that ~12% and ~8%, respectively, of the uniquely mapped genic RNA tags intersected with REs as defined by RepeatMasker^30^ (Supplementary Fig. 17). In mESCs, the most abundant classes of intragenic REs were small nuclear RNA (snRNA) (~39%) and SINE (short interspersed elements) (~35%), followed by LINE (long interspersed elements) and LTR (long terminal repeat) (both ~9%) (Supplementary Fig. 18). In mOPCs the most abundant classes were SINE (~48%) followed by LINE (~20%) and LTR (~15%); intriguingly, the frequency of snRNAs involved in RNA–DNA interactions was dramatically lower in mOPCs (<1%) than in mESCs (Supplementary Fig. 18). We annotated non-self RNA–chromatin interactions for the most abundant classes of intragenic REs across increasing distances from the site of transcription. When we compared them to interactions not involving REs, we found a remarkably well-defined RE-specific pattern of *cis* interactions that was reproducible in both cell types (Fig. 4g, h). In terms of differences among different RE families, RNA–DNA pairs where the RNA mapped to SINE were found to be enriched at distance intervals of ≥10 kb and <1 Mb, whereas RNAs that mapped to LINE and LTR were proportionally depleted at linear distances of <100 kb, but significantly enriched at longer range intervals (Fig. 4g, h) even in the absence of nascent transcription (Supplementary Fig. 19). Although pairs where the RNA mapped to SINE, LINE, or LTR displayed no *trans* interactions, those mapping to snRNAs exhibited extensive *trans* interactions (>95%, Fig. 4g, h and Supplementary Fig. 19). Collectively, these analyses show that transcripts containing REs are engaged in *cis* interactions with the chromatin, which is in agreement with previous studies that reported their association with euchromatin^29^.

### RADICL-seq identifies cell-type-specific RNA–DNA interactions

To better understand the involvement of RNA in genome organization and the fine-tuning of cell-specific gene expression, we compared genome-wide RNA–DNA binding profiles and capture rates between mESCs and mOPCs. For each transcript, we calculated the Jaccard distance between the RNA–DNA binding profiles as a function of the difference in RADICL-seq capture rate, here considered a proxy for gene expression (Fig. 5a). As expected, there was a clear relationship between differential transcript abundance and differences in RNA–DNA binding profiles. However, even at comparable expression levels, we observed a diversity of interaction patterns among various transcripts between the two cell types (e.g., Hunk and Ralgapa2, Supplementary Fig. 20a–d). When transcripts were divided into differential expression deciles, for genes with <40% difference in gene expression between the two cell types, we found no link between differential gene expression and changes in genome-wide binding profile (Supplementary Fig. 20e). These results suggest that, although expression plays a role in determining the binding pattern of a transcript, the DNA binding profile for genes expressed at similar levels may be governed by other factors, such as 3D chromatin architecture or epigenomic state.

**Fig. 5:**
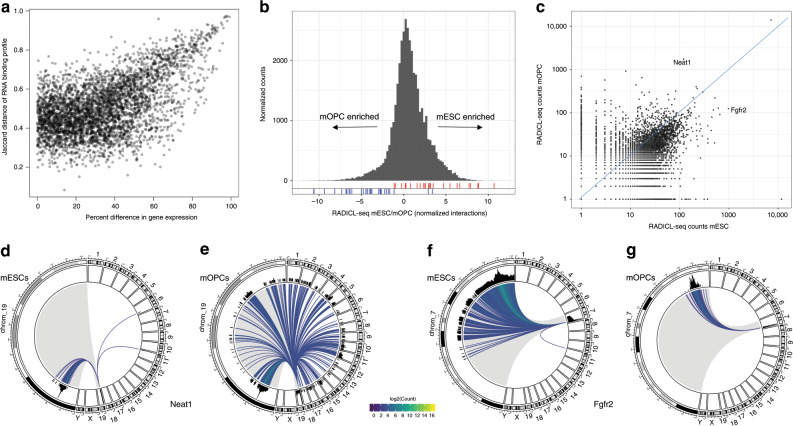
Cell-type-specific RNA–chromatin interaction patterns. **a** For each gene, the Jaccard distance between the genome-wide RNA–DNA binding profiles in mESCs and mOPCs is compared with the difference in capture rate (proxy for gene expression) between the two cell types. **b** Distribution of the log_2_ ratios of RADICL-seq mESC to mOPC DNA normalized tag counts for targeted gene promoter regions, which are defined as ±2 kb around the TSS. Cell-type-specific marker gene positions are highlighted for both mESCs (red) and mOPCs (blue). Counts were normalized by library size. **c** RADICL-seq counts of unique genomic targets per interacting RNA in mESCs vs. mOPCs. **d**, **e** Circos plots depicting Neat1 genomic interactions in mESCs and mOPCs, respectively. **f**, **g** Circos plots depicting Fgfr2 genomic interactions in mESCs and mOPCs, respectively. Each line represents the interaction between the genic transcript and the contacted genomic bin, while its color indicates log_2_ of the RADICL-seq count. The chromosome of origin of the RNA under investigation is shown enlarged (gray shading) on the left portion of each circos plot. All panels were generated using significant total datasets.

Next, we assessed whether RADICL-seq can be used to discriminate biologically relevant differences between cell types. To this end, we collected from the literature a list of marker genes that are specifically expressed in mESCs or mOPCs (Supplementary Table 5) and used RADICL-seq to analyze patterns of RNA–chromatin regulation at the genomic regions containing these markers. To compare cell-specific RNA–chromatin interactions at the gene level, we used the total datasets to calculate the mESC/mOPC ratio of the normalized RADICL-seq counts of bound RNAs for the promoter regions (defined as ±2 kb around the transcription start site [TSS]) of all genes. We examined the positions of the cell-specific markers in the distribution of these mESC/mOPC ratios and found that they segregated towards the tails of the distribution according to the cell line in which they were expected to be more highly expressed (Fig. 5b). Our results suggest that the technology is able to discriminate cell-type-specific features.

To investigate in greater detail whether RNA–chromatin interactions could play a role in gene expression, we employed CAGE data to annotate de novo promoters in mESCs and mOPCs. 

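De novo promoters were clustered within each cell type from positions that reached 1 TPM in at least 1 of its 3 CAGE libraries, 176919 positions in mESCs and 179495 in mOPCs. This gave 26667 promoters in mESCs and 28441 in mOPCs. Clustered from 1 library at a time, the number was 23519.7 ± 1808 in mESCs (SD, n = 3, range 22280 to 25594) and 25823 ± 881 in mOPCs (SD, n = 3, range 25014 to 26761). These ranges overlapped, and the numbers did not separate the cell types (two-sided exact permutation test, p = 0.2, where 3 libraries against 3 allow no p below 0.1). A 5′ end of an annotated transcript on the same strand lay within 500 bp of 78.8% of the mESC promoters and of 77.2% of the mOPC promoters. In mESCs, 15058 promoters (56.5%) overlapped an mOPC promoter on the same strand, and in mOPCs 15109 (53.1%) overlapped an mESC promoter. The number of promoters depended most on the threshold for positions. When all positions with at least 2 tags over the libraries of a cell type were clustered, it rose to 641947 in mESCs and 1233795 in mOPCs.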

For both total datasets, we compared the distribution of unique RNAs interacting with promoter regions of genes that are transcriptionally active with those that are inactive. We did not observe any clear difference between the two groups in either cell type (Supplementary Fig. 21a, b), indicating that gene expression does not seem to be dependent on the number of unique interacting RNAs. However, the top 100 promoters of the genes that interacted with the highest number of unique RNAs clustered in different chromosomes in the two cell types: predominantly in chromosomes 8 and 11 in mESCs and in chromosome 5 in mOPCs (Supplementary Fig. 21c, d).

When comparing the number of unique genomic targets for each transcript detected in the total datasets for mESCs vs. mOPCs, we observed a linear correlation with the presence of some outliers (Fig. 5c). Among the RNAs that showed large deviations from the diagonal (i.e., transcripts that had dissimilar patterns of interactions between the cell types), we selected Neat1 and Fgfr2 as representative examples of transcripts having higher RADICL-seq counts in mOPCs and mESCs, respectively. The nuclear lncRNA Neat1 is one of the main components of paraspeckles, membrane-less compartments present in the nucleus of differentiated cells^31^. In mESCs, Neat1 exists as a shorter isoform, which is unable to promote the formation of paraspeckles, whereas its longer isoform is expressed in differentiated cells^32,33^. Consistent with these observations, RADICL-seq RNA reads mapped only to the shorter isoform in mESCs, whereas the signal covered the whole span of the longer isoform in mOPCs (Supplementary Fig. 22a). Furthermore, the genomic binding pattern of Neat1 exhibited dramatic differences between the two cell types, with the lncRNA interacting mostly in *cis* in mESCs as opposed to the extensive *trans* interactions mediated in mOPCs (Fig. 5d, e). Analysis of the DNA-binding regions of Neat1 confirmed the preference for binding to the 5ʹ ends of the target genes observed previously^34^ (Supplementary Fig. 22b, c). Fgfr2 is a protein-coding gene with an important role in pluripotency; mutations affecting its expression result in early embryonic lethality due to inner cell mass defects^35^. Unlike the localized pattern exhibited in mOPCs, Fgfr2 displayed extensive *cis* interactions in mESCs, covering above 30% of the chromosome from which it is transcribed (Fig. 5f, g and Supplementary Fig. 11a). The RADICL-seq results thus suggest a potentially structural role for Fgfr2 in mESCs.

Finally, we turned our attention to *trans* RNA–DNA interactions. To compare the extent of overlap between the two cell types, we calculated the intersection of RNA–chromatin interactions categorized by linear distance in the total datasets (Supplementary Fig. 23). To our surprise, we found 3414 unique (12.2%) *trans* RNA–DNA pairs shared by both cell types; this percentage of overlap was similar to that for *cis* RNA–chromatin interactions separated by a linear distance of ≥1 Mb and <10 Mb (Supplementary Fig. 23). Furthermore, these *trans* interactions captured in both cell types were mediated by 14 transcripts with a major contribution from Malat1 (Supplementary Table 6). These results highlight the contribution of Malat1 in the organization of general principles of RNA–chromatin interactions.

## Discussion

RADICL-seq provides four main advantages over existing methods: (i) Chromatin shearing is achieved by a controlled DNase I digestion, which results in a greater resolution compared with digestion with restriction enzymes. Indeed, the distribution of cut sites for restriction enzymes is often uneven and may result in the inability to detect important interaction chromatin regions. The sequence-independent digestion of chromatin by DNase I enables RADICL-seq to overcome such resolution limitations. (ii) The use of paramagnetic carboxylated beads as carriers for the nuclei allows additional washes to remove small genomic fragments (upon DNase digestion) and the excess of biotinylated bridge adapter, thus reducing noise. Furthermore, beads improve visualization of the nuclear pellet when using fewer cells and can potentially decrease the number of input cells for future applications. (iii) Digestion of RNA–DNA hybrids with RNase H reduces the fraction of nascent RNA–chromatin interactions captured by RADICL-seq, thereby increasing the capture rate of other types of interaction. (iv) Use of *Eco*P15I to generate RNA and DNA reads of uniform size greatly improves unique alignment to the genome. Furthermore, RADICL-seq uses the same amount of input cells as GRID-seq, but it achieves a higher detection power for uniquely mapped RNA–DNA interactions and consequently a better performance/cost ratio.

Our results confirm previous observations regarding modality of interaction for lncRNAs, with most noncoding transcripts binding genomic targets locally or over short- and medium-range distances in *cis*^36^. However, one surprising finding was the dominant contribution of intronic RNA sequences from protein-coding genes in *cis* interactions. These binding events seem to be of stable nature, as we observe interactions mediated by intronic RNAs following inhibition of transcription elongation for several hours. Excised introns have been reported to exert a biological function on growth phenotype in yeast^37^. We speculate the existence of a similar mechanism in higher eukaryotes where specific intronic RNA sequences might escape degradation and interact with the chromatin in *cis*. Additionally, a subset of interactions mediated by intronic RNAs from protein-coding genes might be involved in the transcriptional regulation of neighboring genes mediated by protein-coding transcripts as previously reported^38^.

To test our hypothesis of the involvement of genome structure in transcriptional regulation mediated by RNA interactions, we used RADICL-seq to assess the frequency of RNA–DNA interactions at TAD boundaries. The widespread enrichment of RNA–chromatin interactions at these boundaries indicates a possible role for transcription or for its products in influencing 3D genome structure. CHAR-seq technology identified enrichment of transcription-associated RNAs at TAD boundaries in *Drosophila melanogaster*, suggesting an evolutionary conservation of this phenomenon. Intriguingly, Heinz et al.^39^ have reported that transcription elongation remodels 3D chromatin architecture by displacing TAD boundaries. Moreover, SINE sequences have previously been found to be enriched at TAD boundaries^40^. With RADICL-seq we have uncovered specific patterns of interactions for transcripts overlapping REs, thus suggesting that transcripts from REs might facilitate the formation of 3D structures in cells, especially after cell division when TADs are temporarily dismantled.

The observed enrichment of CHARs at TAD boundaries even in the ActD dataset—where RNA pol II elongation is inhibited—potentially suggests that TADs might generate a barrier effect, which is consistent with the transcripts preferentially binding to DNA within or outside, but not across, TADs. This observation confirms recent evidence of a TAD-restricted genome occupancy mediated by immune gene-priming lncRNAs^41^.

The NPM datasets identified reproducible RNA–chromatin interactions that are not mediated by the presence of proteins. Such interactions can be explained either by direct RNA–DNA pairing or by binding of RNA to duplex DNA via the formation of triplexes. Increased frequency of RNA–chromatin interactions and enrichment for R-loops at TAD boundaries in NPM datasets indicate the possible role of active transcription in partitioning the genome, as disruption of the cohesin/CTCF complex in mammals does not lead to disappearance of TAD boundaries^42^. Although the RADICL-seq protocol includes an RNase H step to remove RNAs paired with DNA in Watson–Crick fashion while the sample is still crosslinked, proteins located nearby the complementary RNA–DNA binding could hinder enzyme accessibility, thus preventing the complete digestion of these hybrids. Nevertheless, we were still able to observe a consistent number of interactions that can be explained by triple helix formation. Future extensions of the protocol could include an RNase H step after reversal of crosslinks to enrich for triplexes structures. Although a protein-free method that separately identifies RNA and DNA involved in triple helix formation has been published^43^, to our knowledge RADICL-seq performed in the NPM condition is the only approach that can simultaneously link interacting RNA and DNA to triplex structures.

Our results further show that RADICL-seq can pinpoint cell-type-specific RNA–chromatin interactions. We uncovered an mOPC-specific genome occupancy pattern for Neat1 RNA where the long isoform interacts in *trans* with the chromatin. Recently, Katsel et al.^44^ have reported down-regulation of Neat1 expression in schizophrenia patients, which is associated with reduction in the number of cells of the oligodendrocyte lineage.

In summary, we have developed a technology to map genome-wide RNA–chromatin interactions that significantly improves upon other existing technologies by reducing nascent transcription bias and increasing genomic coverage and unique mapping rate efficiency. Application of RADICL-seq in mESC- and mOPC-derived cells allowed the unveiling of principles of RNA–chromatin *cis* and *trans* interactions, and the identification of the cell type specificity of such associations. We anticipate that the RADICL-seq technology will pave the way for a deeper understanding of the fine regulatory network governing gene expression and ultimately cell identity.

## Methods

### Cell Culture

R08 mESCs (CIRA) were grown under feeder-free conditions in mouse ESC medium consisting of Dulbecco’s modified Eagle’s medium (DMEM; Wako) supplemented with 1000 U/ml leukemia inhibitory factor (Millipore), 15% fetal bovine serum (Gibco), 2.4 mM l-glutamine (Invitrogen), 0.1 mM non-essential amino acids (Invitrogen), 0.1 mM 2-mercaptoethanol (Gibco), 50 U/ml penicillin, and 50 μg/ml streptomycin (Gibco). Culture media were changed daily, and cells were passaged every 2–3 days. For the ActD-treated RADICL-seq libraries, R08 mESCs were treated with ActD (Sigma) at a final concentration of 5 µg/ml for 4 h before crosslinking, as described below.

Oli-neu cells were grown on poly-l-lysine-coated dishes and expanded in proliferation media consisting of DMEM (Lifetech), N2 supplement, penicillin–streptomycin–glutamine (Lifetech), T3 (3,3′,5′-triiodo-l-thyronine; Sigma-Aldrich) 340 ng/ml, l-thyroxine (Sigma-Aldrich) 400 ng/ml, fibroblast growth factor-basic 10 ng/ml, and platelet-derived growth factor-BB 1 ng/ml. Culture media were changed on alternate days and the cells were passaged every 5–6 days.

The origins, authentications, and mycoplasma-testing methods of the cell lines used in the current study are listed in the Reporting Summary.

### Crosslinking of cells

Confluent cells were rinsed with pre-warmed phosphate-buffered saline (PBS) and trypsinized. Detached cells were pelleted, resuspended in PBS, counted, and pelleted again. Cell pellets were then crosslinked by resuspension in freshly prepared 1% or 2% FA (Thermo Fisher Scientific) solution using 1 ml for every one million cells. Cells were incubated at room temperature for 10 min with rotation, followed by quenching with 125 mM glycine (Sigma). Cells were pelleted at 4 °C, washed with ice-cold PBS, pelleted again, and snap frozen in liquid nitrogen.

We use the term biological replicates to refer to batches of cells with different passage numbers.

### Generation of RADICL-seq libraries

Adenylation of the adapter. The adapter is a partially double-stranded DNA molecule containing chemical modifications (5ʹ phosphorylation [5Phos] and Internal Biotin dT [ibiodT]; Integrated DNA Technologies). The upper strand sequence is 5ʹ-/5Phos/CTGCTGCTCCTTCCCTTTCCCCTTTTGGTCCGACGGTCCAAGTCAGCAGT-3ʹ. The lower strand sequence is 5ʹ-/5Phos/CTGCTGACT/ibiodT/GGACCGTCGGACC-3ʹ. The upper strand was pre-adenylated by using a DNA 5′ Adenylation Kit (New England BioLabs). The pre-adenylated upper strand was mixed with an equimolar quantity of the lower strand and subsequently incubated at 95 °C for 2 min, followed by 71 cycles of 20 s, with a reduction of 1 °C every cycle. Annealed pre-adenylated adapter was then purified using a Nucleotide Removal Kit (Qiagen).

Chromatin digestion. Chromatin preparation was performed using a modified protocol^45^. Briefly, cell pellets containing approximately two million crosslinked cells were resuspended in cold lysis buffer (10 mM Tris-HCl, pH 8.0, 10 mM NaCl, 0.2% NP-40) and incubated on ice for 10 min. Nuclei were pelleted at 2500 × *g* for 60 s, resuspended in 100 μl of 0.5× DNase I digestion buffer (Thermo Fisher Scientific), containing 0.5 mM MnCl_2_ and 0.2% sodium dodecyl sulfate (SDS), and incubated at 37 °C for 30 min. An equal volume of 0.5× DNase I digestion buffer containing 2% Triton X-100 was added, and then incubation at 37 °C was continued for 10 min. Then, 1.5 U DNase I (Thermo Fisher Scientific) was added and digestion was carried out at room temperature for 4 or 6 min for 1 and 2% FA, respectively. DNase I digestion was stopped by adding 40 μl of 6× Stop Solution (125 mM EDTA, 2.5% SDS), followed by centrifugation at 2500 × *g* for 60 s. Nuclei were resuspended in 150 μl nuclease-free H_2_O and purified with two volumes (300 μl) of AMPure XP magnetic beads (Beckman Coulter). After 5 min incubation at room temperature, beads were separated using a magnetic rack, washed twice with 80% ethanol, and air dried for 2 min.

Chromatin end-repair, dA-tailing, and RNase H treatment. The purified bead–nuclei pellet was resuspended in 200 μl 1× T4 DNA ligase buffer (New England Biolabs) containing 0.25 mM dNTPs, 0.075 U/μl T4 DNA polymerase (Thermo Fisher Scientific), and 0.15 U/μl Klenow fragment (Thermo Fisher Scientific), and then incubated at room temperature for 1 h. The end-repair reaction was stopped by adding 5 μl of 10% SDS. The bead–nuclei mixture was pelleted at 2500 × *g* for 60 s; resuspended in 200 μl 1× NEBuffer 2 (New England Biolabs) containing 0.5 mM dATP, 1% Triton X-100, and 0.375 U/μl Klenow (exo-) (Thermo Fisher Scientific), and then incubated at 37 °C for 1 h. After that, 0.122 U/μl RNase H (New England Biolabs) was added, and the reaction was incubated at 37 °C for a further 40 min. The dA-tailing and RNase H reactions were stopped by adding 5 μl of 10% SDS.

Bridge adapter RNA ligation. The bead–nuclei mixture was pelleted at 2500 × *g* for 60 s and then resuspended in 200 μl H_2_O. To remove soluble RNA, 165 μl of 20% polyethylene glycol (PEG) in 2.5 M NaCl was added to the mixture, followed by a 5-min incubation at room temperature. Beads were collected with a magnetic rack, washed once with 80% ethanol, and resuspended in 200 μl H_2_O. This purification step was repeated once. After the second ethanol wash, the air-dried bead–nuclei mixture was resuspended in 23 μl H_2_O, 3 μl 10× T4 RNA ligase buffer, 1 μl pre-adenylated and biotinylated bridge adaptor (20 μM), 1 μl RNaseOut (Thermo Fisher Scientific), and 13.3 U/μl T4 RNA ligase 2, truncated KQ (New England Biolabs). The mixture was incubated at 20 °C overnight to ligate the pre-adenylated bridge adapter to the 3ʹ-OH of the RNA molecules. The reaction was stopped by adding 5 μl 10% SDS, and the bead–nuclei mixture was then pelleted at 2,500 × *g* for 60 s and resuspended in 200 μl H_2_O. To remove excess unligated adapter, 165 μl of 20% PEG in 2.5 M NaCl was added to the mixture, and then the reaction was incubated at room temperature for 5 min. Beads were then collected with a magnetic rack, washed once with 80% ethanol, and then resuspended in 200 μl H_2_O. This purification was repeated once.

Proximity ligation. The in situ proximity ligation was carried out by resuspending the air-dried bead–nuclei mixture in 500 μl 1× T4 DNA ligase buffer with ATP containing 4 U/μl T4 DNA ligase (New England Biolabs) and incubating it at room temperature for 4 h. After the incubation, bead–nuclei complexes were pelleted at 2500 × *g* for 60 s and resuspended in 200 μl H_2_O. To remove remaining unligated and DNA-only ligated adapter, 165 μl of 20% PEG in 2.5 M NaCl was added to the mixture, and then purified as previously described. Beads were then resuspended in 200 μl H_2_O.

Reversal of crosslinking and purification of RNA–DNA complexes. Reversal of crosslinks was performed by adding 50 μl of proteinase K solution (10 mM Tris-HCl, pH 7.5, 1% SDS, 15 mM EDTA) and 1.6 U/μl proteinase K (Ambion) to the resuspended beads. The mixture was incubated overnight at 65 °C and the RNA–DNA complexes were then precipitated with 3 μl GlycoBlue (Ambion), 28 μl 3 M sodium acetate, pH 5.2, and 303 μl isopropanol for 1 h on ice followed by 20,000 × *g* centrifugation at 4 °C for 30 min. The resulting bead–nucleic acids pellet was resuspended in 100 μl H_2_O and further purified using 100 μl AMPure XP beads. After 5 min incubation at room temperature, beads were separated using a magnetic rack, washed twice with 80% ethanol, and then air dried for 2 min. DNA was eluted using 130 μl H_2_O and quantified with a Qubit High Sensitivity Kit (Thermo Fisher Scientific).

Reverse transcription and second-strand synthesis of the RNA–DNA complexes. Since reverse transcriptase can use DNA sequences as primers for the polymerization, the double-stranded region of the bridge adapter acts as the primer for the reaction. The RNA ligated to the bridge adapter was reverse transcribed after the sample was concentrated to a final volume of 12 μl. First, 1 μl of 10 mM dNTPs was added to the sample, and the mixture was incubated at 65 °C for 5 min. Subsequently, 4 μl of 5× first-strand buffer, 1 μl of 0.1 M dithiothreitol, and 1 μl each of RNaseOut and SuperScript IV (both from Thermo Fisher Scientific) were added, and the reaction was incubated at 56 °C for 10 min and 80 °C for 10 min.

Next, the generated complementary DNA (cDNA)–RNA hybrid was converted to double-stranded DNA through a second-strand synthesis reaction by the addition of 30 μl of 5× second-strand buffer (Thermo Fisher Scientific), 3 μl of 10 mM dNTPs (Thermo Fisher Scientific), 3 μl of RNase H (2 U/μl, Thermo Fisher Scientific), 4 μl of *Escherichia coli* DNA polymerase I (New England Biolabs), 1 μl of *E. coli* ligase (New England Biolabs), and H_2_O to the reverse transcription sample, in a final volume of 150 μl. The mixture was incubated at 16 °C for 2 h and the reaction was stopped by adding 10 μl of 0.5 M EDTA. The sample was purified using a Nucleotide Removal Kit (Qiagen) by adding 1.6 ml of the buffer PNI to the sample, with a final elution in 50 μl H_2_O. Sample volume was reduced to 8 μl using a Speedvac concentrator (Tomy).

Hairpin ligation and *Eco*P15I digestion of the cDNA–DNA complexes. The sample was then subjected to hairpin linker (5ʹ-/5Phos/GGCCCTCCAAAAGGAGGGCA-3ʹ; Integrated DNA Technologies) ligation to selectively ligate the bridge adapter that was covalently bound only to RNA and therefore prevent subsequent ligation of sequencing adapters. A total of 100 pmol of hairpin linker was mixed with 10 μl of 2× Quick ligase buffer (New England Biolabs), 8 μl of sample, and 1 μl of Quick ligase (New England Biolabs). The reaction was carried out for 15 min at room temperature and was then purified with DNA Clean & Concentrator-5 Kit (Zymo) according to the manufacturer’s instructions. Elution was performed in 50 μl of H_2_O and final volume was reduced to 30 μl.

The sample concentration was measured by using a Qubit dsDNA High Sensitivity Kit (Invitrogen). *Eco*P15I digestion of the double-stranded cDNA–DNA complexes was performed by using 10 U of enzyme for 1.5 μg of DNA in the presence of 5 μl NEBuffer 3.1 (New England Biolabs), 5 μl 10 × ATP, 0.5 μl 10 mM sinefungin (Calbiochem), and H_2_O in a final reaction volume of 50 μl. The sample was incubated at 37 °C overnight.

End preparation and sequencing linkers ligation. Each *Eco*P15I-digested sample was purified using a Nucleotide Removal Kit (Qiagen) by adding 1.3 ml of PNI buffer. The sample was eluted in 50 μl and the volume was further reduced to 20 μl. To prepare the sample for the sequencing linkers ligation, 6.5 μl of 10× reaction buffer, 3 μl of End Prep Enzyme Mix from NEB Next Ultra End-Repair/dA-Tailing Module (New England Biolabs), and H_2_O in a final volume of 65 µl were added to the concentrated sample, and then the reaction was incubated at 20 °C for 30 min and 65 °C for 30 min.

Next, Y-shaped sequencing linkers were prepared. The upper strand (5ʹ-/5Phos/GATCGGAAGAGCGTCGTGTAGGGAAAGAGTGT-3ʹ) and lower strand (5ʹ-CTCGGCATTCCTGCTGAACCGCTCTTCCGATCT-3ʹ) were annealed in 1× NEBuffer 2 (New England Biolabs) at 95 °C for 2 min, followed by 71 cycles of 20 s, with a reduction of 1 °C every cycle.

Sequencing linkers ligation was performed with NEB Next Ultra Ligation Module and 20 pmol of annealed Y-shaped sequencing linkers at 20 °C for 15 min. After ligation, the sample volume was reduced to 40 μl.

Pull-down of the RNA–DNA ligated complexes and PCR titration. The RNA–DNA ligated complexes were pulled-down with MyOne C1 Streptavidin magnetic beads (Invitrogen). A total of 20 μl of beads were washed twice with 1× western blot (WB) buffer (5 mM Tris-HCl, pH 7.5, 0.5 mM EDTA, 1 M NaCl, 0.02% Tween-20), once with 2× WB buffer, and finally resuspended in 40 μl of 2× WB buffer. An equal volume of sample was added to the beads, and the mixture was incubated at room temperature for 20 min with rotation. Isolated RNA–DNA ligated complexes were extensively washed three times with 1× WB buffer, washed once with elution (EB) buffer (Qiagen), and finally resuspended in 30 μl of EB buffer.

PCR cycle check was performed by using Phusion High Fidelity PCR Kit (Thermo Fisher Scientific) with Universal FW primer (5ʹ-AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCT-3ʹ; Invitrogen), Index RV primer (5ʹ-CAAGCAGAAGACGGCATACGAGATBBBBBBCTCGGCATTCCTGCTGAACCGCTCTTCCGATCT-3ʹ; Invitrogen, where BBBBBB is a 6-nt barcode for multiplexing libraries), and 4 µl of isolated libraries. PCR was carried out at 98  °C for 30 s, followed by 14 cycles of 98 °C for 10 s, 65 °C for 15 s, and 72 °C for 15 s. After respectively 8, 11, and 14 cycles, 10 μl aliquots were collected and run on a pre-cast 6% polyacrylamide gel (Invitrogen) at 145 V for 60 min. The lowest PCR cycle where the 225-bp band representing the RNA–DNA ligated complexes could be visualized was chosen for the final library amplification.

Library amplification and sequencing. A total of four PCR reactions, each using a different barcoded primer, were prepared for each library. After amplification, the four reactions were pooled and run on a pre-cast 6% polyacrylamide gel (Invitrogen) at 145 V for 60 min. The 225-bp band was excised and purified.

Library size was assessed using a High Sensitivity DNA Bioanalyzer Kit (Agilent) and quantified by quantitative PCR using the Library Quantification Kit for Illumina sequencing platforms (KAPA Biosystems) and StepOne Real-Time PCR System (Applied Biosystems). Sequencing was performed with a Single-End 150-bp Kit on the Illumina HiSeq 2500 platform using the sequencing primer 5ʹ-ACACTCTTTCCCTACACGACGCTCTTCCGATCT-3ʹ.

Generation of libraries capturing NPM interactions. NPM libraries were produced following the above protocol for the generation of RADICL-seq libraries with the modifications below. After the purification steps that followed dA-tailing and RNase H reactions, reversal of crosslinks was performed as described above. Samples were concentrated to a final volume of 13.9 µl, followed by the addition of 3 μl of 10× T4 RNA ligase buffer; 1 μl of 20 μM pre-adenylated and biotinylated bridge adaptor; 1 μl of RNaseOut (Thermo Fisher Scientific); 13.3 U/μl T4 RNA ligase 2, truncated KQ (New England Biolabs); and 9 µl of 50% PEG. The mixture was incubated at 20 °C overnight to ligate the pre-adenylated bridge adapter to the 3ʹ-OH of the RNA molecules. Next, bridge adapter-ligated molecules were purified with DNA Clean & Concentrator-5 Kit (Zymo) according to the manufacturer’s instructions and eluted in 50 μl of H_2_O. DNA ligation was carried out by adding 450 μl of 1× T4 DNA ligase buffer with ATP containing 4 U/μl T4 DNA ligase (New England Biolabs) and incubating the solution at room temperature for 4 h. The RNA–DNA complexes were purified with DNA Clean & Concentrator-5 Kit (Zymo) as described above, and then subjected to reverse transcription and subsequent steps of RADICL-seq library preparation and sequencing.

Generation of libraries treated with different enzymes targeting the RNA. Libraries for treatment with different enzymes were produced following the above protocol for the generation of RADICL-seq libraries with the following exceptions: (i) For the library with no enzymatic treatment, the RNase H digestion after chromatin dA-tailing was omitted. (ii) For the library generated with nuclease S1 treatment, prior to the chromatin end-repair step, the purified bead–nuclei pellet was resuspended in a 200 μl solution containing 40 mM sodium acetate (pH 4.5 at 25 °C), 300 mM NaCl, 2 mM ZnSO_4_, and 10 U nuclease S1 (Thermo Fisher Scientific), and then incubated at room temperature for 30 min. The reaction was stopped by adding 5 μl of 10% SDS, and then the RADICL-seq protocol was followed. (iii) For the library generated with RNase V1 treatment, after the chromatin dA-tailing step, each sample was digested with 0.01 U of RNase V1 (Ambion) at room temperature for 30 min. The reaction was stopped by adding 5 μl of 10% SDS, and then the RADICL-seq protocol was followed.

CAGE library preparation. RNAs from nuclear fractions of mESCs and mOPCs were extracted as previously publishedl^11^. CAGE libraries were prepared according to Takahashi et al. ^46^. Briefly, 3 μg of nuclear RNA was used for reverse transcription with random primers. The 5ʹ end of each cDNA–RNA hybrid was biotinylated and captured using magnetic streptavidin-coated beads. After capture, cDNAs from cap-trapped RNAs were released, ligated to 5ʹ-barcoded linkers and digested with *Eco*P15I. The cDNA tags were then ligated with a 3ʹ linker and amplified with nine PCR cycles. Libraries were sequenced on an Illumina HiSeq 2500 system, with 50-bp single-end reads.

### Data analysis

RADICL-seq mapping and processing. RNA and DNA tags at both ends of the adapter were extracted from raw sequencing reads by using TagDust2^47^ (ver. 2.31). Multiplexed reads were split by six nucleotide barcodes embedded in the 3ʹ-linker sequence. Artificial sequences were removed using TagDust^48^ (ver. 1.1.3). We identified and removed rRNAs from the extracted RNA tags using RNAdust^49^ (ver. 1.0.6) with a ribosomal DNA repeating unit (GenBank: BK000964.2). PCR duplicates were removed from paired RNA–DNA tags using FastUniq^50^. We aligned RNA and DNA tags separately to the mouse genome (mm10 assembly) using BWA^51^ (ver. 0.7.15-r1140) with *aln* and *samse* functions. Mapped RNA and DNA tags were paired with unique sequencing read IDs using samtools^52^ (ver. 1.3.1) and bedtools^53^ (ver. 2.17.0). These processes were run on the MOIRAI pipeline platform^54^.

Reference annotation and genome binning. The comprehensive gene annotation for mouse^12^ (GENCODE release M14) was downloaded and genic transcripts (i.e., the RNA products of a gene) were divided into four major groups of biotypes: protein_coding, long_ncRNA (defined according to GENCODE “Long noncoding RNA gene annotation”), ncRNA (defined according to GENCODE “Noncoding RNA predicted using sequences from Rfam and miRBase”), and other (all remaining genes). The mouse genome binning at 25-kb resolution was performed using bedtools^53^ (ver. 2.26.0) with parameter *-w 25000*, and 1 Mb bins for the genomic heatmap were generated using *-w 1000000*.

Annotated feature overlaps. RNA and DNA tags were associated unambiguously with the corresponding annotated features. To achieve that, we identified each fragment by the single-nucleotide position at its center to reduce the possibility of fragments overlapping with multiple genes or bins. The strand information was considered for RNA tags, but discarded for DNA tags. Both RNA and DNA tags were required to map uniquely (Burrows–Wheeler Aligner MAPping Quality (BWA MAPQ) = 37) to the genome.

Reproducibility. The summary of interactions by condition, replicate, and RNA–DNA pairs; the calculation of pairwise Pearson’s correlation coefficients on the counts of complete sets of observations; and the visualization of the results were performed using the CAGEr package^55^.

Correlation with RNA-seq. RADICL-seq interactions were summarized per genic transcripts and normalized to reads per kilobase (RPK) to account for over-representation of longer transcripts. Nuclear and cytosolic RNA-seq (and CAGE-seq) reads were mapped to the mm10 genome using STAR^56^ (ver. 2.5.0a) with default parameters, and low-quality reads (MAPQ <10) were removed. The files were similarly intersected with GENCODE ver. M14 to generate counts and then normalized to transcripts per million (TPM). A lower threshold of 1 was applied to both RPK and TPM to select interacting and expressed transcripts, respectively. The square of the Pearson’s correlation coefficient was used to determine the dependency between variables.

RADICL-seq and GRID-seq robust interactions calculation. *P* value calculations were performed in R using the *binom.test* function with parameters *N*, *P*, and *alternative* *=* “*greater*.” For any given interaction, *N* is the total number of interactions of the RNA involved and *P* is the reciprocal of the total number of unique genomic bins the RNA has been observed to interact with. The *p* value correction was performed using the *p.adjust* function with *method* *=* “*BH*.” Interactions with an adjusted *p* value < 0.05 were deemed significant. The significant datasets were then filtered to remove any RNA–DNA contacts intersecting blacklisted regions for the mm10 genome.

Genome-wide RNA–DNA interaction plots. For the genome-wide interaction plots, the genome was divided into 25-kb bins, and each interaction was assigned to these bins for both the RNA and DNA end of the tag. For each unique combination of the two bins (RNA and DNA coordinates), all interactions were collapsed into one value to avoid overplotting. The plot was produced in R using the ggplot2 package^57^ where each value is colored by the most-represented RNA region or RNA class if more than one individual interaction was assigned to these coordinates. All interactions were then divided into six classes of genomic distance between the RNA and DNA end of the tag, and the proportion of interactions derived from specific RNA regions and RNA classes were visualized in barplots.

RNA–DNA interactions with respect to TAD boundaries. To investigate any relationship between RNA–DNA binding and TAD boundaries, published mESC and mouse neural progenitor cell TADs were retrieved^28^. For all cell types and conditions, the coverage of RNA and DNA tags was visualized at the boundaries of TADs in the form of a metaplot.

To further investigate the effects of TAD boundaries on the spread of RNA–DNA interactions, interactions were split into those that originated within a TAD and those that did not. This was performed on a TAD-by-TAD basis, because interactions that originate outside one TAD may originate within a neighboring TAD. The coverage of DNA-binding locations for each set of interactions was visualized in windows around TADs as metaplots.

The metadata profiles were generated using the ScoreMatrixBin function from the genomation R package^58^. This function divides the genomic regions of interest into an equal number of bins, and then it calculates the mean scores for each bin across regions. In our case, each TAD region was extended by the same size both upstream and downstream, and the resulting region was chopped into 300 bins and averaged per position by the ScoreMatrixBin function to generate the average profile of tags coverage.

Comparison of RADICL-seq data with DRIP-seq data. To compare DRIP-seq and RADICL-seq DNA-binding patterns in the significant datasets, mESC DRIP-seq data were retrieved from the Gene Expression Omnibus (GEO) database (accession no. GSM1720620)^25^. As with RADICL-seq RNA and DNA tags, the average coverage of DRIP-seq reads in bins around TAD boundaries was visualized in the form of a metaplot. To investigate whether there was enrichment for RADICL-seq interactions binding within R-loops, the average coverage of RADICL-seq DNA tags within DRIP-seq peaks was visualized in the form of a metaplot for the total and NPM datasets.

Correlation of differences in gene expression and genome-wide DNA binding profiles between mESCs and mOPCs. To explore the relationship between gene expression and RNA–DNA binding, the binding pattern and expression level of all genes were compared between the mESC and mOPC total datasets. To compare gene expression between the cell types, the difference in normalized counts between cell types was calculated as a percentage of the maximum expression in either condition. To compare the DNA-binding profiles between the cell types, the genome was divided into 5-kb bins, and each bin was assigned a value of 1 or 0 depending on whether there was a DNA tag present in that bin. This was performed for all genes. The binary vectors produced in this way were then compared by calculating the Jaccard distance between the vectors derived from each cell type. The resulting data from each analysis was visualized as a scatterplot.

Comparison of RADICL-seq with RAP-DNA for Malat1. Malat1 RAP-DNA data was obtained from GEO (accession no. GSE55914). The raw reads were processed with TrimGalore!^59^ (ver. 0.4.5) with parameters *--paired --trim1* and aligned to the mm10 genome by using Bowtie2^60^ (ver. 2.3.3.1) with parameters *--no-mixed --no-discordant*. Samtools^52^ (ver. 1.5) was employed to select uniquely mapping fragments and Picard *MarkDuplicates* (ver. 2.9.0.21, http://broadinstitute.github.io/picard/) was used to remove PCR duplicates. Peak calling was performed using macs2^61^ with parameters *--broad --nolambda –nomodel*. We employed *featureCounts*^62^ to summarize the gene reads from RAP-DNA and Malat1-DNA tags from GRID-seq and RADICL-seq. Gene counts were normalized to RPK and sorted according to the normalized values. The top 10,000 genes from each dataset were used to generate the Venn diagram with the *VennDiagram* package^63^ in R. Linear distance to nearest peak was calculated using the peaks output file obtained from macs2 and the *distanceToNearest* function from the *GenomicRanges* package^64^ in R. SPRITE RNA and DNA clusters were retrieved from GEO (accession no. GSE114242), and only DNA coordinates present within the same cluster as Malat1 RNA were selected for the analysis.

Comparison of RADICL-seq with ChIRP-seq for Rn7sk. The list of Rn7sk genomic target locations in the mm9 genome was retrieved from Flynn et al. ^18^. Peak coordinates were lifted from the mm9 genome to the mm10 genome by using *LiftOver*, and genes overlapping these peaks were considered as targeted by Rn7sk. We employed *featureCounts*^62^ to summarize by gene the Rn7sk-DNA tags from GRID-seq and RADICL-seq data. Counts were normalized to count per million and averaged across replicates. The Venn diagram was generated using the *VennDiagram* R package. Linear distance to nearest peak was calculated using the peaks output file obtained from LiftOver and the *distanceToNearest* function from the *GenomicRanges* package^64^ in R. SPRITE RNA and DNA clusters were retrieved from GEO (accession no. GSE114242), and only DNA coordinates present within the same cluster as Rn7sk RNA were selected for the analysis.

Analysis of repetitive elements. The significant RNA–DNA pairs in this dataset were generated by using the same approach described above for the other RADICL-seq significant datasets. RNA and DNA tags with MAPQ ≥37 were processed using bedtools^53^ (ver. 2.26.0) and RepeatMasker^30^ (ver. 4.0.6) to generate the dataset of RADICL-seq RNAs intersecting (with options -s -wb) and not intersecting (with option -v) with REs annotated in the mm10 genome. Self-interactions were removed from the datasets by comparing the GENCODE Gene ID associated with both the RNA and the DNA tags of the same pair. The relative percentage of interactions across different intervals of RNA–DNA distance was calculated by dividing the number of significant interactions in a given RNA–DNA distance interval by the total number of RNA tags intersecting a given repeat family for each experimental condition. *P* values were calculated by two-sided Student’s *t* test.

Transcript-specific genomic interactions. The significant interactions for the transcripts under analysis were summarized by DNA bins, and reported as counts associated with genomic coordinates. The *circlize* package^65^ in R was used to visualize the results genome wide and in greater detail for *cis* interactions, and the log_2_ of counts were used to color the connecting lines of the RNA–DNA pairs.

High-throughput Chromosome Conformation Capture (Hi-C) paired-end reads processing. Publicly available Hi-C sequencing paired-end reads for mESCs and neural progenitor cells were obtained from Bonev et al. ^28^ and processed using the Hi-C User Pipeline (HiCUP)^66^ (ver. 0.5.3). Using this pipeline, we mapped Hi-C paired-end reads to the mm10 genome and filtered reads for expected artifacts resulting from the sonication and ligation steps (e.g., circularized reads, reads with dangling ends) of the Hi-C protocol. Data from different biological replicates were then pooled together. HOMER^67^ (ver. 4.7.2) software was used to filter HiCUP-processed Hi-C paired-end reads with MAPQ = 30 (following recommendations described in Yaffe and Tanay^20^) and other HOMER recommended settings (e.g., PCR duplicates, expected *Hin*dIII restriction sites, self-ligation events). HOMER-filtered Hi-C-mapped paired-end reads were then binned at a fixed resolution of 25 kb and normalized for restriction fragment bias using HOMER’s *simpleNorm* algorithm.

Density plots. Data for density plots were extracted from RADICL-seq RNA and DNA processed data. Random regions were extracted using bedtools *random*. Peak information for histone modifications and DHS-seq and ATAC-seq data was downloaded from ENCODE. Only H3K4me3 and H3K9ac peaks positioned outside the first exon and intron were used for the analysis. Data of density plots were calculated using *makeTagDirectory* followed by *annotatedPeaks* in HOMER^67^ (ver. 4.9) with parameters -size 10000 -hist 1 -histNorm 100. Finally, data were divided by the mean of values of ±5000 bp to align baselines. Plots were generated by ggplot2^57^ with the *geom smooth* option.

Triple helix search. To computationally determine the location of triplex helices in Meg3 and Malat1 *trans* contacts, we used the spliced transcripts ENSMUST00000146701.7 and ENSMUST00000172812.2, respectively. We assessed the enrichment in triple helices in NPM *trans* contacts expanded by 1000 bp over genomic average. To do so, the Triplex Domain Finder (TDF) region test^68^ was used (triple helix parameters: 12 bp, 1 mismatch) with 1000 random genomic background sets.

Distribution of unique interacting RNAs at gene promoters. DNA tags from the mESC and mOPC total datasets were mapped to de novo CAGE-derived gene promoters by using intersectBed in bedtools, allowing for a 2-kb window around the actual promoter coordinates. The number of RNA tags originating from unique genes was then calculated for each promoter. Promoters were ranked from highest to lowest number of unique interactions, and additional information (gene name, nuclear CAGE expression, locus, biotype) was collated for use in further analyses.

CAGE data mapping and processing. Multiplexed sequencing reads were split by barcode sequences. Reads with ambiguous bases “N” were removed, and linker sequences were trimmed from the 3′ end to create reads of length 21–27 nts. The reads were mapped to the mm10 genome (GENCODE release M14) using bowtie^69^ (ver. 1.2.2) with up to two mismatches, only keeping unique alignments with MAPQ = 20. The CAGEr^55^ (ver. 1.20.0) R package was used to extract TSSs, normalize counts, and define transcriptional clusters. Briefly, the most 5′ position of a CAGE tag represents a TSS; the 5′ coordinates were extracted from the tags, and a genome-wide TSS map was generated at single-nucleotide resolution. 

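The genome-wide map held 3655547, 2009694 and 2239592 positions in the 3 mESC libraries and 3746826, 4833909 and 6268302 in the 3 mOPC libraries. Positions with 1 tag made up between 58.6% and 61.0% of them in mESCs and between 67.1% and 71.2% in mOPCs. The position with the most tags took between 0.508% and 0.667% of all tags in the mESC libraries, against 5.38% to 5.92% in the mOPC libraries. Within 500 bp of an annotated 5′ end lay 87.8% ± 0.277 of the tags in mESCs and 80.6% ± 0.287 in mOPCs (SD, n = 3 libraries each). Of the remaining tags, those in introns on the strand of the gene made up 3.55% ± 0.169 of all tags in mESCs and 9.19% ± 0.242 in mOPCs, and those in exons 2.36% ± 0.112 and 2.76% ± 0.00651. Tags opposite to genes made up 2.11% ± 0.0678 in mESCs and 3.06% ± 0.0354 in mOPCs, and tags outside genes 4.20% ± 0.0584 and 4.41% ± 0.0979. For each of these 5 shares, every mESC library lay apart from every mOPC library (two-sided exact permutation test, p = 0.1 for each, the smallest p that the design allows).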

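To bring libraries of different depth to one scale, the number of positions with at least a given number of tags was fitted in each library by a straight line on log-log axes. The fit used positions with 10 to 1000 tags. The fitted slopes were -1.08, -1.22 and -1.21 in the 3 mESC libraries (mean -1.17, SD 0.0775) and -1.36, -1.30 and -1.23 in the 3 mOPC libraries (mean -1.30, SD 0.0641). All mOPC slopes were steeper than all mESC slopes (two-sided exact permutation test, p = 0.1). Each library was then mapped to a reference distribution with the default exponent of CAGEr and a total of 1000000 tags, since the text of the paper does not name other values. On this scale, 1 TPM stood for 25.8, 15.2 and 16.4 tags in the mESC libraries and for 19.9, 24.0 and 29.9 tags in the mOPC libraries. Positions of at least 1 TPM held between 75.2% and 77.7% of the tags in mESCs and between 66.9% and 68.6% in mOPCs. The normalized values of all positions of a library summed to 1184258, 1049615 and 1065632 TPM in the mESC libraries and to 1348406, 1310642 and 1327289 TPM in the mOPC libraries.

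**Figure D1:**
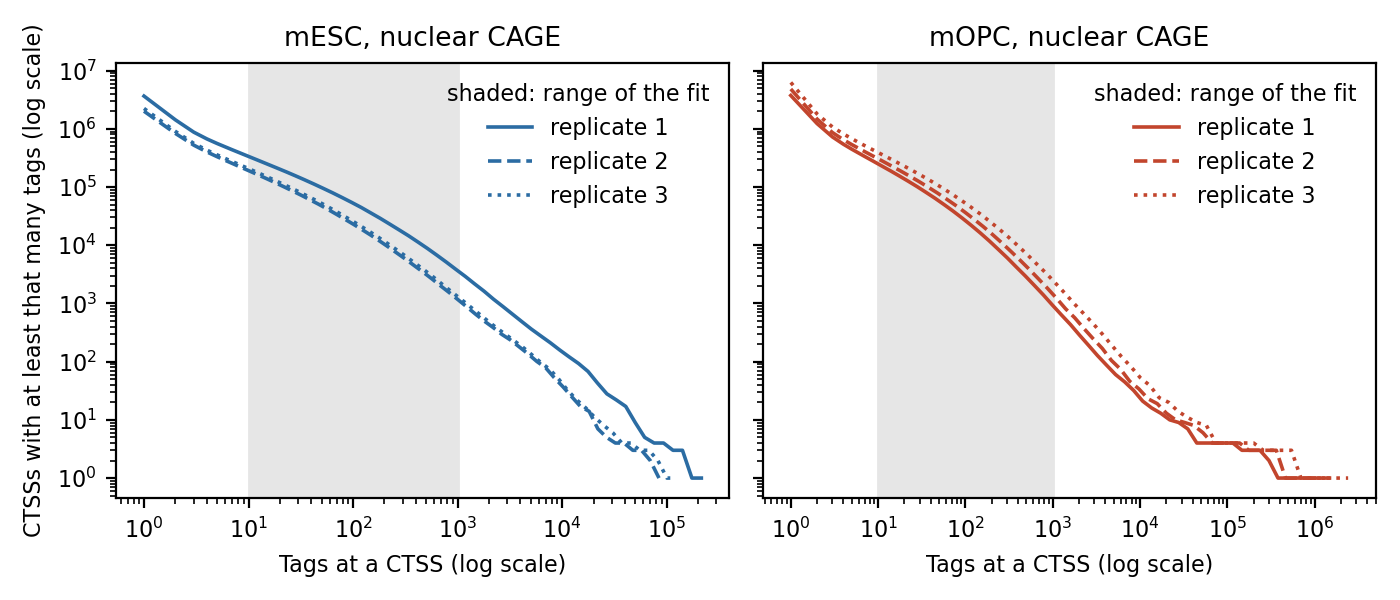
Number of positions (CTSSs) with at least a given number of tags (y axis, log scale) against that number of tags (x axis, log scale), with 1 line per CAGE library of mESCs (left) and mOPCs (right) and the fitted range of 10 to 1000 tags shaded. The mOPC lines end at higher numbers of tags, up to 2421899 at 1 position, against 215210 in mESCs.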

The raw counts for the CAGE tag starting site were normalized to expression per million tags using a power-law distribution, and used as proxy for the expression of the corresponding genic transcript. We clustered the tags to define distinct CAGE peaks that occurred within 20 bp and expression was summed per transcriptional cluster.

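Positions on the same strand were joined when no more than 20 bp apart, and positions without such a neighbour were kept as clusters of their own. Such single positions made up 10881 clusters (40.8%) in mESCs and 10918 (38.4%) in mOPCs. The median width was 5 bp in mESCs and 7 bp in mOPCs, with lower and upper quartiles of 1 and 34 bp in both cell types. The widest cluster spanned 694 bp in mESCs and 637 bp in mOPCs.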

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

RADICL-seq and CAGE-seq data were deposited in the GEO database under accession number GSE132192. Source Data for the Figures and Supplementary Figures are available in the Supplementary Data file. All other data are available from the authors upon reasonable request.

## Source data

Source Data

# Supplementary material for: RADICL-seq identifies general and cell type–specific principles of genome-wide RNA-chromatin interactions
**Source:** Nat Commun. 2020 Feb 24;11:1018. doi: 10.1038/s41467-020-14337-6
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary information for:

**RADICL-seq identifies general and cell type-specific principles of genome-wide RNA-chromatin interactions**

Alessandro Bonetti<sup>1,2,+,\*</sup>, Federico Agostini<sup>3,+</sup>, Ana Maria Suzuki<sup>1,4</sup>, Kosuke Hashimoto<sup>1</sup>, Giovanni Pascarella<sup>1</sup>, Juliette Gimenez<sup>5</sup>, Leonie Roos<sup>6,7</sup>, Alex J. Nash<sup>6,7</sup>, Marco Ghilotti<sup>1</sup>, Christopher JF Cameron<sup>8,9</sup>, Matthew Valentine<sup>1</sup>, Yulia A Medvedeva<sup>10,11,12</sup>, Shuhei Noguchi<sup>1</sup>, Eneritz Agirre<sup>2</sup>, Kaori Kashi<sup>1</sup>, Samudyata<sup>2</sup>, Joachim Luginbuehl<sup>1</sup>, Riccardo Cazzoli<sup>13</sup>, Saumya Agrawal<sup>1</sup>, Nicholas M Luscombe<sup>3,14,15</sup>, Mathieu Blanchette<sup>8</sup>, Takeya Kasukawa<sup>1</sup>, Michiel De Hoon<sup>1</sup>, Erik Arner<sup>1</sup>, Boris Lenhard<sup>6,7,16</sup>, Charles Plessy<sup>1</sup>, Gonçalo Castelo-Branco<sup>2</sup>, Valerio Orlando<sup>5,17,\*</sup>, Piero Carninci<sup>1,\*</sup>

<sup>+</sup>These authors contributed equally to the work.

Alessandro Bonetti, Valerio Orlando & Piero Carninci

a

| Enzymatic treatment | Raw reads | rRNA-containing (% of input) | Uniquely mapped (% of input) |
|---------------------|-----------|------------------------------|------------------------------|
| No treatment        | 2.2 M     | 0.8 M (39%)                  | 0.3 M (14%)                  |
| Nuclease S1         | 2.2 M     | 0.9 M (43%)                  | 0.4 M (16%)                  |
| RNase V1            | 2.9 M     | 1.4 M (49%)                  | 0.5 M (17%)                  |
| RNase H             | 3 M       | 0.9 M (30%)                  | 0.8 M (26%)                  |

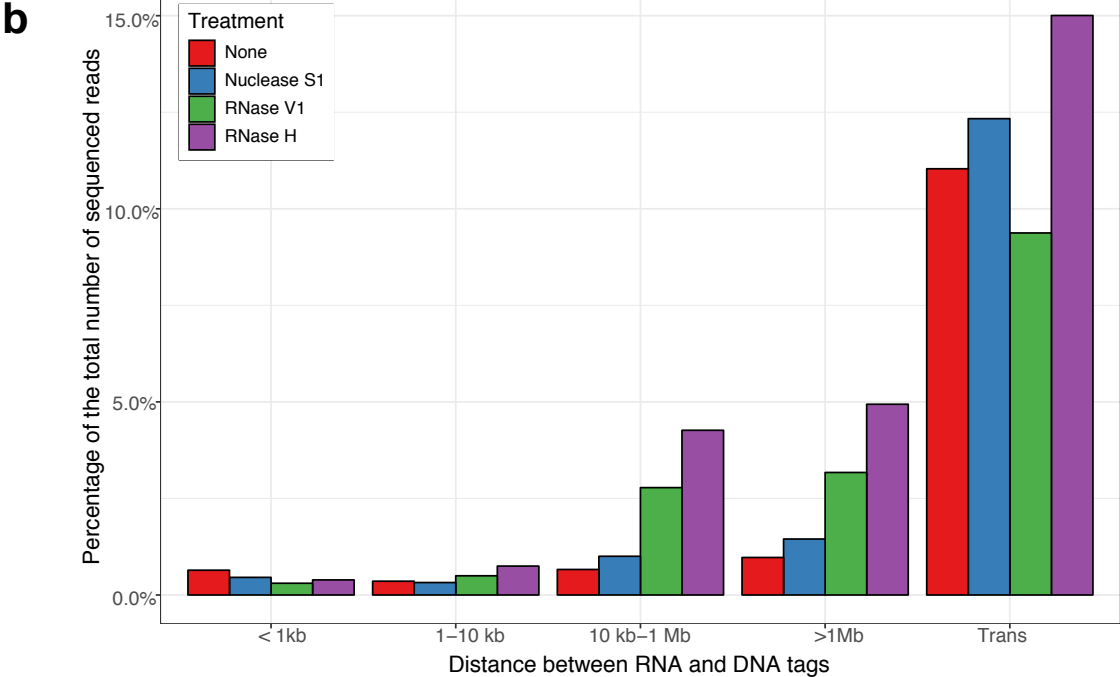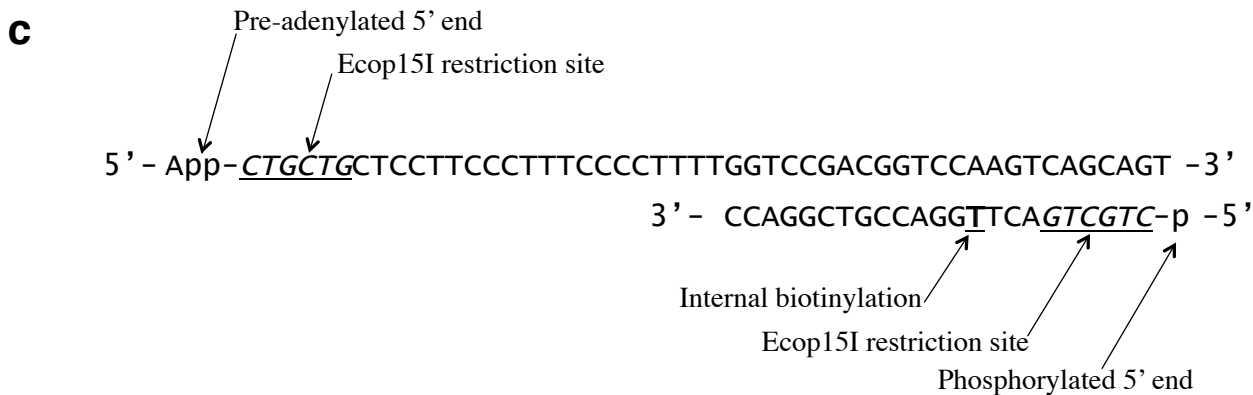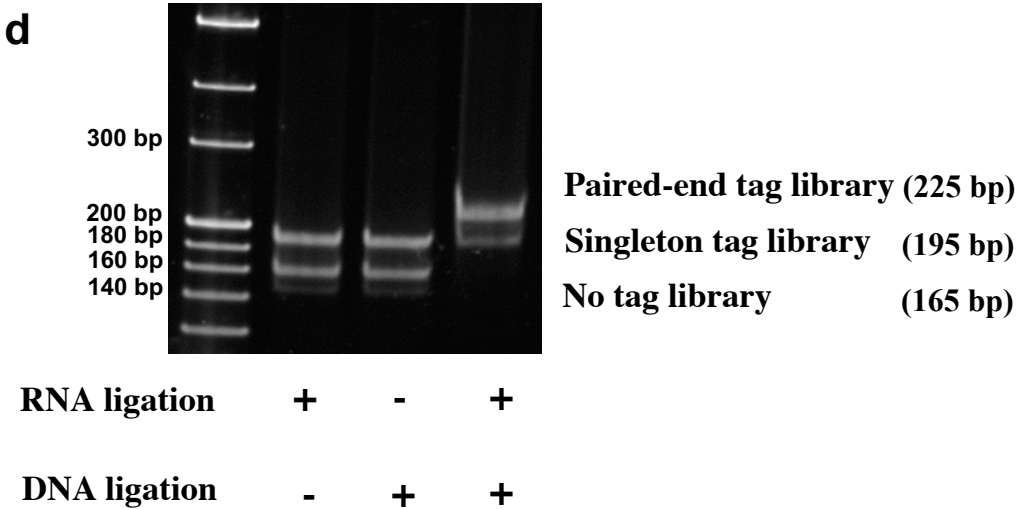

**Supplementary Fig. 1. Characterization of RADICL-seq technology.** a) Summary statistics of the sequencing results for the datasets of tests of various enzymatic treatments of mESCs. M, million. b) Distribution of the linear genomic distance between RNA and DNA tags derived from the same read after the above enzymatic treatments. c) Sequence and features of the bridge adapter. The adapter contains a 5' adenylated end (App), an internal T residue with biotin modification (bold) and two restriction sites for EcoP15I. The 3'-overhanging T allows DNA ligation with dA-tailed genomic fragments. d). Generation of RADICL-seq libraries and controls. Gel migration pattern of the PCR-amplified RADICL-seq library compared with controls generated by omitting either DNA ligase or RNA ligase. The expected band for a paired-end tag library was detected only when both RNA and DNA ligases were used for the library construction.

**a**

| Experimental condition | Biological replicate | Raw reads | rRNA  | Multi-mapping | Uniquely mapped |
|------------------------|----------------------|-----------|-------|---------------|-----------------|
| 1FA                    | n1                   | 141.3M    | 42.1M | 20.4M         | 18.2M           |
| 1FA                    | n2                   | 120.5M    | 46.9M | 27.9M         | 21.9M           |
| 1FA                    | n3                   | 103.8M    | 37.5M | 23.3M         | 19.7M           |
| 2FA                    | n1                   | 141.8M    | 31.4M | 17.9M         | 14.9M           |
| 2FA                    | n2                   | 107.4M    | 44.5M | 19.8M         | 15.8M           |
| 2FA                    | n3                   | 97.6 M    | 26.9M | 20.9M         | 17.3M           |

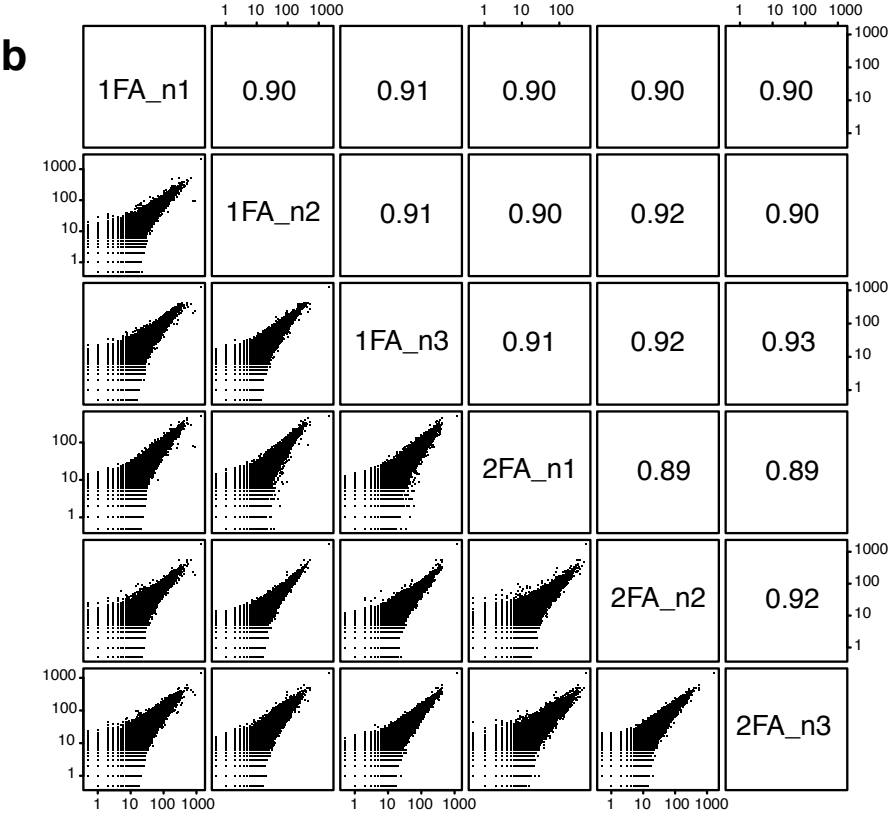

**Supplementary Fig. 2. Features of RADICL-seq libraries.** a) Summary statistics of the datasets for 1% and 2% formaldehyde treatments (1FA and 2FA) and replicate sequencing results. M, million. b) Reproducibility of the RNA-DNA interaction frequencies across formaldehyde treatments and replicates, assessed by counting the occurrences of genic transcripts and 25-kb genomic bin pairs. c) Normalized counts (counts divided by the relative genomic background portion) of genic and intergenic (left panels) and sub-genic (right panels) fractions of RNA (top panels) and DNA (bottom panels) tags for 1FA dataset; normalization was performed by dividing the interaction count by the sum of the widths of all (DNA) or expressed (RNA; nuclear RNA-seq TPM  $\geq 0.01$ ) annotated genomic features. Regions that overlapped by more than one feature were counted only once. d) Distribution of RNA and DNA tag biotypes according to their mapped loci and gene annotation in 1FA dataset. All panels were generated using the raw datasets (not selected for significant interactions).

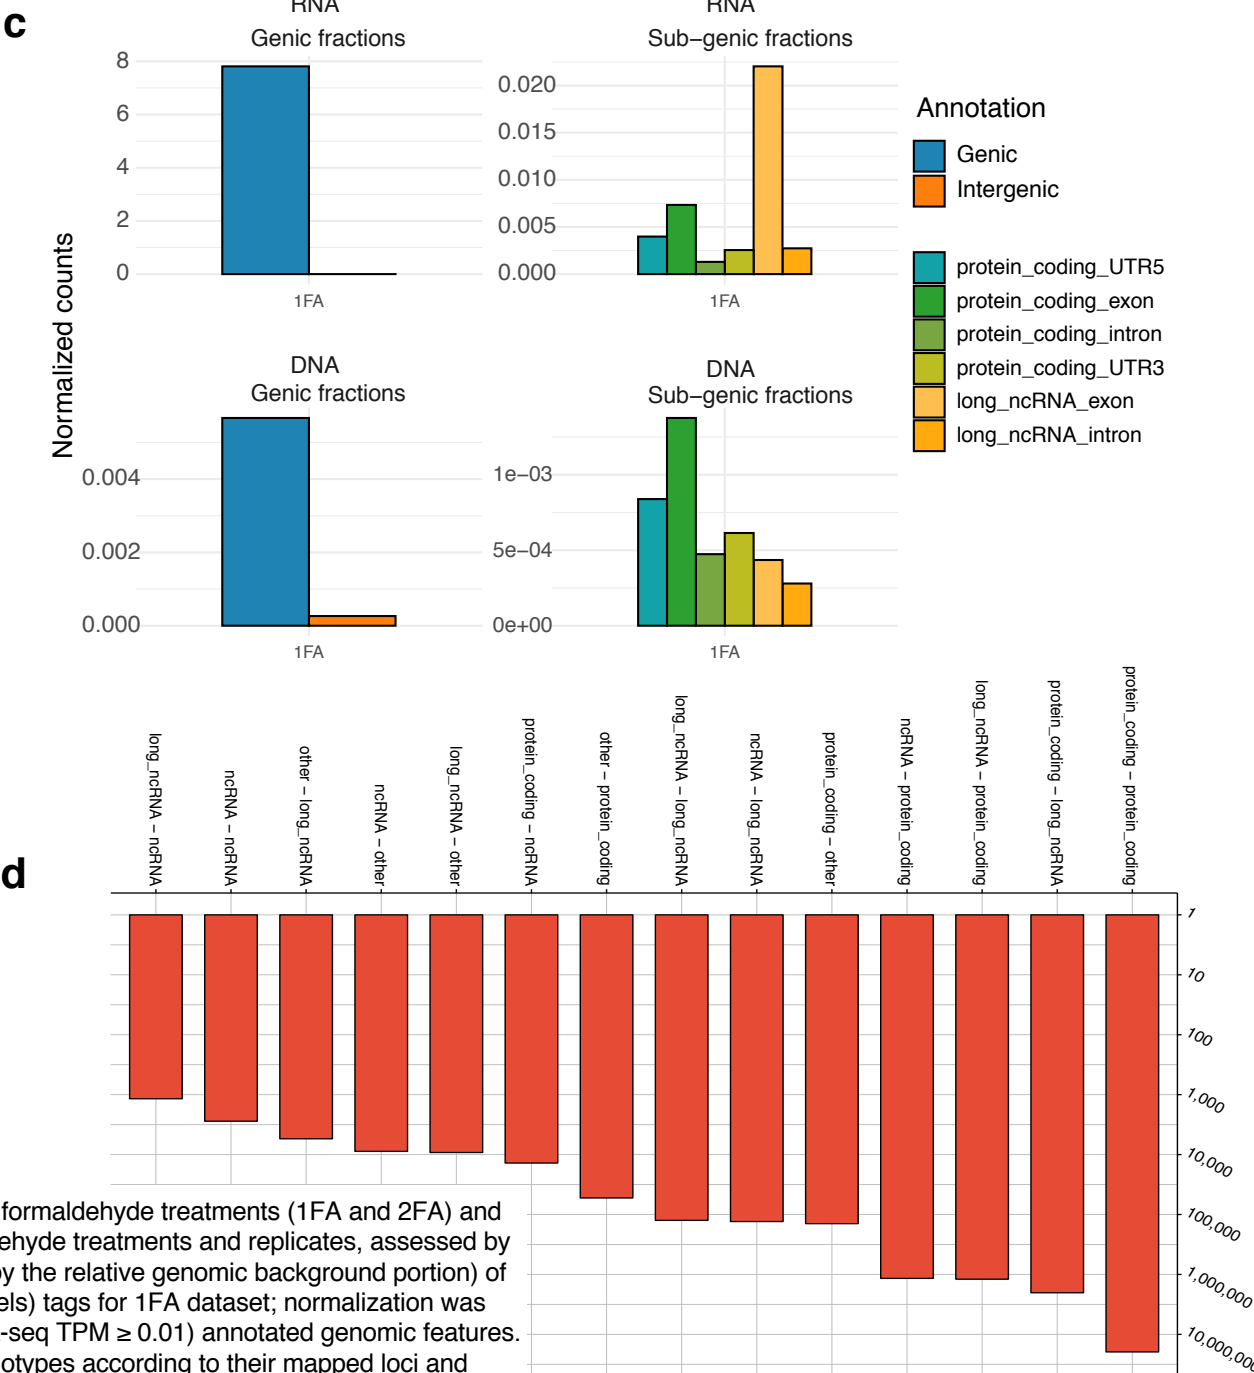

**a**

| Experimental condition | Biological replicate | Raw reads | rRNA-containing read pairs | Multi-mapping read pairs | Uniquely mapped read pairs |
|------------------------|----------------------|-----------|----------------------------|--------------------------|----------------------------|
| ActD                   | n1                   | 80.8 M    | 34 M                       | 12.2 M                   | 9.3 M                      |
| ActD                   | n2                   | 46.4 M    | 19.7 M                     | 7 M                      | 5.4 M                      |
| NPM                    | n1                   | 185.4 M   | 86.4 M                     | 28.9 M                   | 14.2 M                     |
| NPM                    | n2                   | 101.2 M   | 50.3 M                     | 17.6 M                   | 13.9 M                     |

**b**

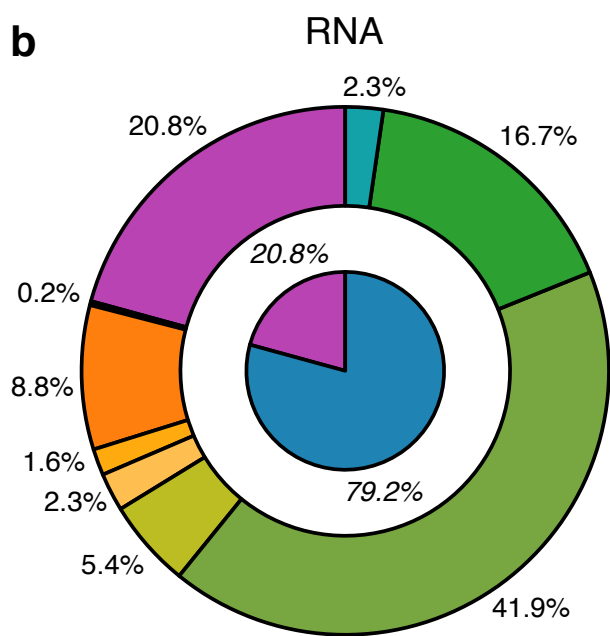

ActD

**c**

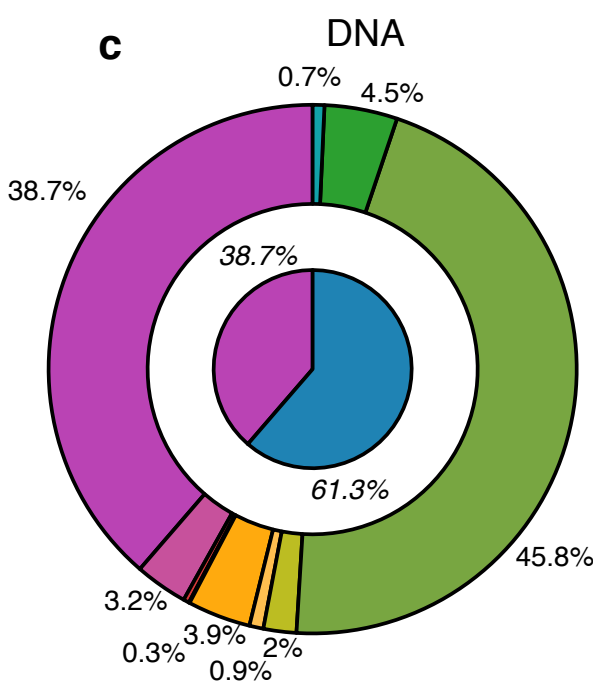

Annotation  
Genic  
Intergenic

protein\_coding\_UTR5  
protein\_coding\_exon  
protein\_coding\_intron  
protein\_coding\_UTR3  
long\_ncRNA\_exon  
long\_ncRNA\_intron  
ncRNA  
other annotated  
Multigenic

**d**

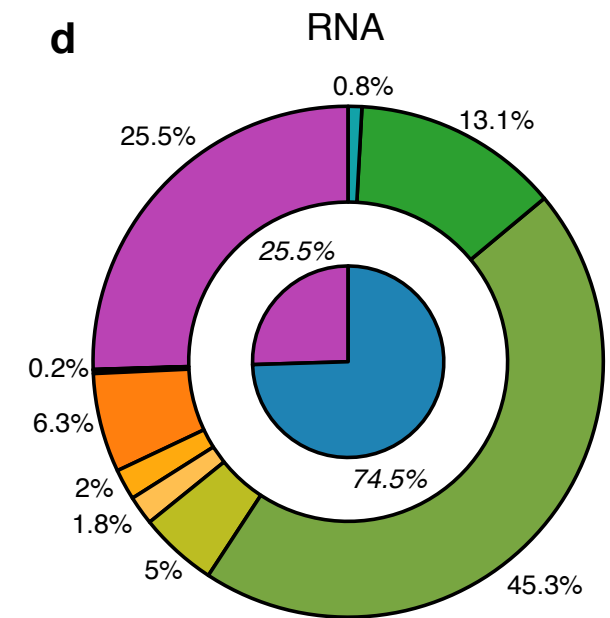

NPM

**e**

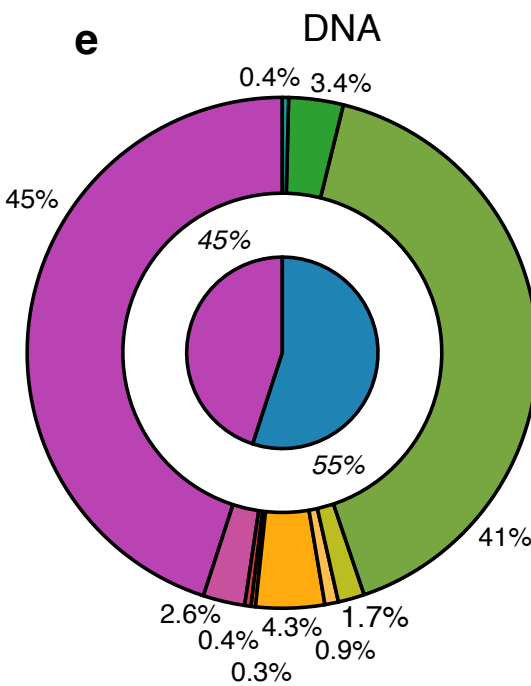

**Supplementary Fig. 3. Features of RADICL-seq libraries from ActD-treated and NPM datasets.** a) Summary statistics of the ActD-treated and non-protein-mediated (NPM) datasets and replicate sequencing results. M, million. b,d) RNA and c,e) DNA tag origins in b,c) ActD-treated and d,e) NPM datasets. The inner pie charts represent a broader classification into intergenic and genic (annotated genes), while the outer circles show a finer classification of the genic portion. All panels were generated using the raw datasets.

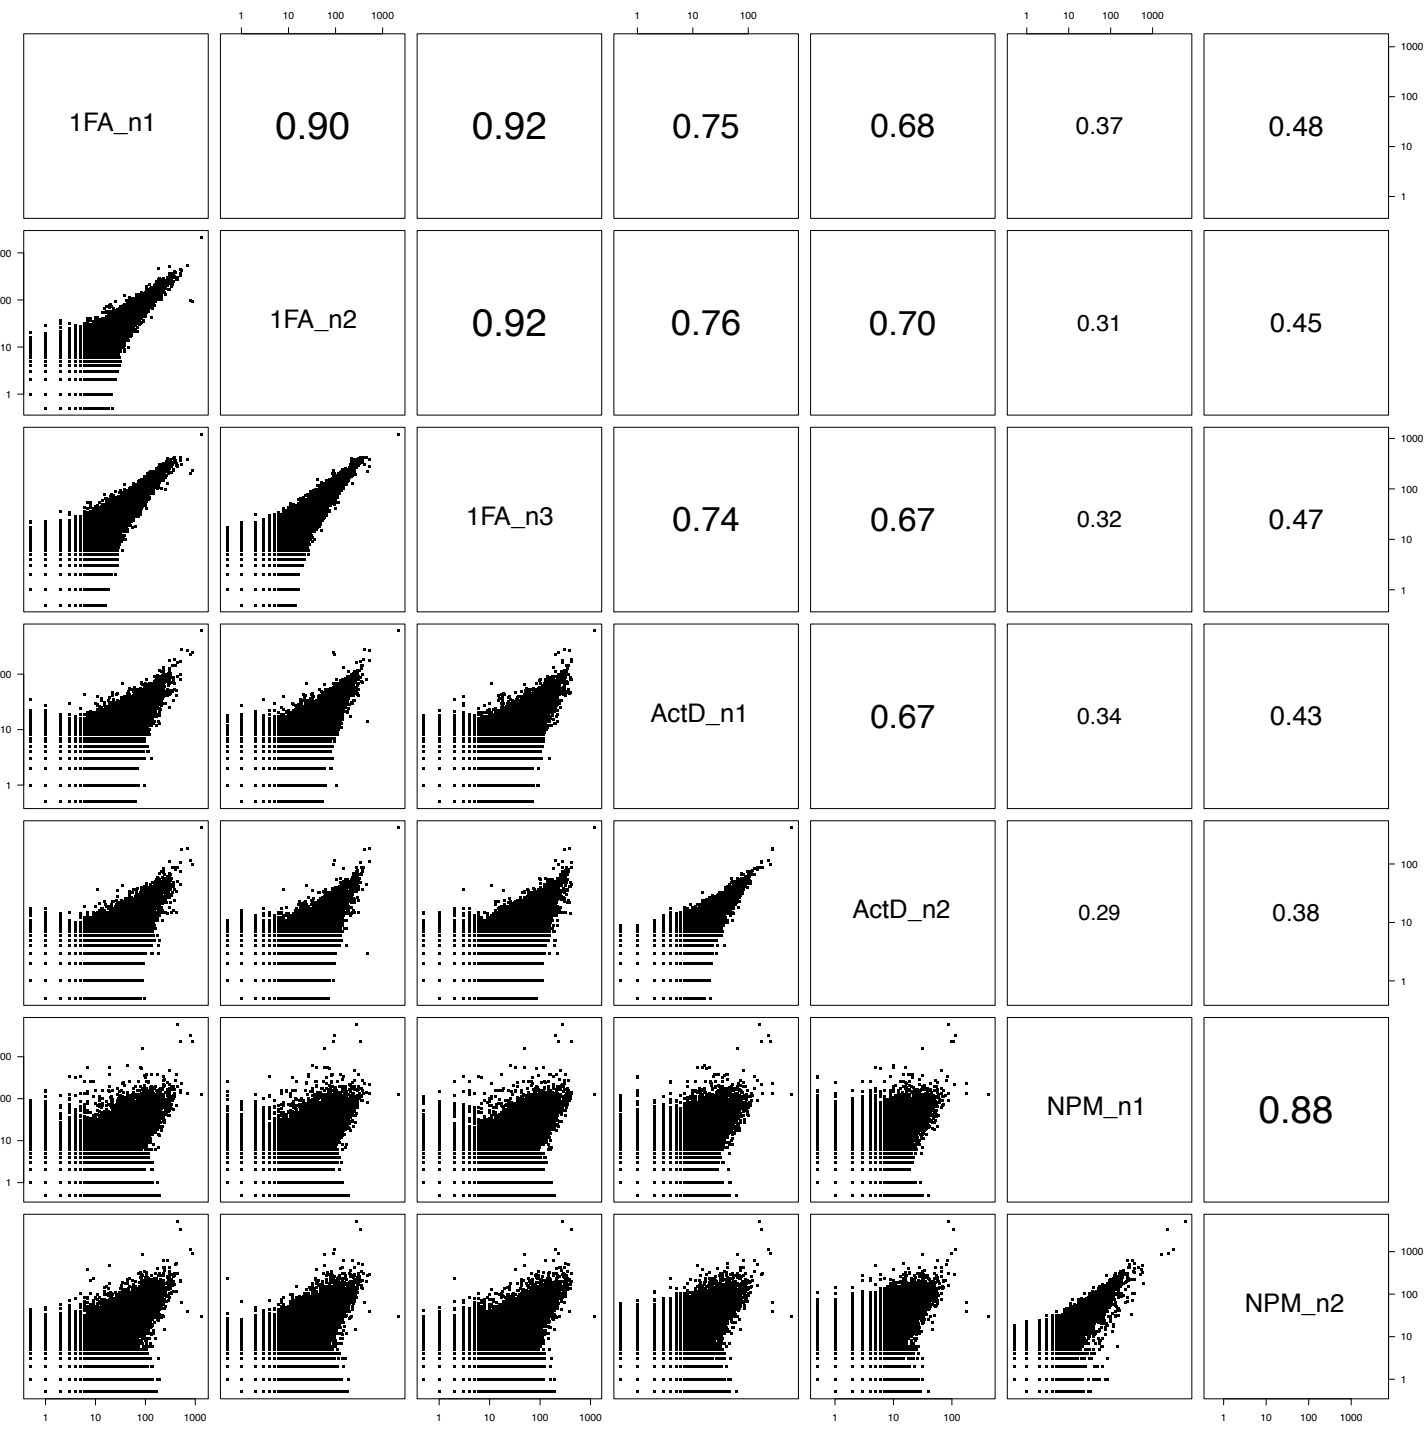

**Supplementary Fig. 4. Reproducibility of RADICL-seq libraries among total, ActD, and NPM datasets.**  
Reproducibility of the RNA-DNA interaction frequencies across total (1FA), ActD, and NPM replicates, assessed by counting the occurrences of genic transcripts and 25-kb genomic bin pairs. The plot was generated using the raw datasets.

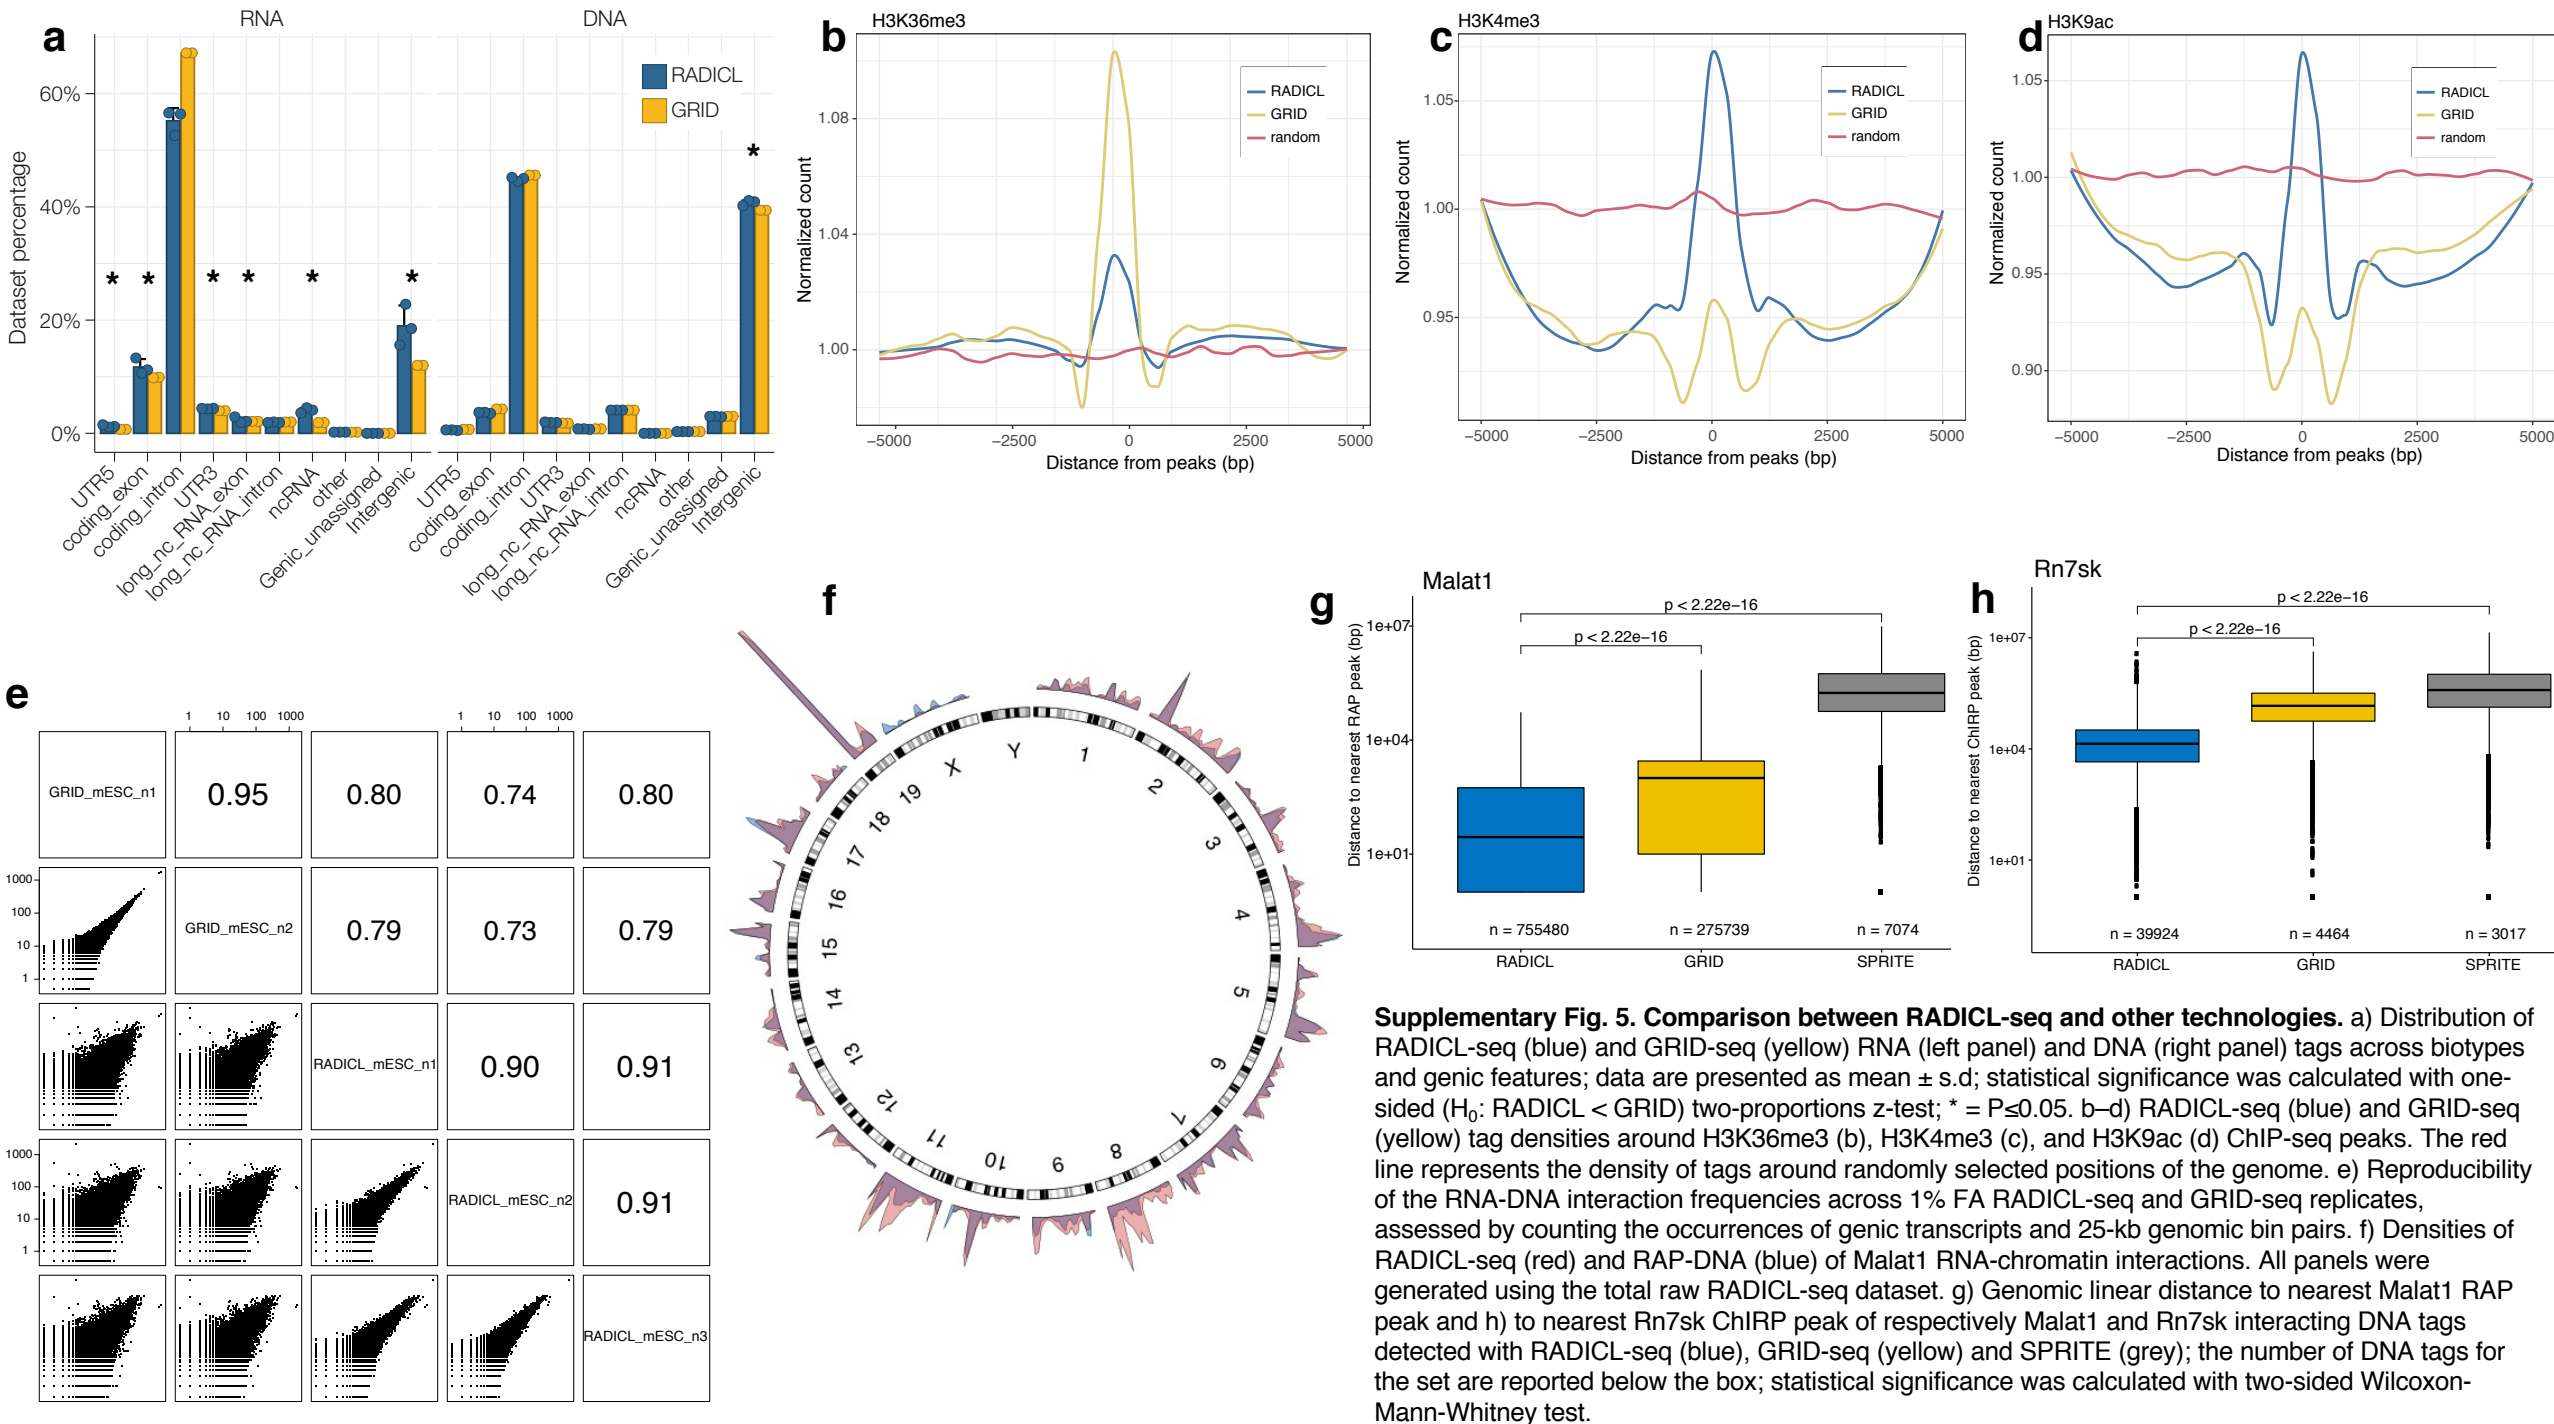

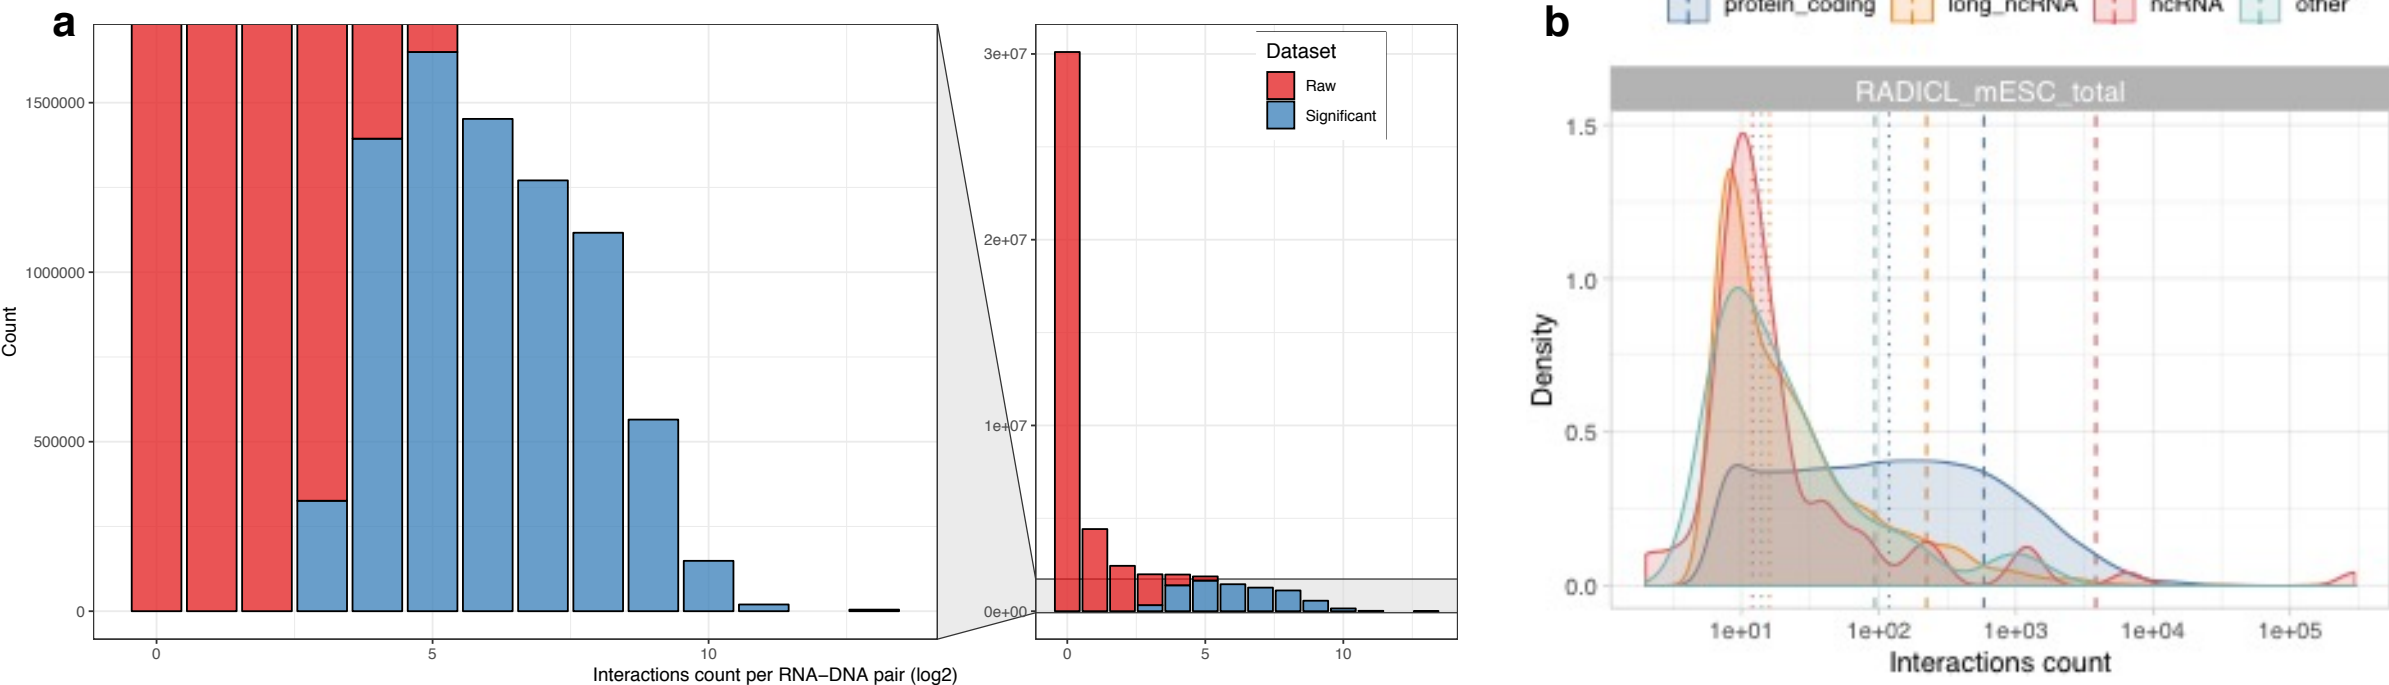

**c**

| Dataset | Raw dataset                  |                    |                    | Significant dataset          |                   |                 |
|---------|------------------------------|--------------------|--------------------|------------------------------|-------------------|-----------------|
|         | Uniquely mapped interactions | Cis (% total)      | Trans (% total)    | Uniquely mapped interactions | Cis (% total)     | Trans (% total) |
| Total   | 49,914,160                   | 17,523,875 (35.1%) | 32,390,285 (64.9%) | 8,420,123                    | 7,954,089 (94.5%) | 466,034 (5.5%)  |
| ActD    | 12,002,693                   | 2,936,878 (24.5%)  | 9,065,815 (75.5%)  | 724,021                      | 664,853 (91.8%)   | 59,168 (8.2%)   |
| NPM     | 21,489,520                   | 2,331,587 (10.8%)  | 19,157,933 (89.2%) | 1,136,020                    | 1,129,456 (99.4%) | 6,564 (0.6%)    |

**d**

| Condition | Biotype        | Raw dataset | Significant dataset | Percentage |
|-----------|----------------|-------------|---------------------|------------|
| Total     | Protein-coding | 20,684      | 12,441              | 60.2%      |
| Total     | Long_ncRNAs    | 10,480      | 1,430               | 13.7%      |
| Total     | ncRNAs         | 2,427       | 81                  | 3.3%       |
| Total     | Other          | 5,831       | 49                  | 0.8%       |
| ActD      | Protein-coding | 20,034      | 8,053               | 40.2%      |
| ActD      | Long_ncRNAs    | 9,523       | 279                 | 2.9%       |
| ActD      | ncRNAs         | 1,454       | 30                  | 2.1%       |
| ActD      | Other          | 3,646       | 8                   | 0.2%       |
| NPM       | Protein-coding | 20,479      | 10,702              | 52.3%      |
| NPM       | Long_ncRNAs    | 10,248      | 762                 | 7.4%       |
| NPM       | ncRNAs         | 1,950       | 130                 | 6.7%       |
| NPM       | Other          | 4,969       | 33                  | 0.7%       |

**Supplementary Fig. 6. Comparison between raw and significant datasets in mESCs.** a) Interaction counts distribution in the total dataset before (raw; red) and after the significance calculation and filtering (significant; blue). b) Distribution of genic transcript interaction counts across biotype groups for the significant total dataset; the vertical lines represent the mean (dashed) and median (dotted) of each biotype group. c) Summary of the number and types of interactions for the indicated raw and significant datasets. d) Summary of the number and types of RNA biotypes for the indicated raw and significant datasets.

a

| Experimental condition | Biological replicate | Raw reads | rRNA-containing read pairs | Multi-mapping read pairs | Uniquely mapped read pairs |
|------------------------|----------------------|-----------|----------------------------|--------------------------|----------------------------|
| 1FA                    | n1                   | 109.6 M   | 12.4 M                     | 15.9 M                   | 15.4 M                     |
| 1FA                    | n2                   | 177.1 M   | 23.4 M                     | 20.2 M                   | 17.6 M                     |
| 1FA                    | n3                   | 116.7 M   | 21.1 M                     | 19.5 M                   | 16.4 M                     |

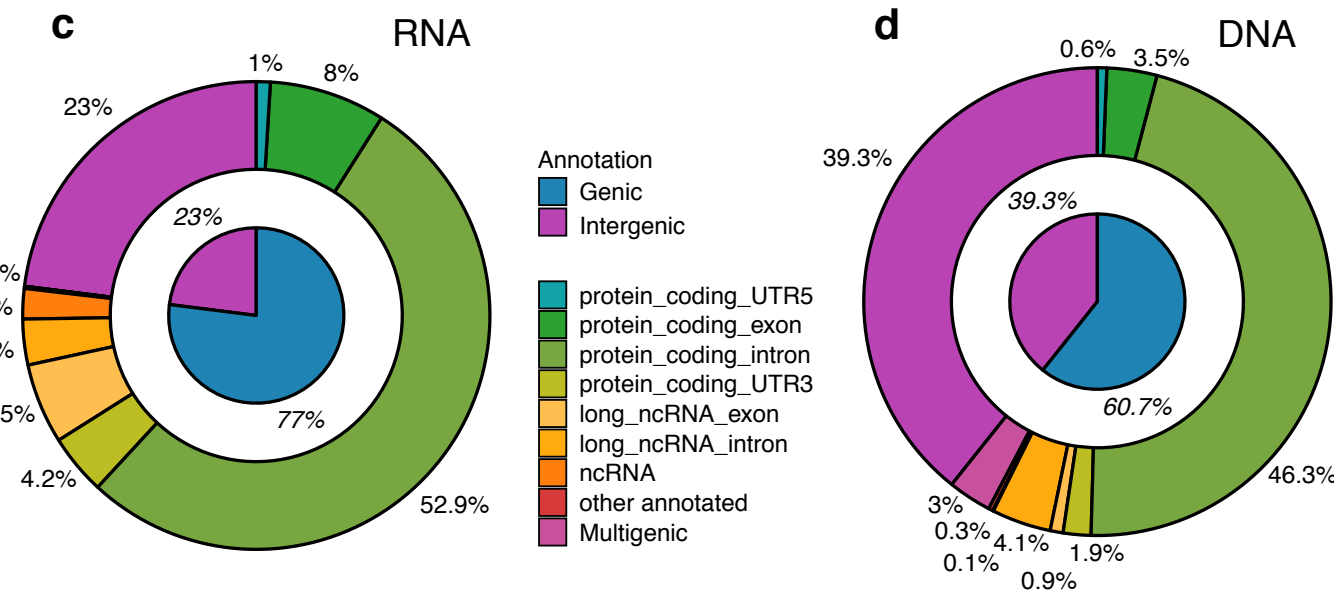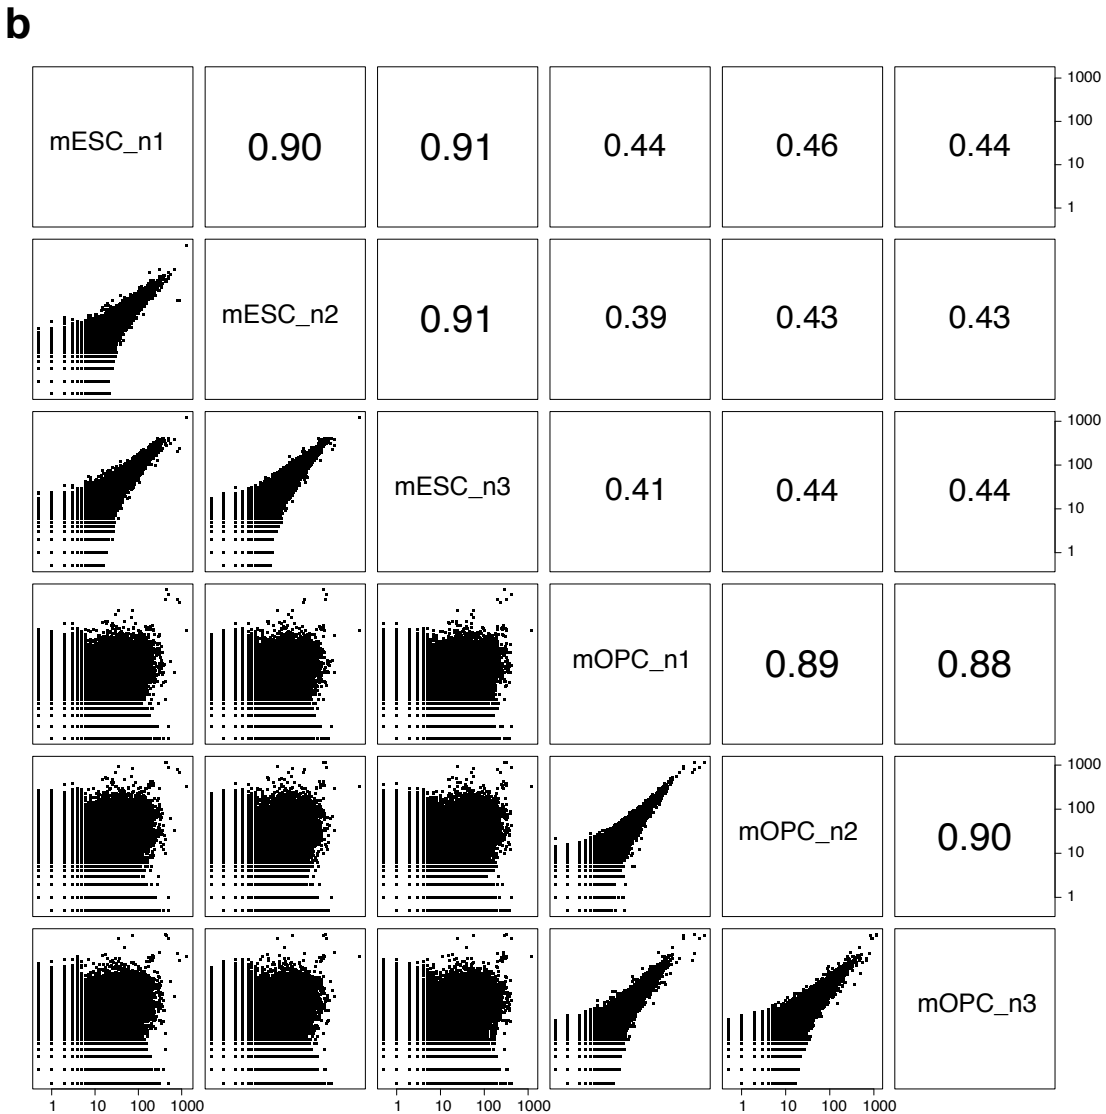

**Supplementary Fig. 7. Features of RADICL-seq libraries from mOPCs.** a) Summary statistics of the sequencing results for total mOPC RADICL-seq replicates. M, million. b) Reproducibility of the RNA-DNA interaction frequencies across total replicates in mESCs and mOPCs, assessed by counting the occurrences of genic transcripts and 25-kb genomic bin pairs. c) RNA and d) DNA tag origins in mOPC. The inner pie charts represent a broader classification into intergenic and genic (annotated genes), while the outer circles show a finer classification of the genic portion. All panels were generated using the raw datasets (not selected for significant interactions).

a

| Experimental condition | Biological replicate | Raw reads | rRNA-containing read pairs | Multi-mapping read pairs | Uniquely mapped read pairs |
|------------------------|----------------------|-----------|----------------------------|--------------------------|----------------------------|
| NPM                    | n1                   | 183.4 M   | 54.2 M                     | 35.2 M                   | 24.3 M                     |
| NPM                    | n2                   | 83.2 M    | 3.5 M                      | 29.3 M                   | 25.5 M                     |

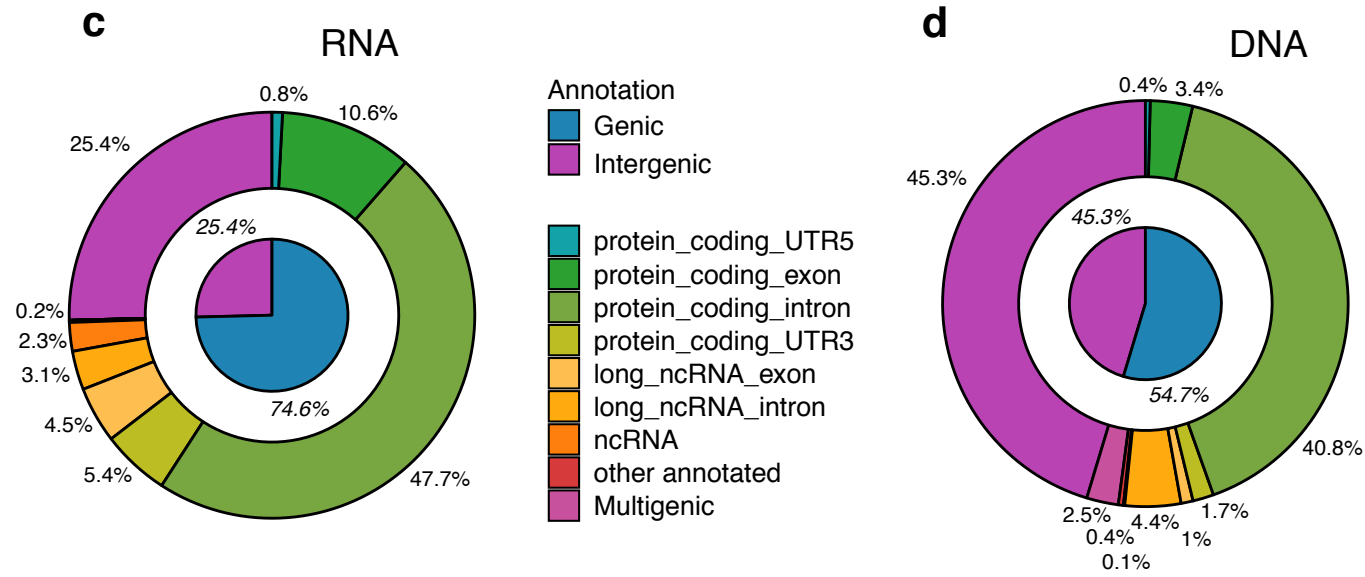

b

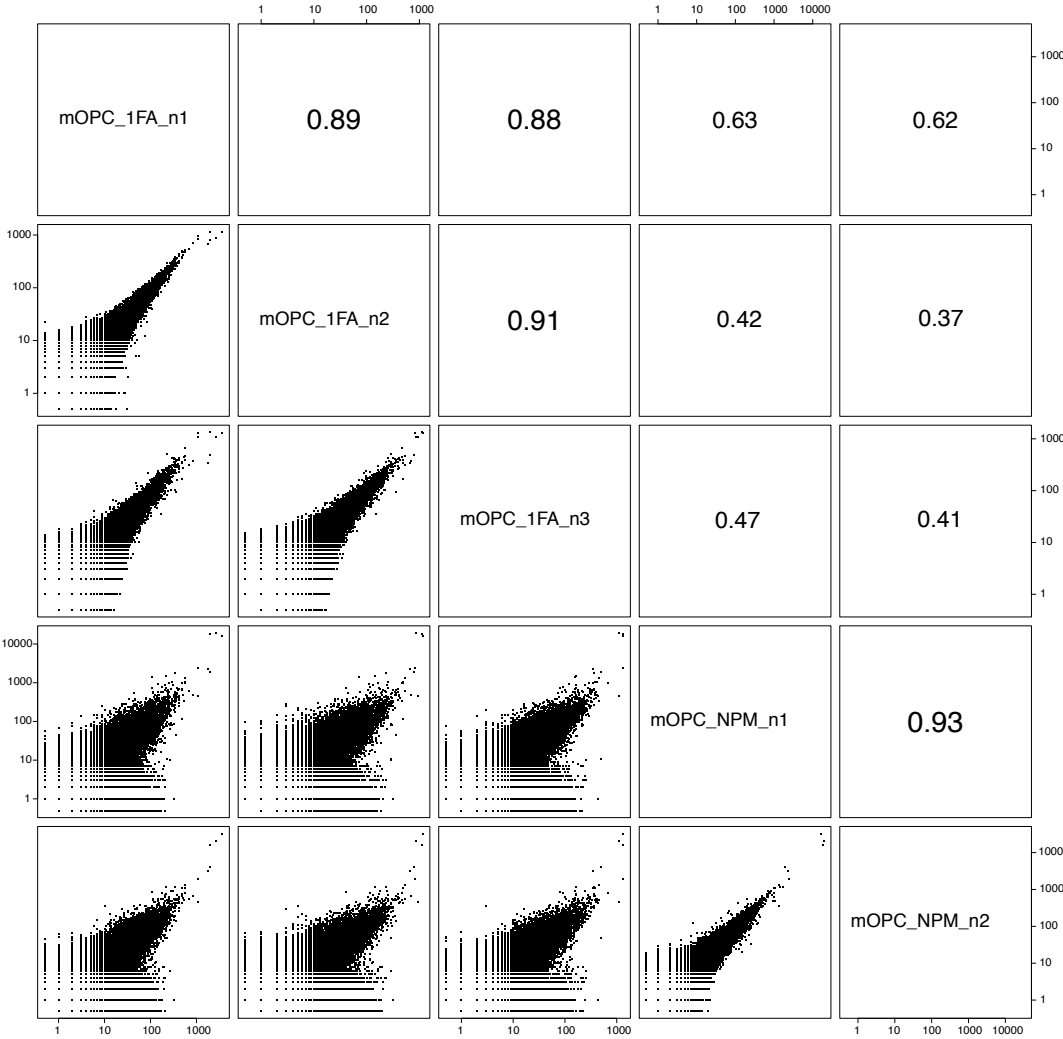

**Supplementary Fig. 8. Features of RADICL-seq libraries from the NPM condition in mOPCs.** a) Summary statistics of sequencing results for the mOPC RADICL-seq non-protein-mediated (NPM) replicates. b) Reproducibility of the RNA-DNA interaction frequencies across total and NPM replicates in mOPCs, assessed by counting the occurrences of genic transcripts and 25-kb genomic bin pairs. c) RNA and d) DNA tag origins in mOPC NPM samples. The inner pie charts represent a broader classification into intergenic and genic (annotated genes), while the outer circles show a finer classification of the genic portion. All panels were generated using the raw datasets.

**a**

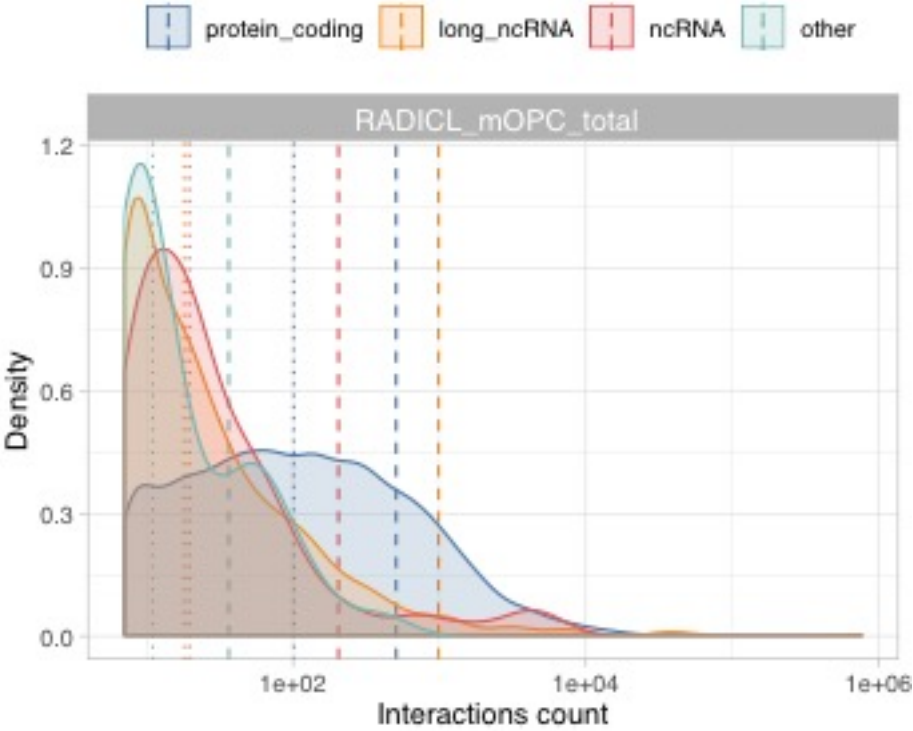

**b**

| Dataset | Raw dataset                  |                    |                    | Significant dataset          |                   |                 |
|---------|------------------------------|--------------------|--------------------|------------------------------|-------------------|-----------------|
|         | Uniquely mapped interactions | Cis (% total)      | Trans (% total)    | Uniquely mapped interactions | Cis (% total)     | Trans (% total) |
| Total   | 38,068,124                   | 13,148,185 (34.5%) | 24,919,939 (65.5%) | 6,765,064                    | 5,933,461 (87.7%) | 466,034 (12.3%) |
| NPM     | 37,140,198                   | 4437608 (12%)      | 32,702,590 (88%)   | 2,500,559                    | 2,386,440 (95.4%) | 114,119 (0.6%)  |

**c**

| Condition | Biotype        | Raw dataset | Significant dataset | Percentage |
|-----------|----------------|-------------|---------------------|------------|
| Total     | Protein-coding | 20,497      | 10,325              | 50.4%      |
| Total     | Long ncRNAs    | 10,418      | 1,101               | 10.6%      |
| Total     | ncRNAs         | 2,181       | 96                  | 4.4%       |
| Total     | Other          | 5,237       | 41                  | 0.8%       |
| NPM       | Protein-coding | 20,583      | 12,434              | 60.4%      |
| NPM       | Long ncRNAs    | 10,488      | 1,970               | 18.8%      |
| NPM       | ncRNAs         | 2,267       | 114                 | 5.1%       |
| NPM       | Other          | 5,832       | 81                  | 1.4%       |

**Supplementary Fig. 9. Comparison between raw and significant datasets in mOPCs.** a) Distribution of genic transcript interaction counts across biotype groups for the significant total dataset; the vertical lines represent the mean (dashed) and median (dotted) of each biotype group. b) Summary of the number and types of interactions for the raw and significant datasets. c) Summary of the number and types of RNA biotypes for the raw and significant datasets.

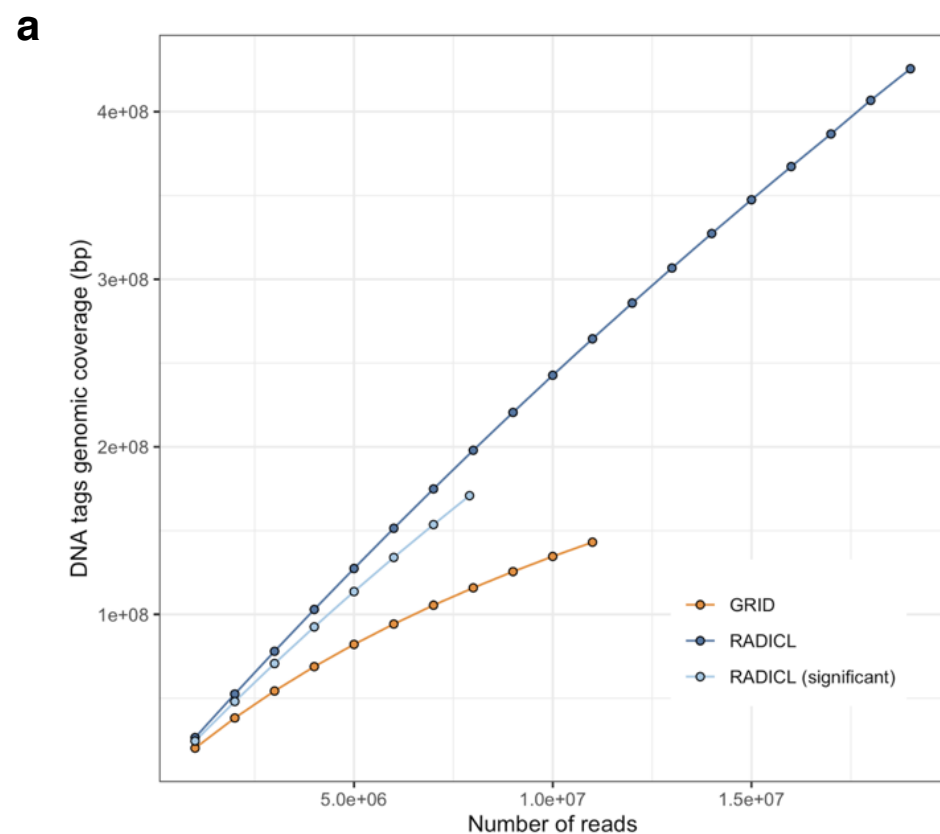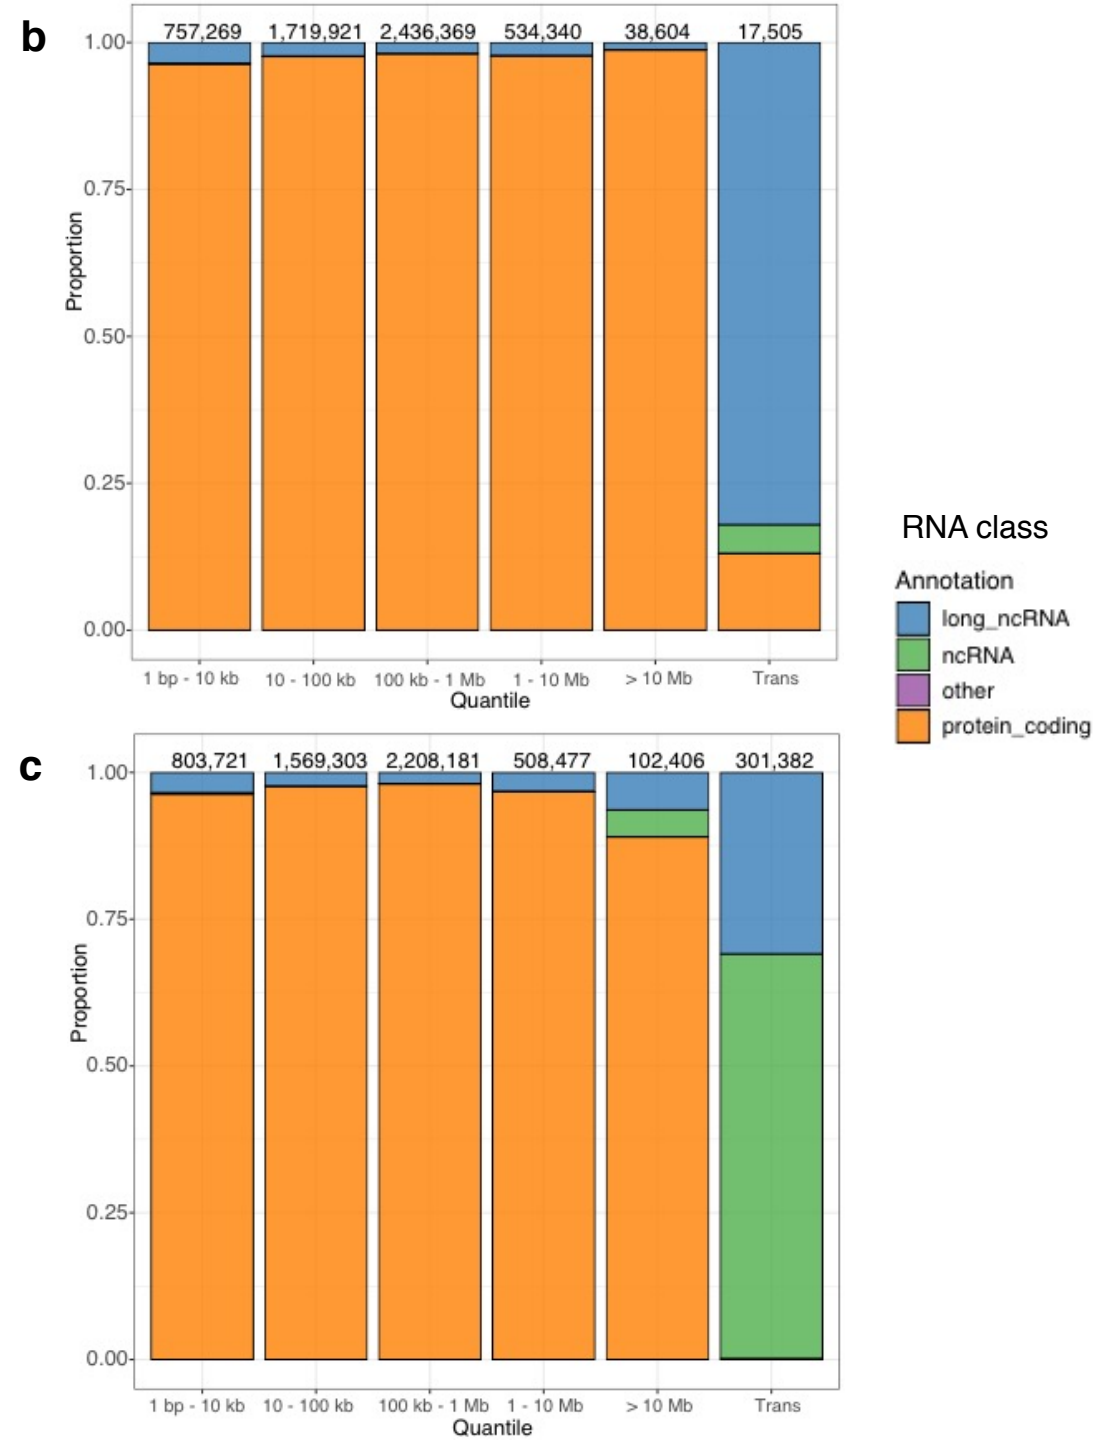

**Supplementary Fig. 10. Comparison between RADICL-seq and GRID-seq.** a) Assessment of the genomic coverage as a function of the sequencing depth for RADICL-seq (dark blue) and GRID-seq (orange) raw datasets and RADICL-seq significant dataset (light blue). The coverage was calculated for both datasets by sub-sampling with a step of 1,000,000 reads up to the maximum available number of reads. b) RADICL-seq and c) GRID-seq significant datasets RNA-DNA interactions divided by genomic distance between RNA and DNA tags and by RNA class for mESCs.

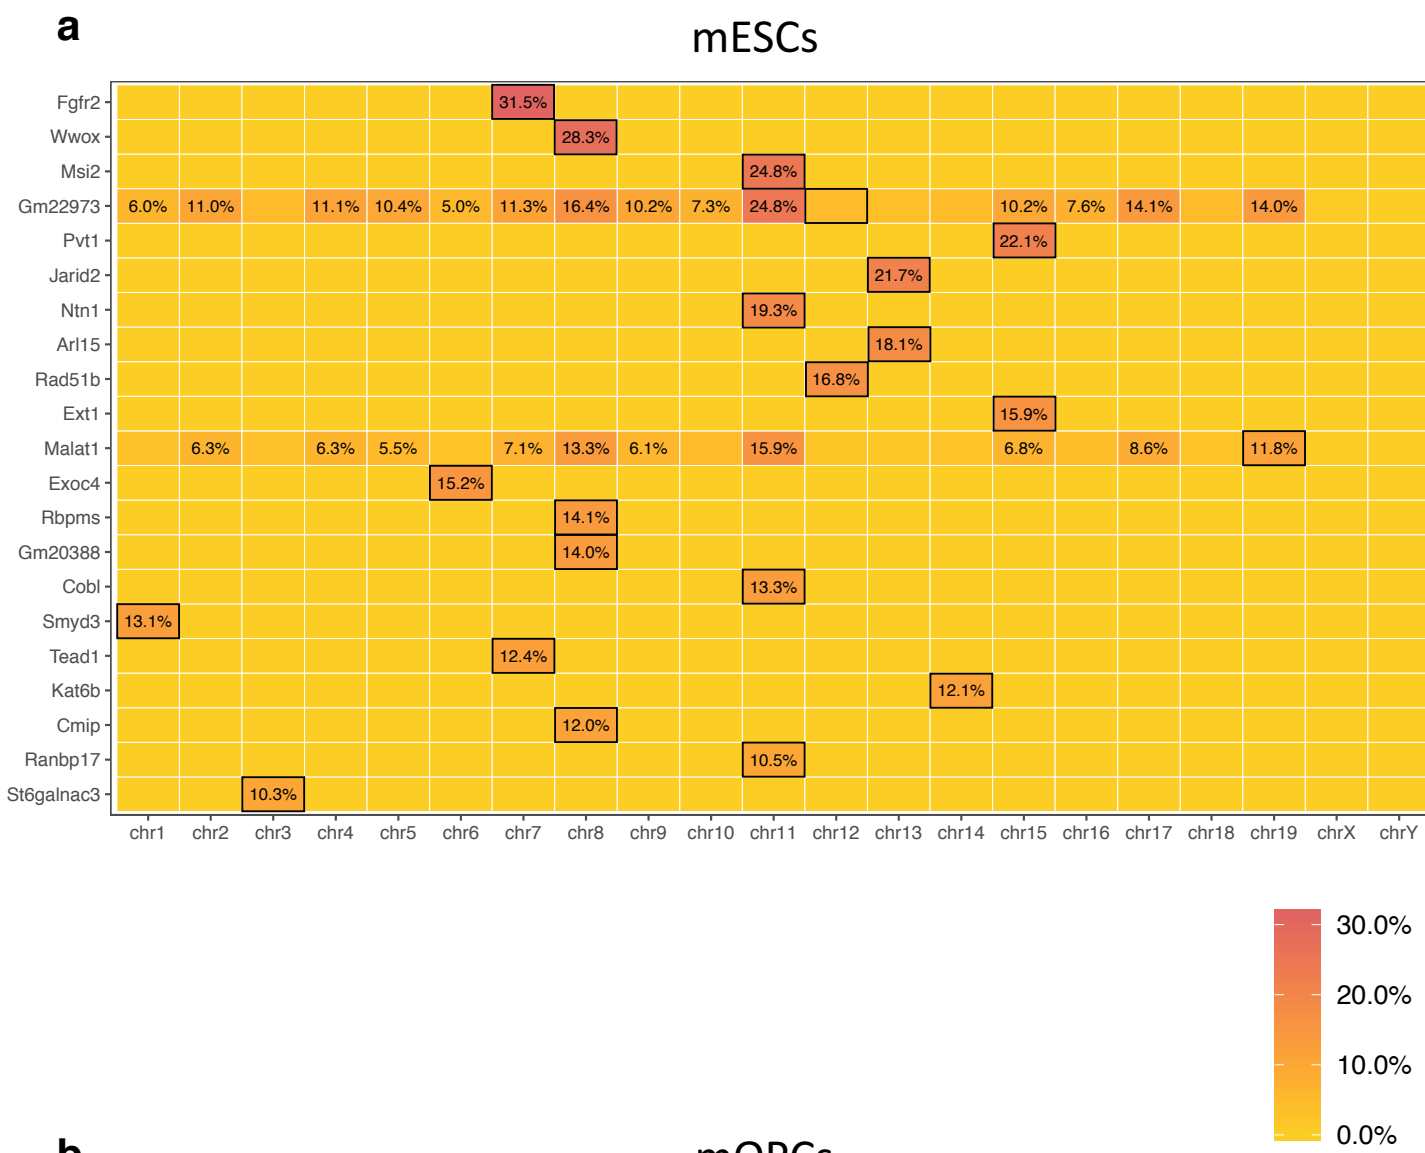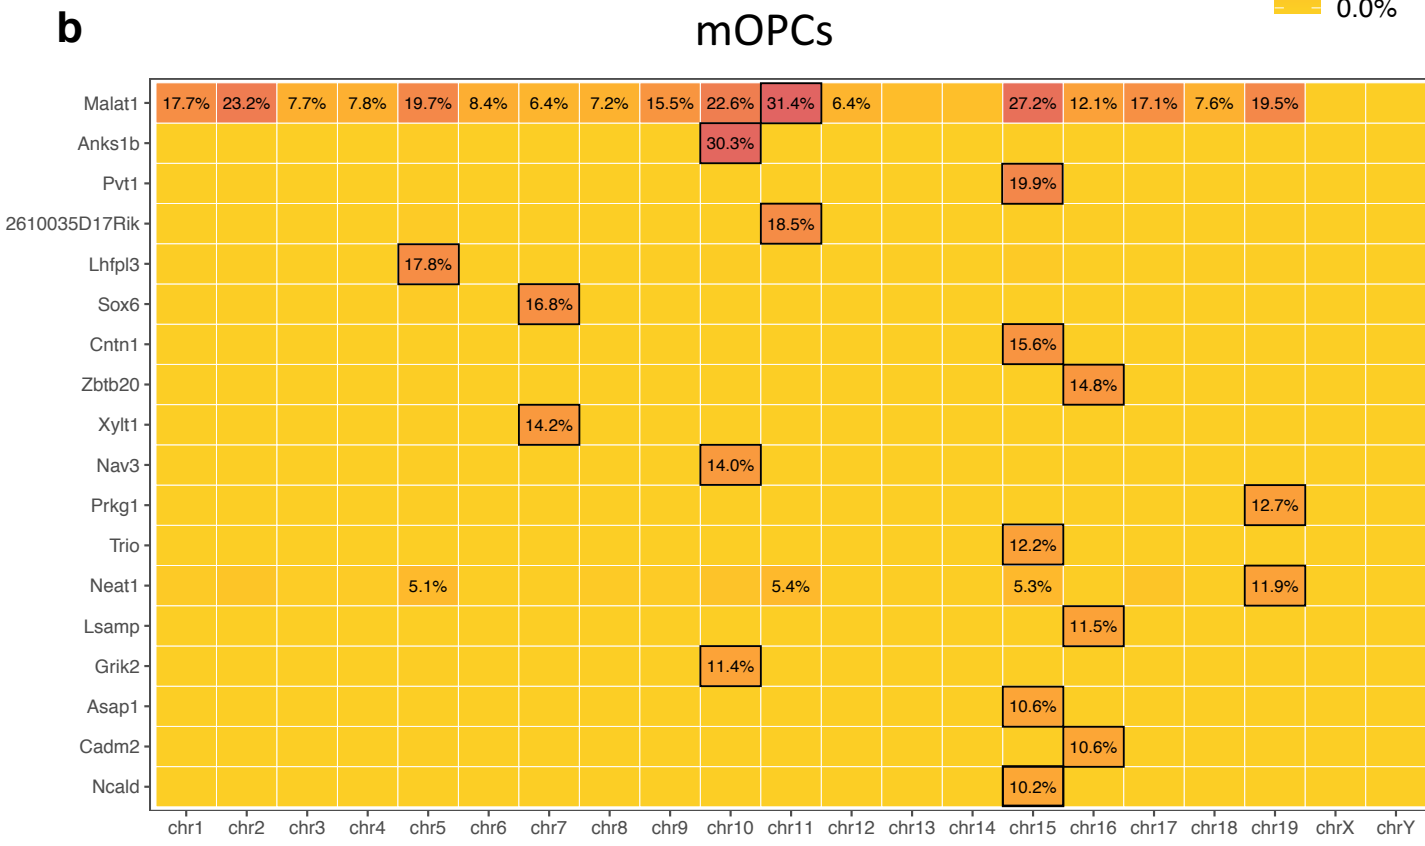

**Supplementary Fig. 11. Chromosome-wide binding of selected transcripts.** a) mESC and b) mOPC RADICL-seq heatmaps showing the percentage of loci covered on each chromosome by the most interacting ( $\geq 10\%$  in at least one chromosome) RNAs. The chromosome of origin for each RNA is highlighted by a black box. All panels were generated using significant total datasets.

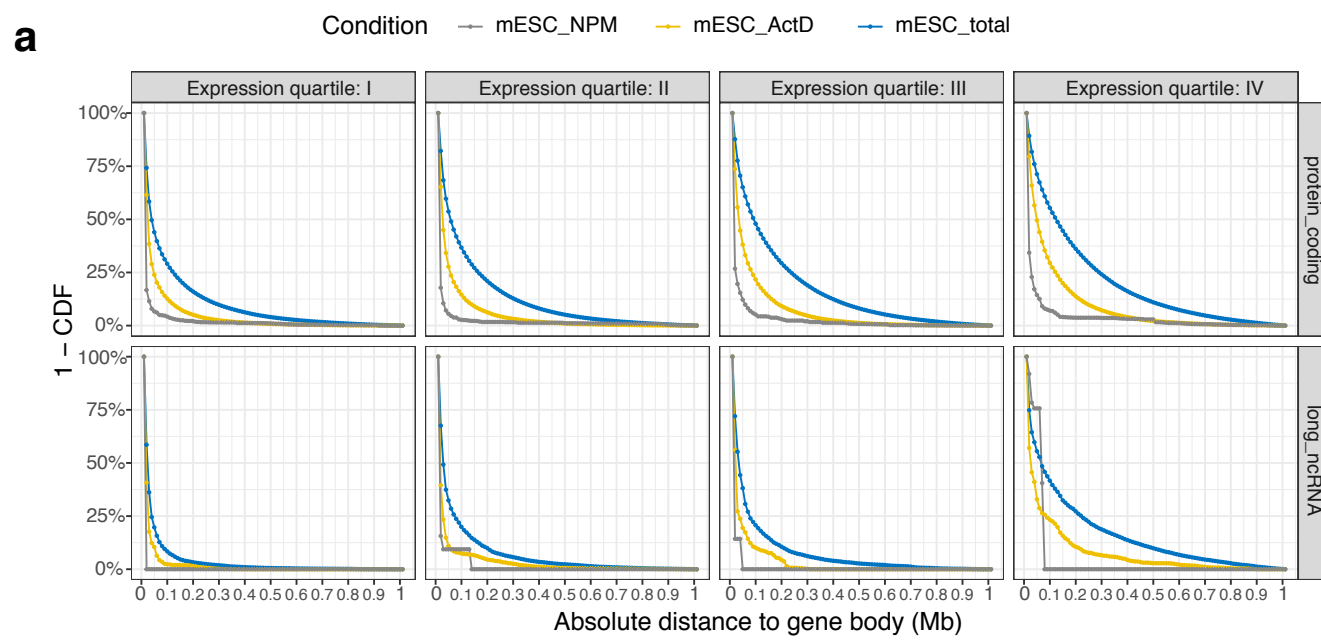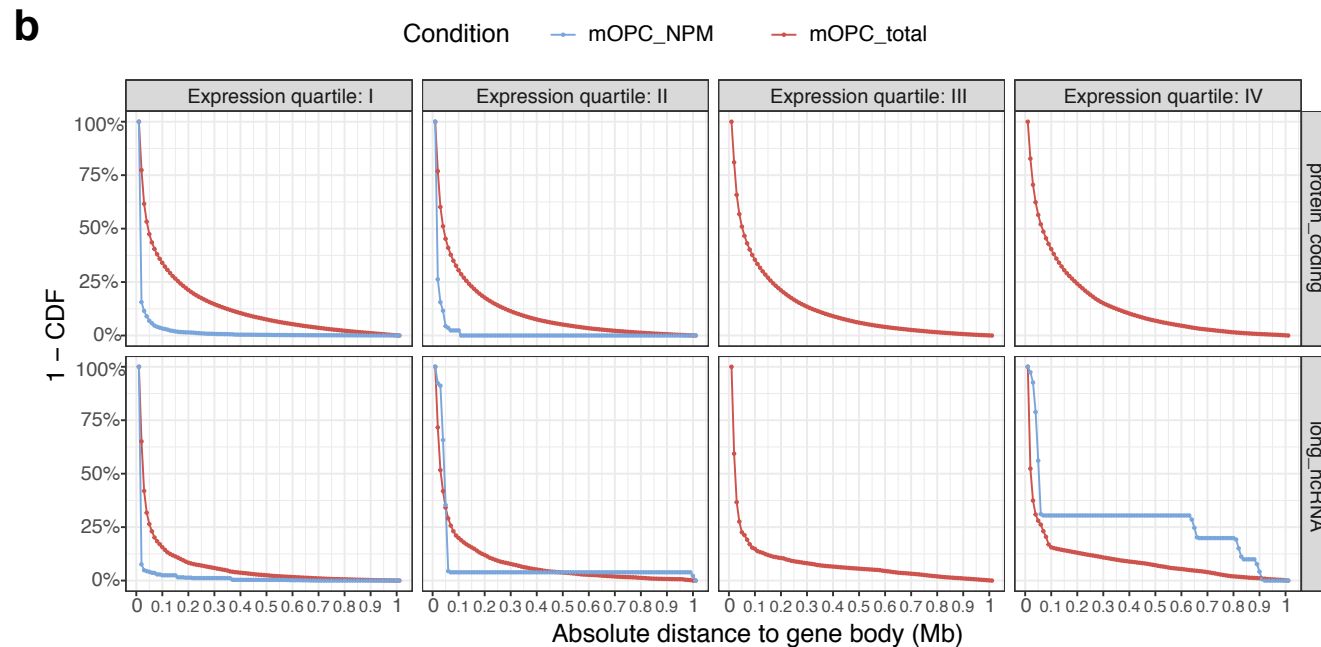

**Supplementary Fig. 12. Interaction distances and expression in mESCs and mOPCs.** a) Counter cumulative distribution function (1 - CDF) of the absolute (*i.e.*, up- or downstream) linear genomic distances between RNA tags mapping to a gene locus and DNA tags mapping up to 1 Mb away from the same gene locus for NPM (grey), ActD-treated (yellow), and total (blue) mESC datasets. b) Same but for NPM (light blue) and total (red) mOPCs datasets. In each panel, the top row comprises the interactions mediated by protein-coding RNAs, while the bottom row shows those mediated by long non-coding RNAs. The transcripts were divided into four quartile groups based on their CAGE normalized (TPM) counts. All panels were generated using significant datasets.

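For long non-coding RNAs, 1958 of 13374 annotated genes reached the threshold for a quartile in mESCs and 2067 in mOPCs. The boundaries between their quartiles lay at 1.82 ± 0.0143, 3.77 ± 0.205 and 8.92 ± 0.465 TPM in mESCs and at 1.84 ± 0.0441, 4.41 ± 0.186 and 14.1 ± 0.390 TPM in mOPCs (SD of the boundaries of single libraries, n = 3). Quartile IV held 86.1% of the summed TPM of these genes in mESCs and 96.4% in mOPCs, with a highest value of 5140.5 TPM in mESCs and 122876 TPM in mOPCs. The median gene of quartile I had 22.3 tags per library in mESCs and 35.3 in mOPCs, and that of quartile IV 355.5 and 823 tags. At these counts the quartiles varied more between libraries than those of protein-coding genes. A single library placed between 74.2% and 85.5% of the genes in the quartile of the mean in mESCs and between 79.6% and 93.6% in mOPCs. Of the 1192 genes with a quartile in both cell types, 45.3% fell in the same quartile and 16.9% lay 2 or 3 quartiles apart.

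**Figure D2:**
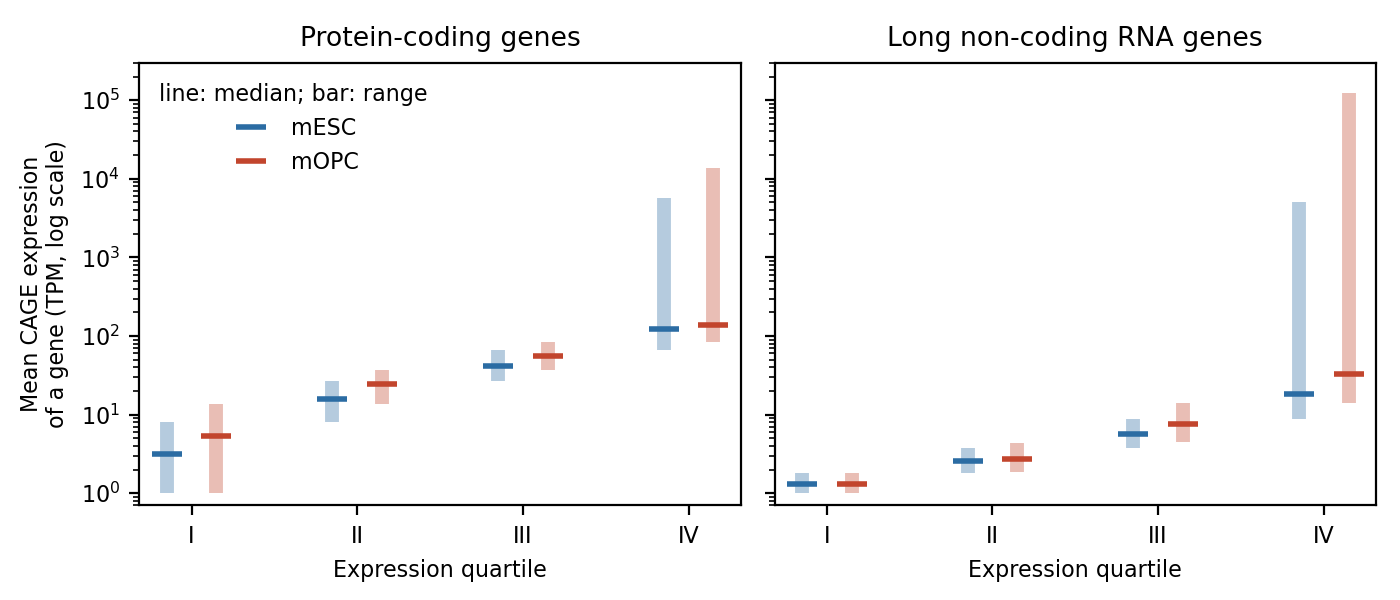
Mean CAGE expression of genes (y axis, TPM, log scale) in expression quartiles I to IV (x axis) for protein-coding genes (left) and long non-coding RNA genes (right) in mESCs (blue) and mOPCs (red), with the line at the median and the bar from the lowest to the highest gene. Median values of long non-coding RNA genes went from 1.33 TPM in quartile I to 18.6 TPM in quartile IV in mESCs and from 1.31 to 32.6 TPM in mOPCs.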

ActD-treated

mESCs

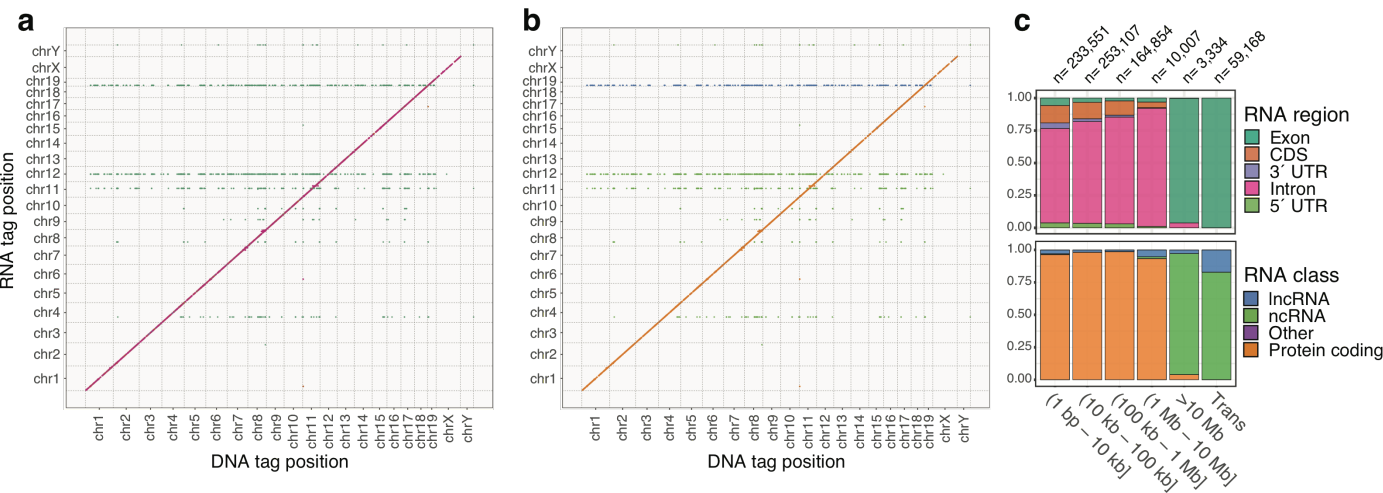

Non-protein mediated

mESCs

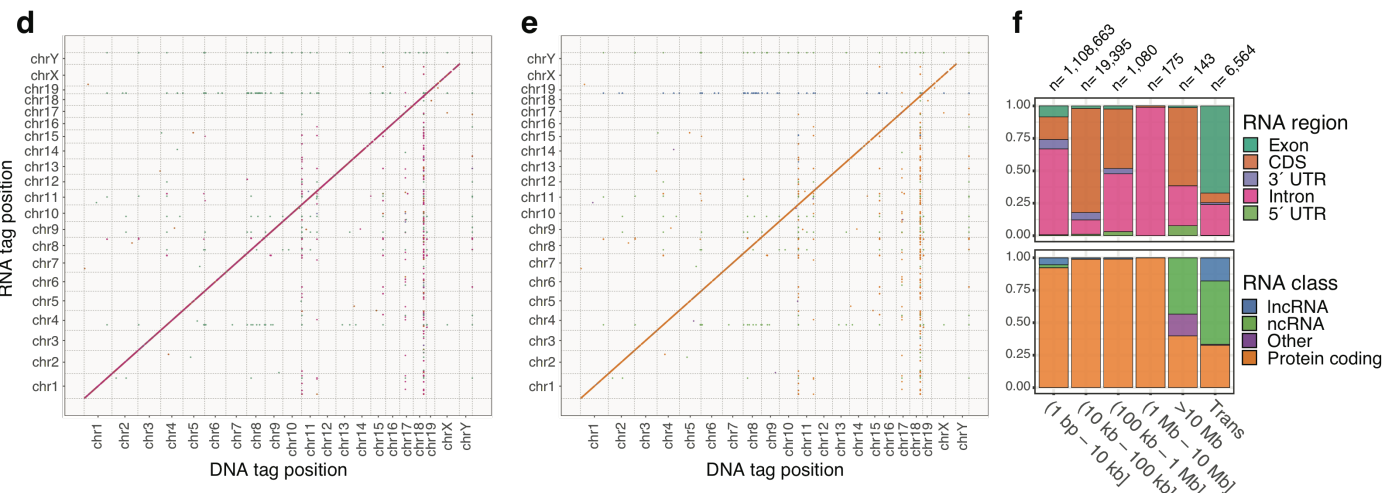

Non-protein mediated

mOPCs

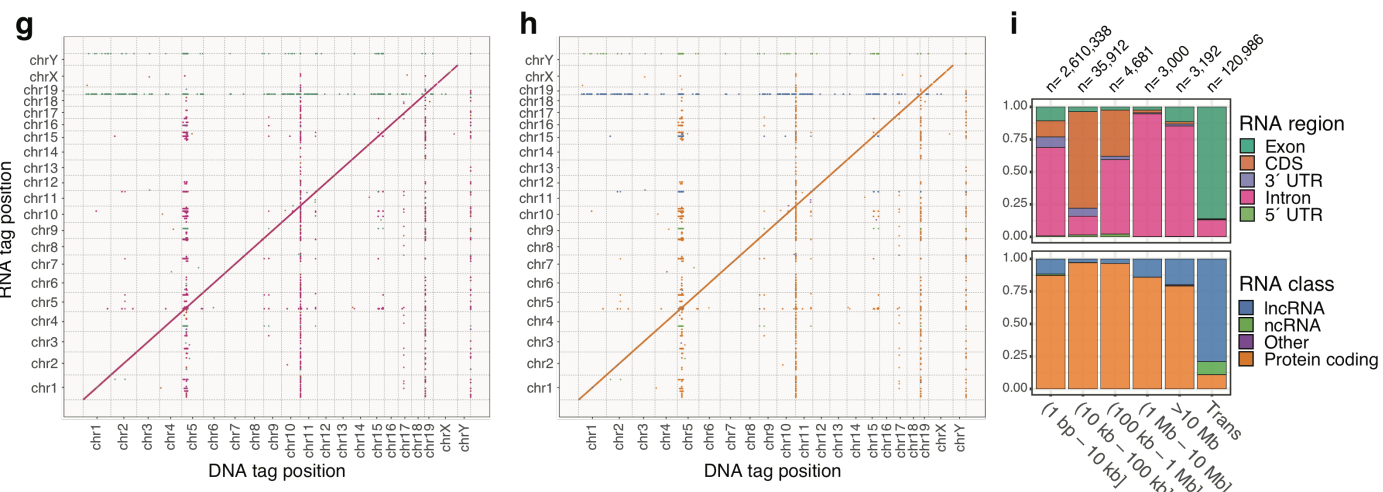

**Supplementary Fig. 13. Genome-wide RNA-chromatin features of RADICL-seq libraries from ActD and NPM datasets in mESCs and mOPCs.** a,b) RNA-DNA interactions shown as a single point per 25-kb bin and colored (see key in c) by the most represented (a) RNA region or (b) RNA class in that bin for the ActD-treated mESC dataset. c) RNA-DNA interactions in the ActD-treated mESC dataset, quantified according to genomic distance between RNA and DNA tags. d,e) RNA-DNA interaction matrix for the non-protein-mediated (NPM) mESC dataset, similar to a,b. f) RNA-DNA interactions in the NPM mESC dataset, quantified according to genomic distance between RNA and DNA tags. g,h) RNA-DNA interaction matrices for the NPM mOPC dataset, similar to a,b. i) RNA-DNA interactions in the NPM mOPC dataset, quantified according to genomic distance between RNA and DNA tags. All panels were generated using significant datasets.

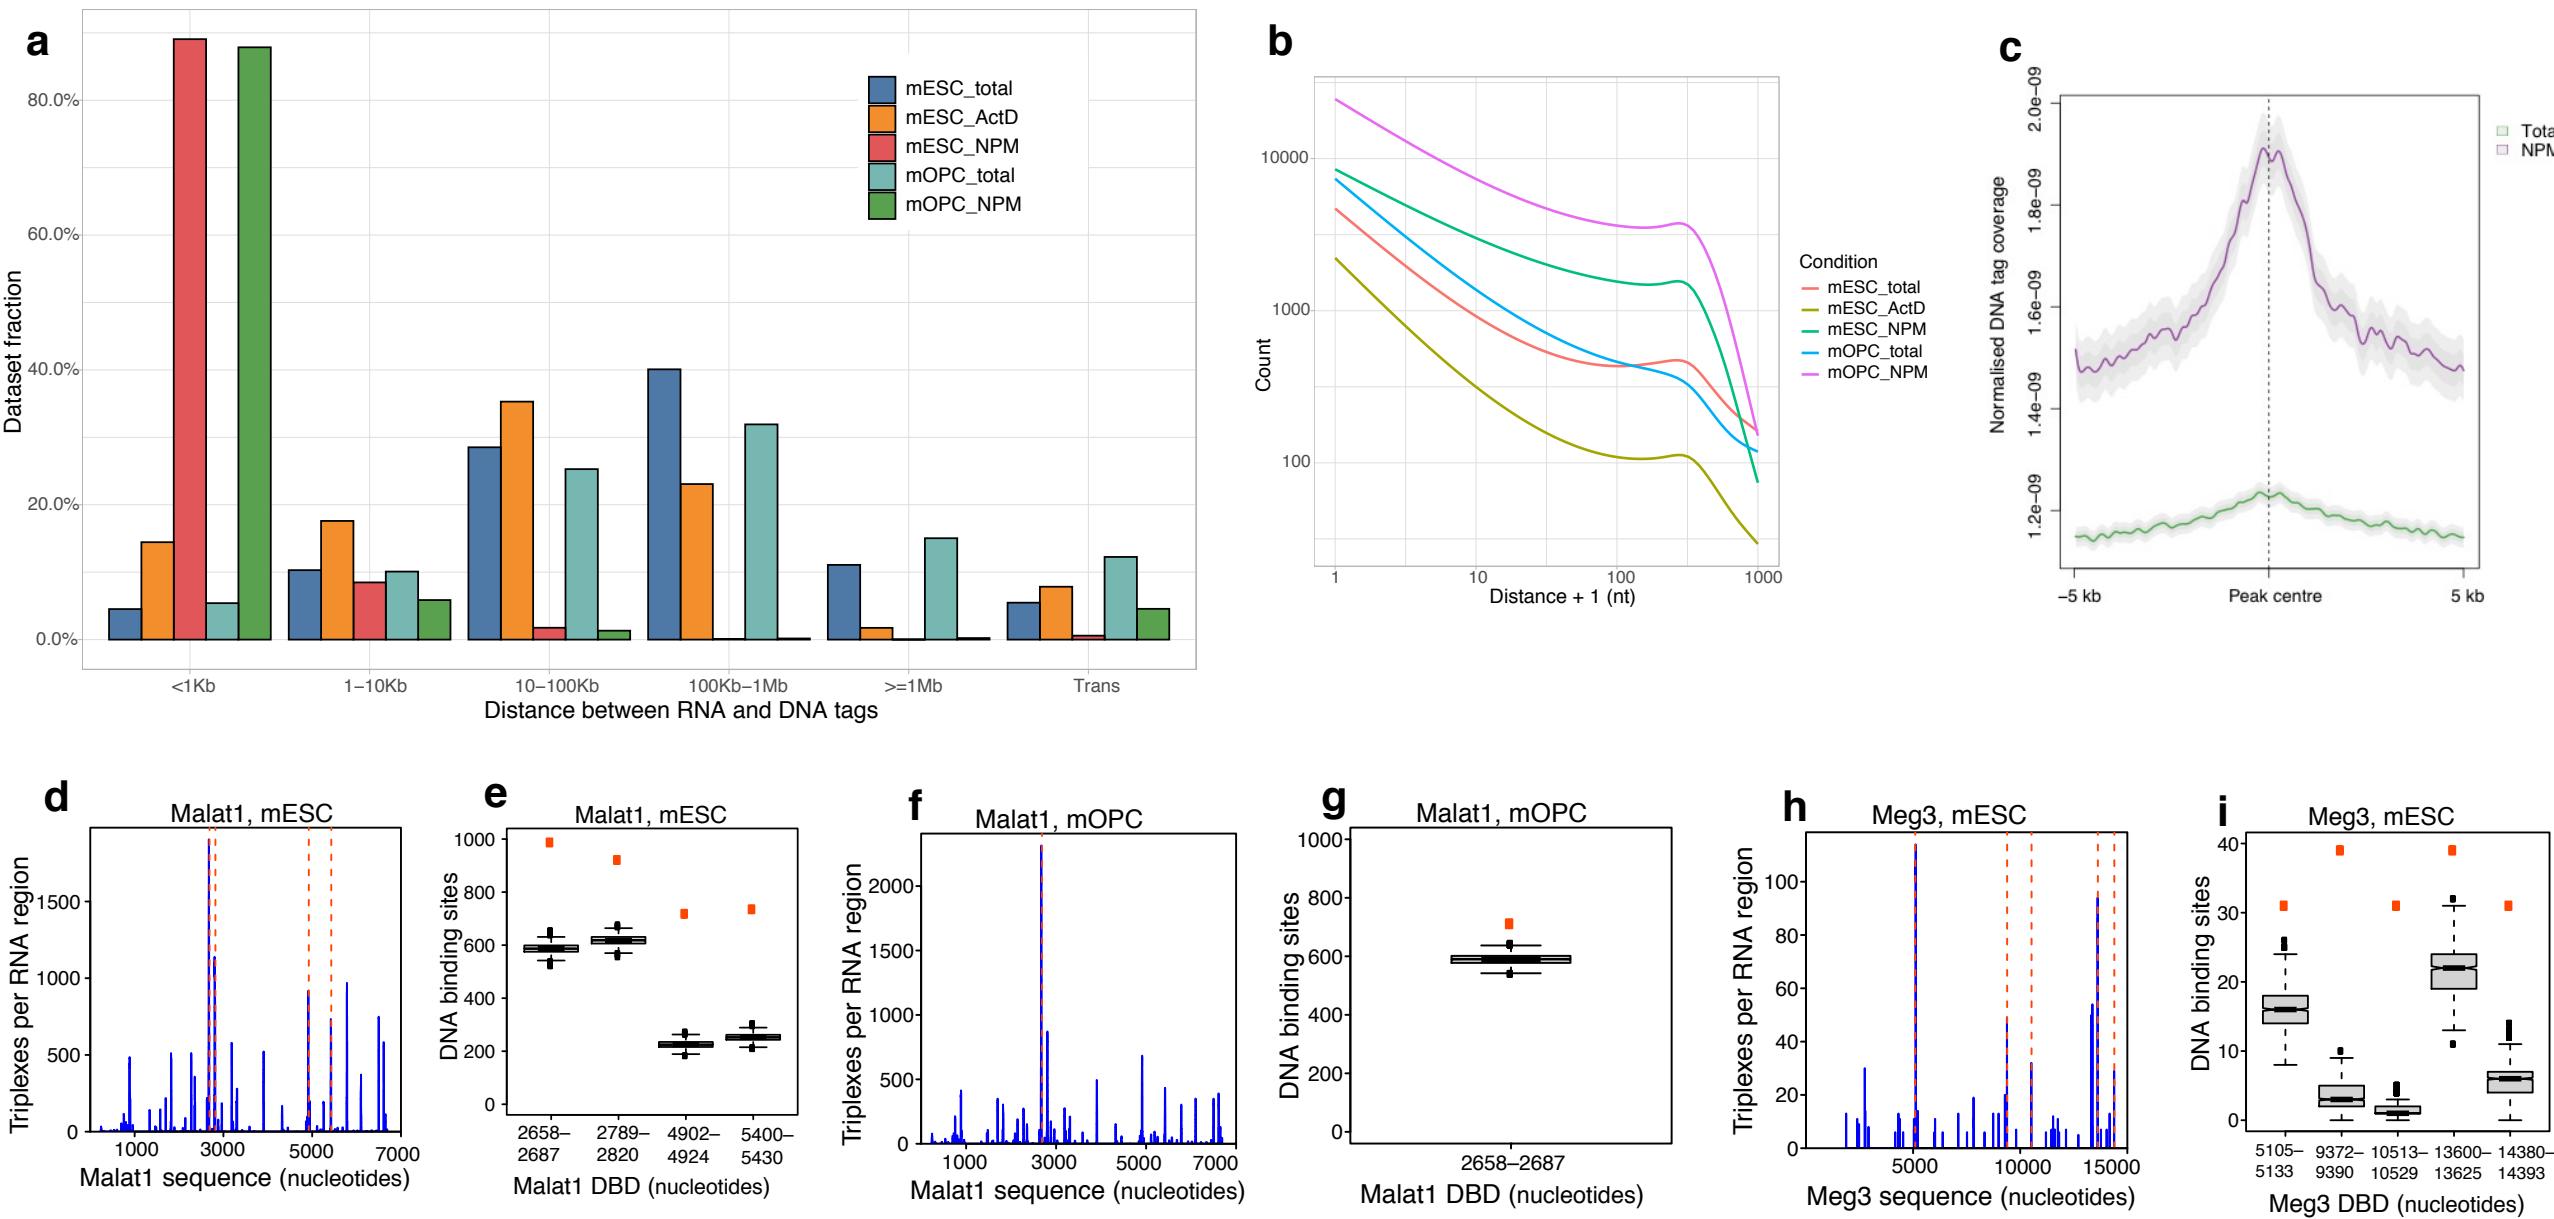

**Supplementary Fig. 14. Characteristics of RADICL-seq libraries from NPM datasets.** a) Distribution of the linear genomic distances between RNA and DNA tags derived from the same read for the indicated datasets in mESCs and mOPCs. b) Density plot of the linear genomic distance between RNA and DNA for tags located at less than 1 kb from each other in the above datasets. c) Metadata profiles showing the average coverage of RADICL-seq DNA tags at the peaks defined by DRIP-seq signal in mESCs for total and NPM conditions. d, f, h) Number of triplexes formed by various regions of (d, f) Malat1 transcripts and (h) Meg3 transcripts in *trans* contacts in NPM datasets of the indicated cell types. Orange dashed lines correspond to significant DNA binding domains (DBD). e, g, i) Number of the DNA binding sites involved in triplex formation in DNA contacts (orange dots) and in the random background DNA set (boxplots, 1000 permutations). Only DBDs with a significant overrepresentation of triplexes over the background are shown. Statistical significance was calculated using permutation test. All panels were generated using significant datasets.

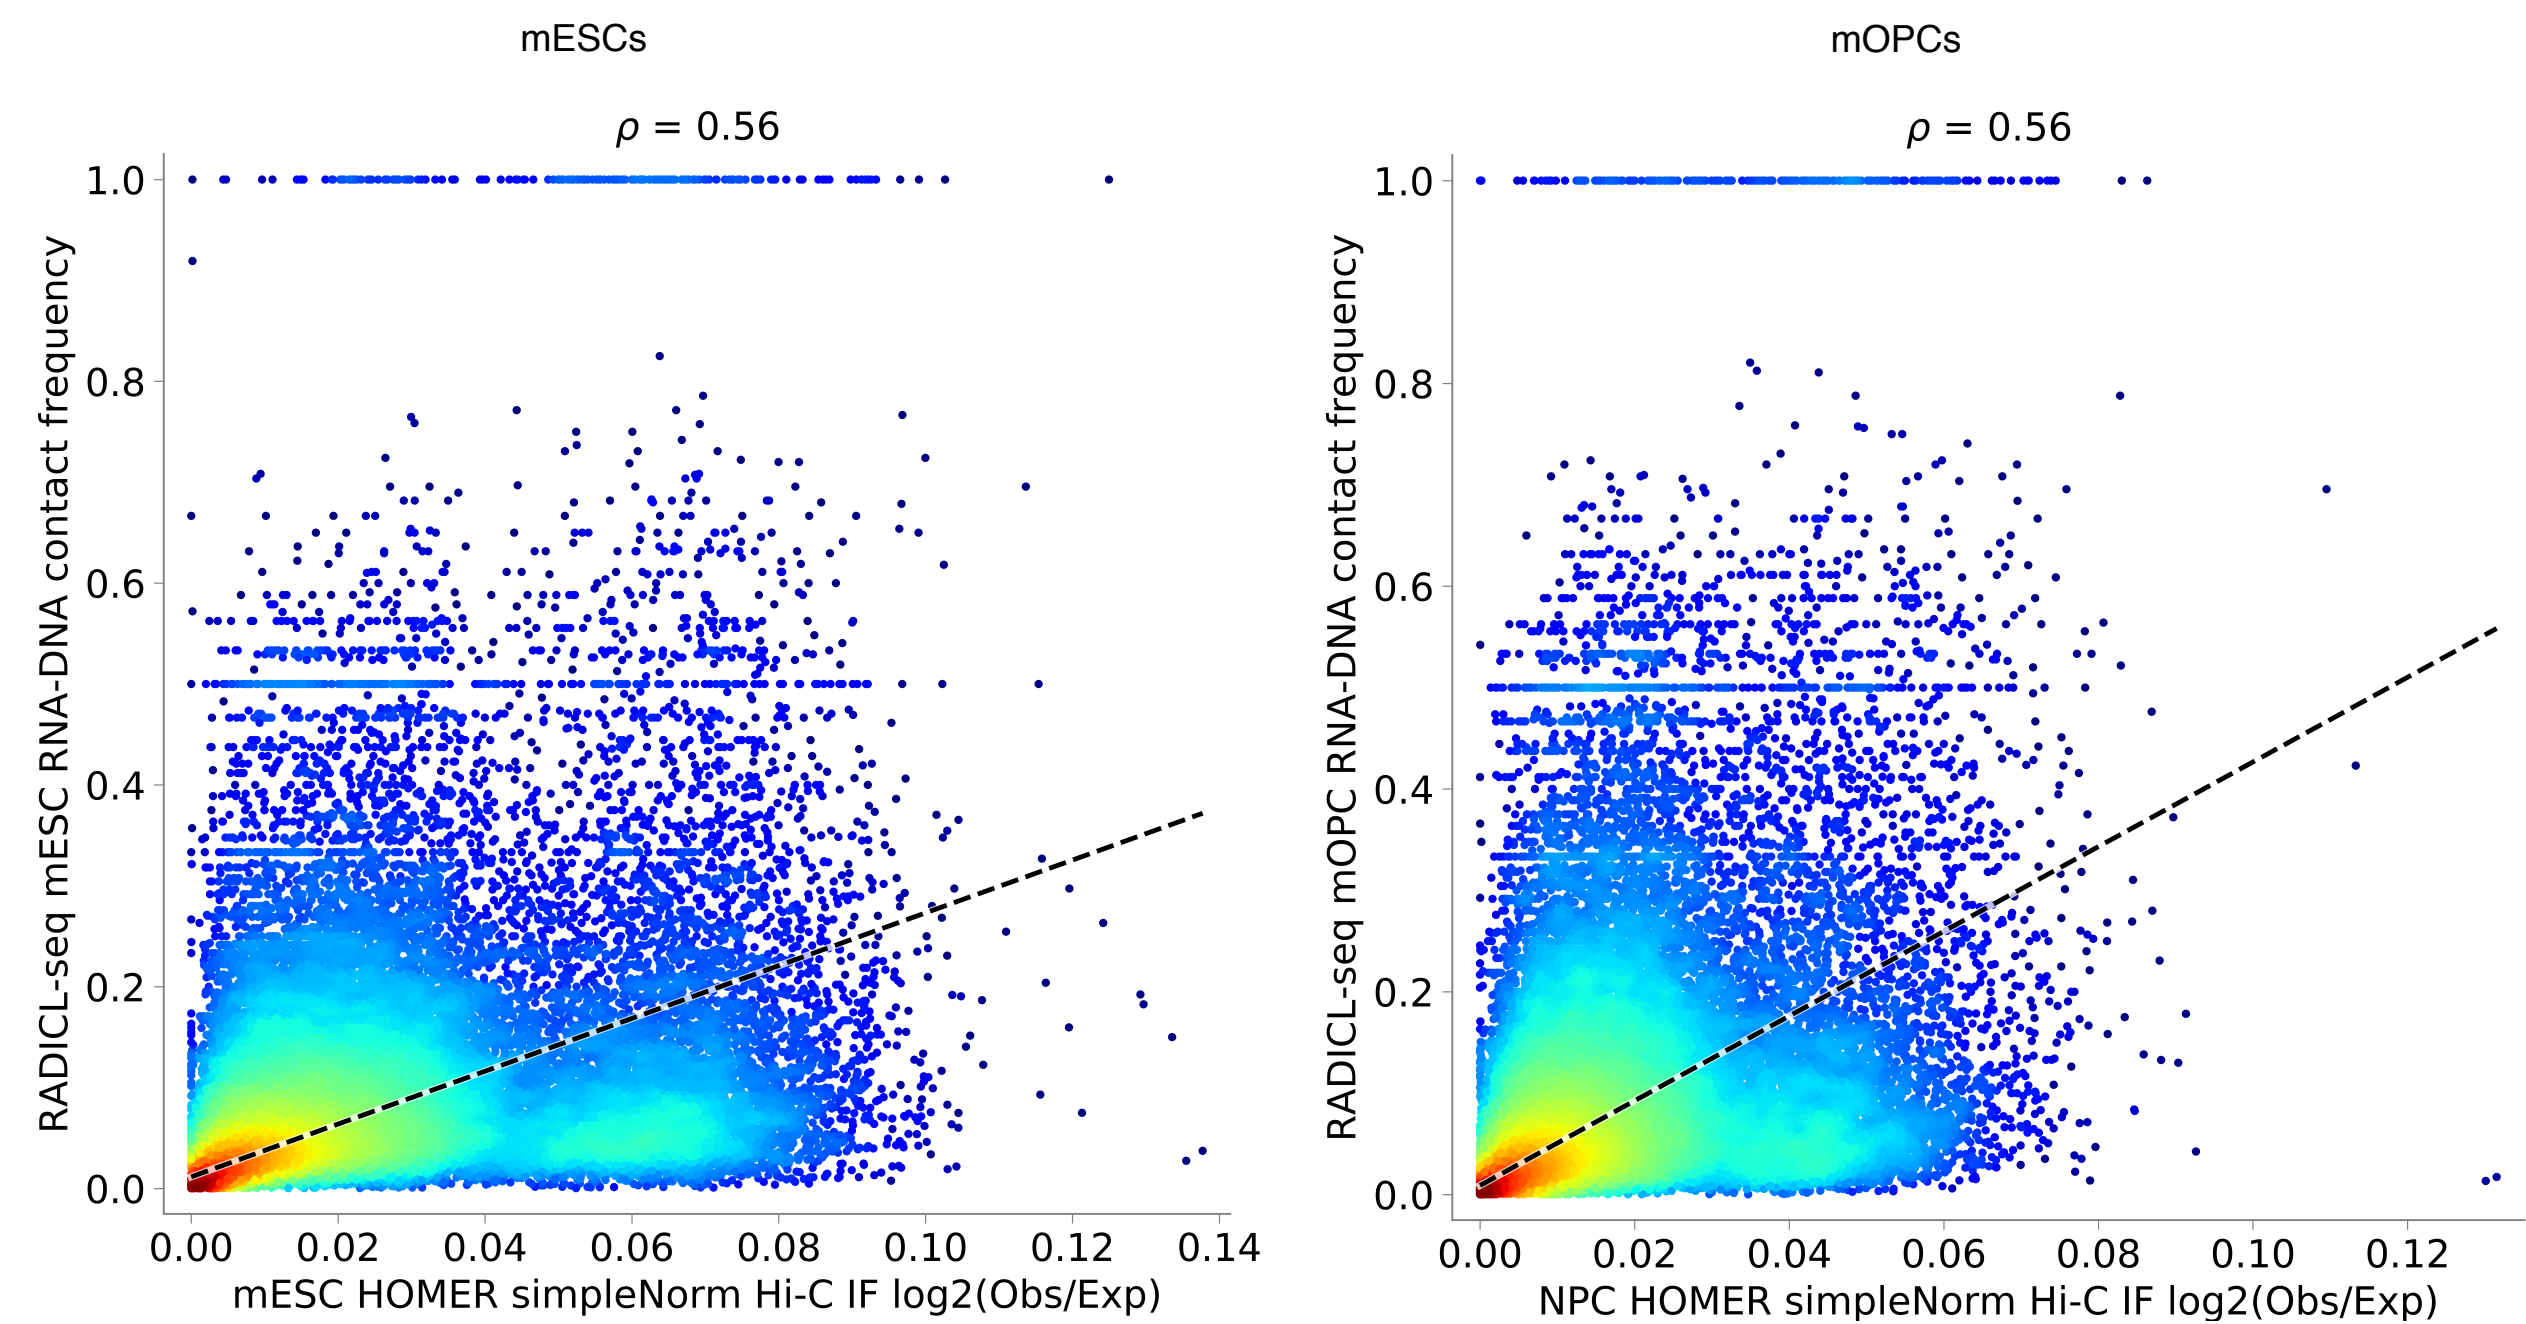

**Supplementary Fig. 15. Comparison between RADICL-seq and Hi-C data in mESCs and mOPCs.** Pearson correlation ( $r$ ) of contact frequencies in the HOMER 'simpleNorm' normalized Hi-C vs. significant RADICL-seq total datasets for mESCs (left) and mOPCs (right) at 25-kb resolution.

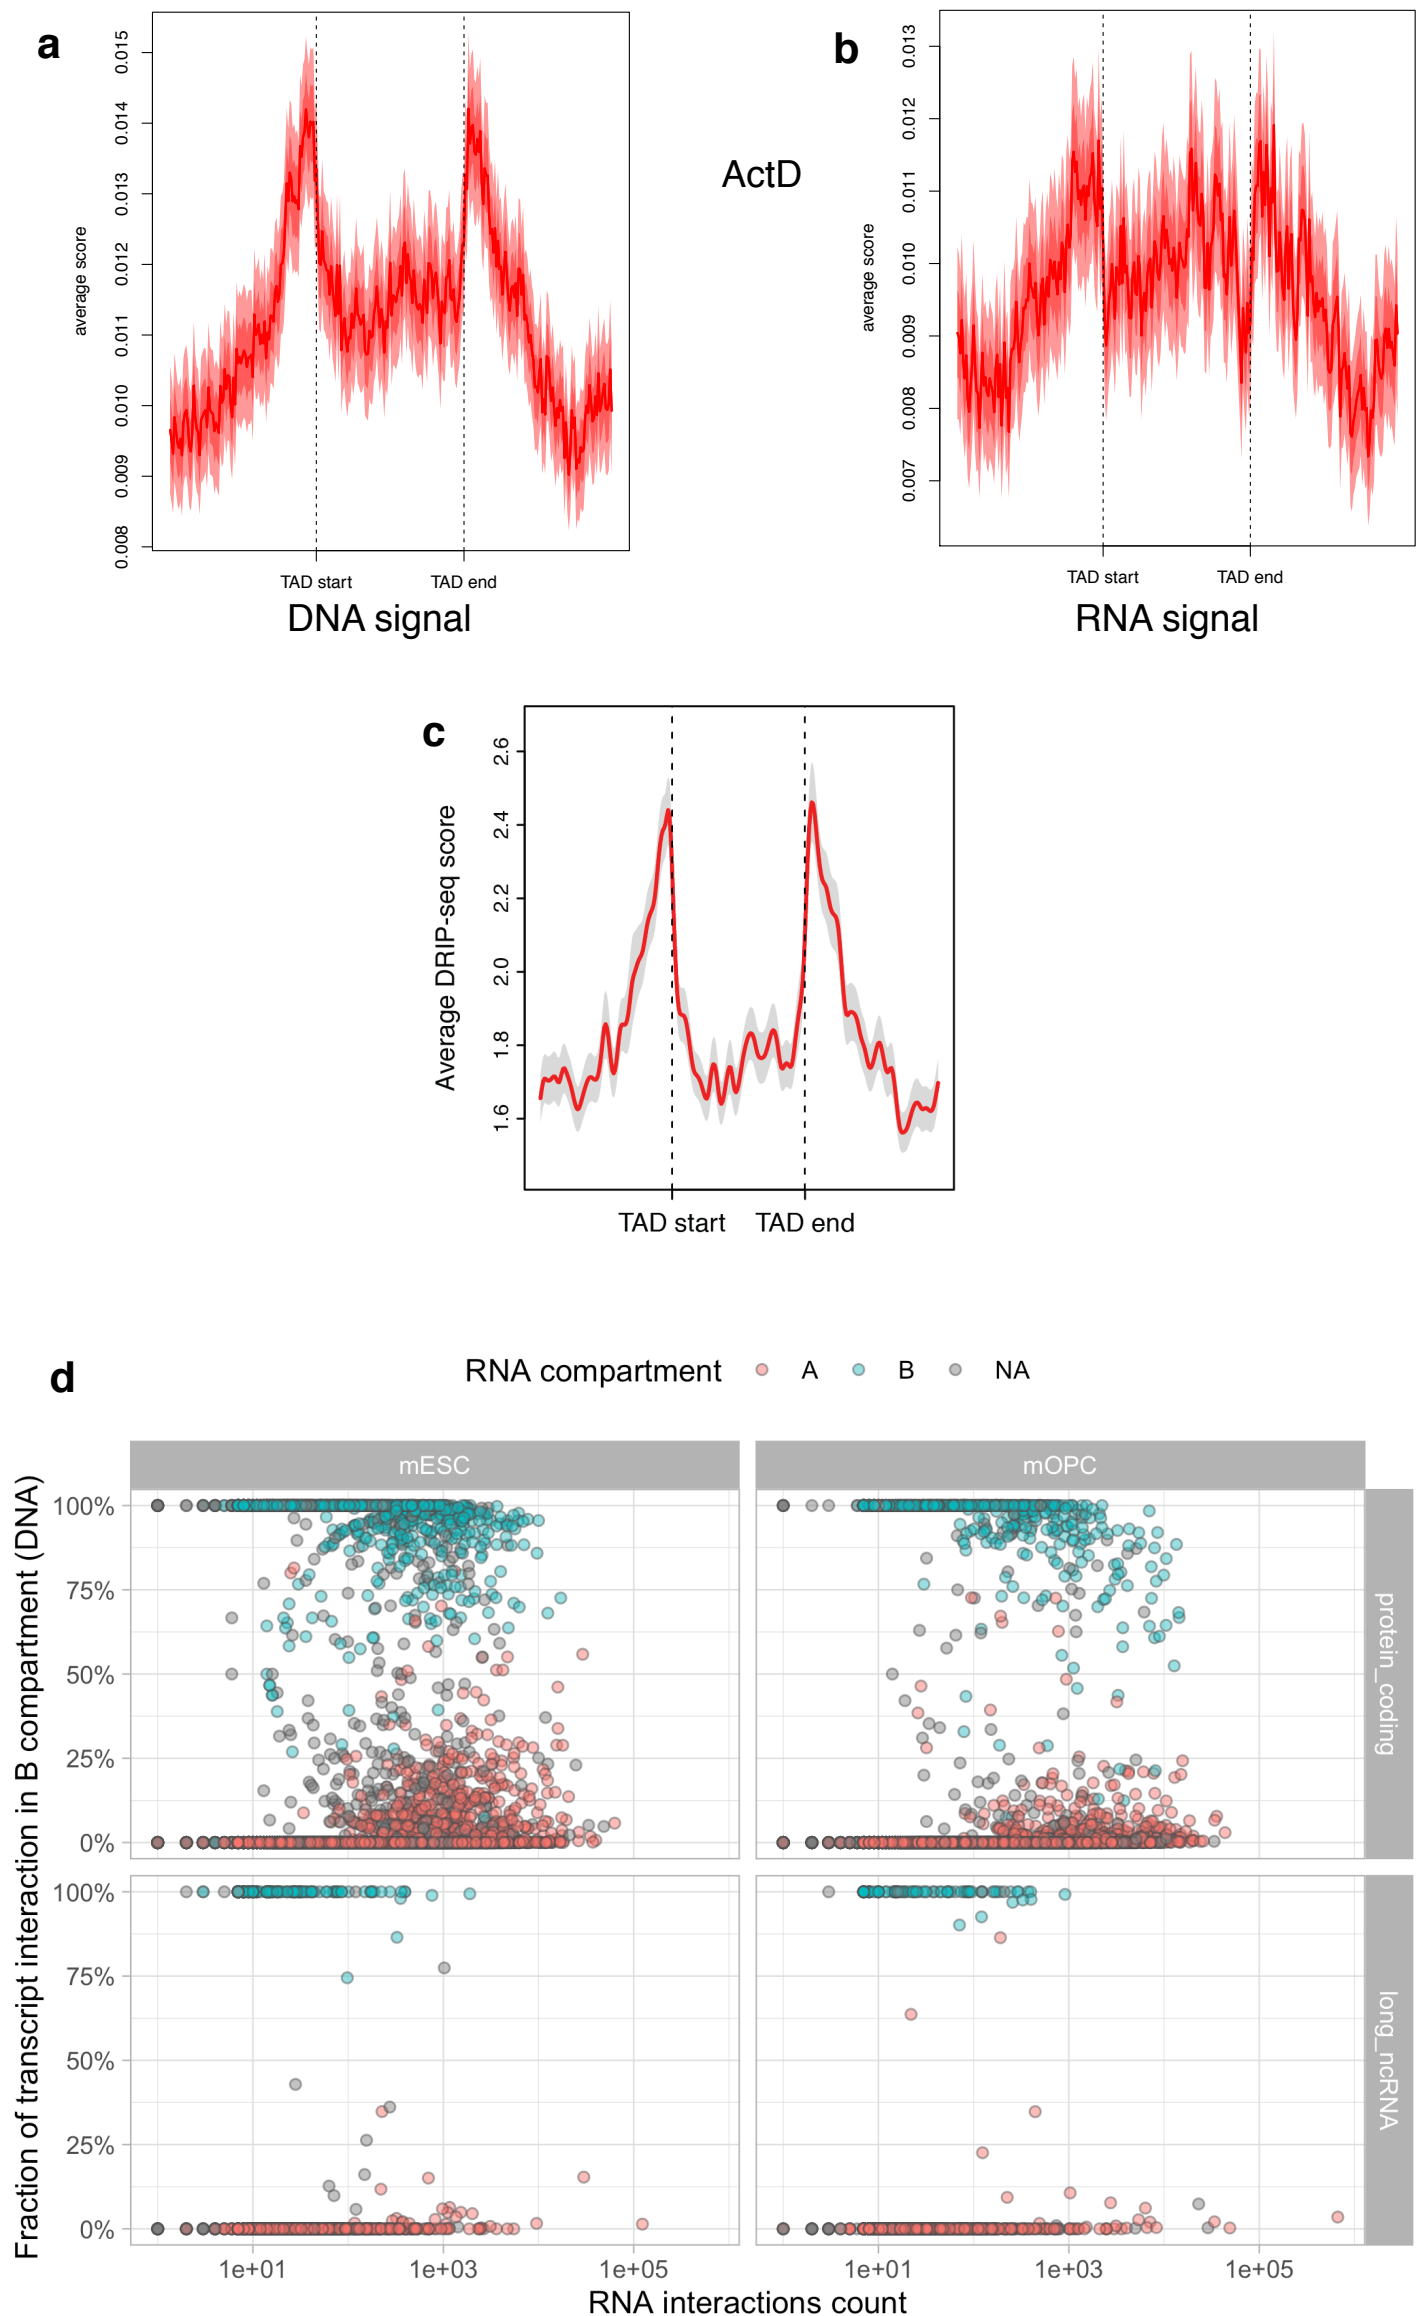

**Supplementary Fig. 16. Frequency of RNA-DNA interactions at TADs, A and B compartments in mESC and mOPC datasets.** a,b) Metadata profiles showing the average (a) DNA tag or (b) RNA tag coverage at TAD boundaries in mESC datasets for the ActD-treated condition. c) Average DRIP-seq signal at TAD boundaries in mESCs. d) Distribution of interactions between mRNAs (protein\_coding) and lncRNAs (long\_ncRNA) and A and B compartments in mESC and mOPC total datasets. The color of the points indicates from which compartment the RNA originates (A, red; B, blue; Undetermined, grey). All panels were generated using significant datasets.

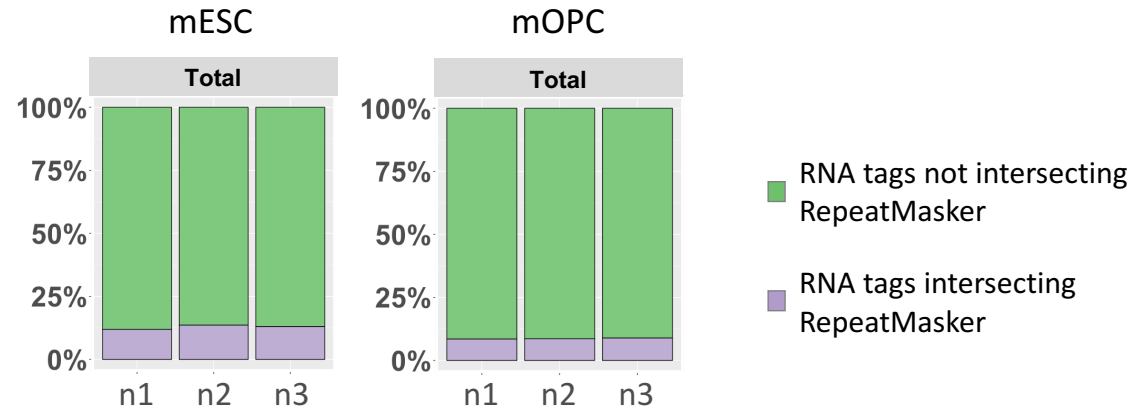

| Condition     | Significant interactions ( $P < 0.05$ ) | RNA tags not intersecting RepeatMasker | RNA tags intersecting RepeatMasker |
|---------------|-----------------------------------------|----------------------------------------|------------------------------------|
| mESC_total_n1 | 2,841,875                               | 2,502,970                              | 338,905                            |
| mESC_total_n2 | 2,608,899                               | 2,252,602                              | 356,297                            |
| mESC_total_n3 | 3,014,022                               | 2,619,960                              | 394,062                            |
| mOPC_total_n1 | 2,378,935                               | 2,176,159                              | 202,776                            |
| mOPC_total_n2 | 2,261,016                               | 2,066,741                              | 194,275                            |
| mOPC_total_n3 | 2,141,631                               | 1,950,400                              | 191,231                            |

**Supplementary Fig. 17. Frequency of REs in RADICL-seq libraries from mESCs and mOPCs.** Proportion of significant RNA-DNA interactions in total mESC and mOPC libraries with RNA tags intersecting or non-intersecting RepeatMasker elements. The table displays the number of interactions shown in the plot.

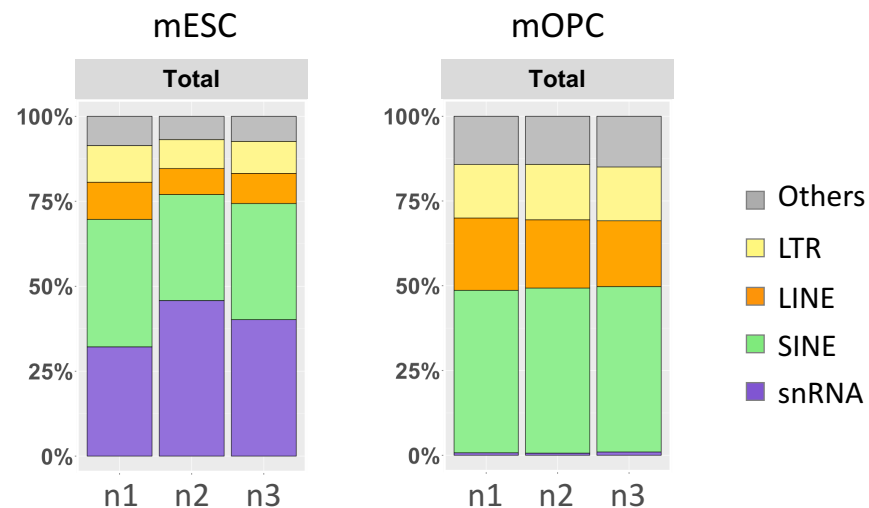

| Breakdown of Repeat Families for RNA-DNA pairs with RNA intersecting RepeatMasker elements annotated within GENCODE vM14 |         |         |         |        |        |        |
|--------------------------------------------------------------------------------------------------------------------------|---------|---------|---------|--------|--------|--------|
| Condition                                                                                                                | Total   | snRNA   | SINE    | LINE   | LTR    | Others |
| mESC_total_n1                                                                                                            | 264,627 | 85,071  | 99,254  | 28,945 | 28,542 | 22,815 |
| mESC_total_n2                                                                                                            | 285,197 | 130,571 | 88,986  | 21,821 | 24,298 | 19,521 |
| mESC_total_n3                                                                                                            | 309,959 | 124,454 | 105,955 | 27,486 | 29,215 | 22,849 |
| mOPC_total_n1                                                                                                            | 125,633 | 922     | 60,210  | 26,781 | 19,829 | 17,891 |
| mOPC_total_n2                                                                                                            | 128,329 | 811     | 62,491  | 25,828 | 20,965 | 18,234 |
| mOPC_total_n3                                                                                                            | 123,087 | 1,202   | 60,047  | 23,880 | 19,535 | 18,423 |

**Supplementary Fig. 18. Distribution of RE families in RADICL-seq libraries from mESCs and mOPCs.** Representation of main families of repeats for RNA-DNA pairs where the RNA intersects with RepeatMasker elements contained within GENCODE vM14 annotations for significant total mESC and mOPC libraries. Only non-self interactions were used for this plot. The table displays the count of the interactions used for the plot.

ActD

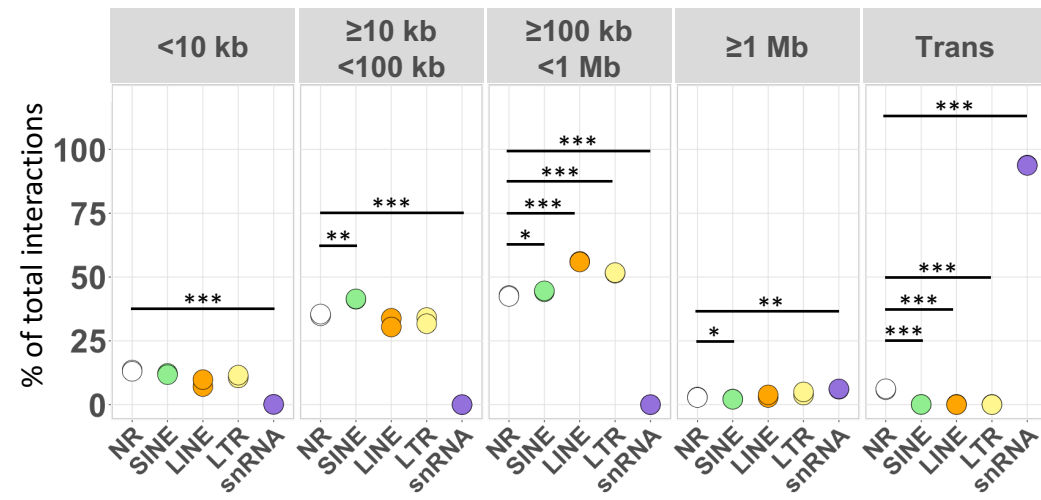

**Supplementary Fig. 19. Patterns of RNA-DNA distance intervals for RE-mediated interactions in the ActD condition.** Distribution of RNA-DNA distance intervals for RNA tags intersecting RepeatMasker annotations paired with DNA tags intersecting GENCODE annotations in the significant RADICL-seq mESC libraries upon ActD treatment. Only RNA tags intersecting RepeatMasker elements contained within GENCODE ver. M14 features were used for this analysis. Statistical significance was calculated with two-tailed Student *t*-test. \*  $P \leq 0.05$ ; \*\*  $P \leq 0.01$ ; \*\*\*  $P \leq 0.001$ .

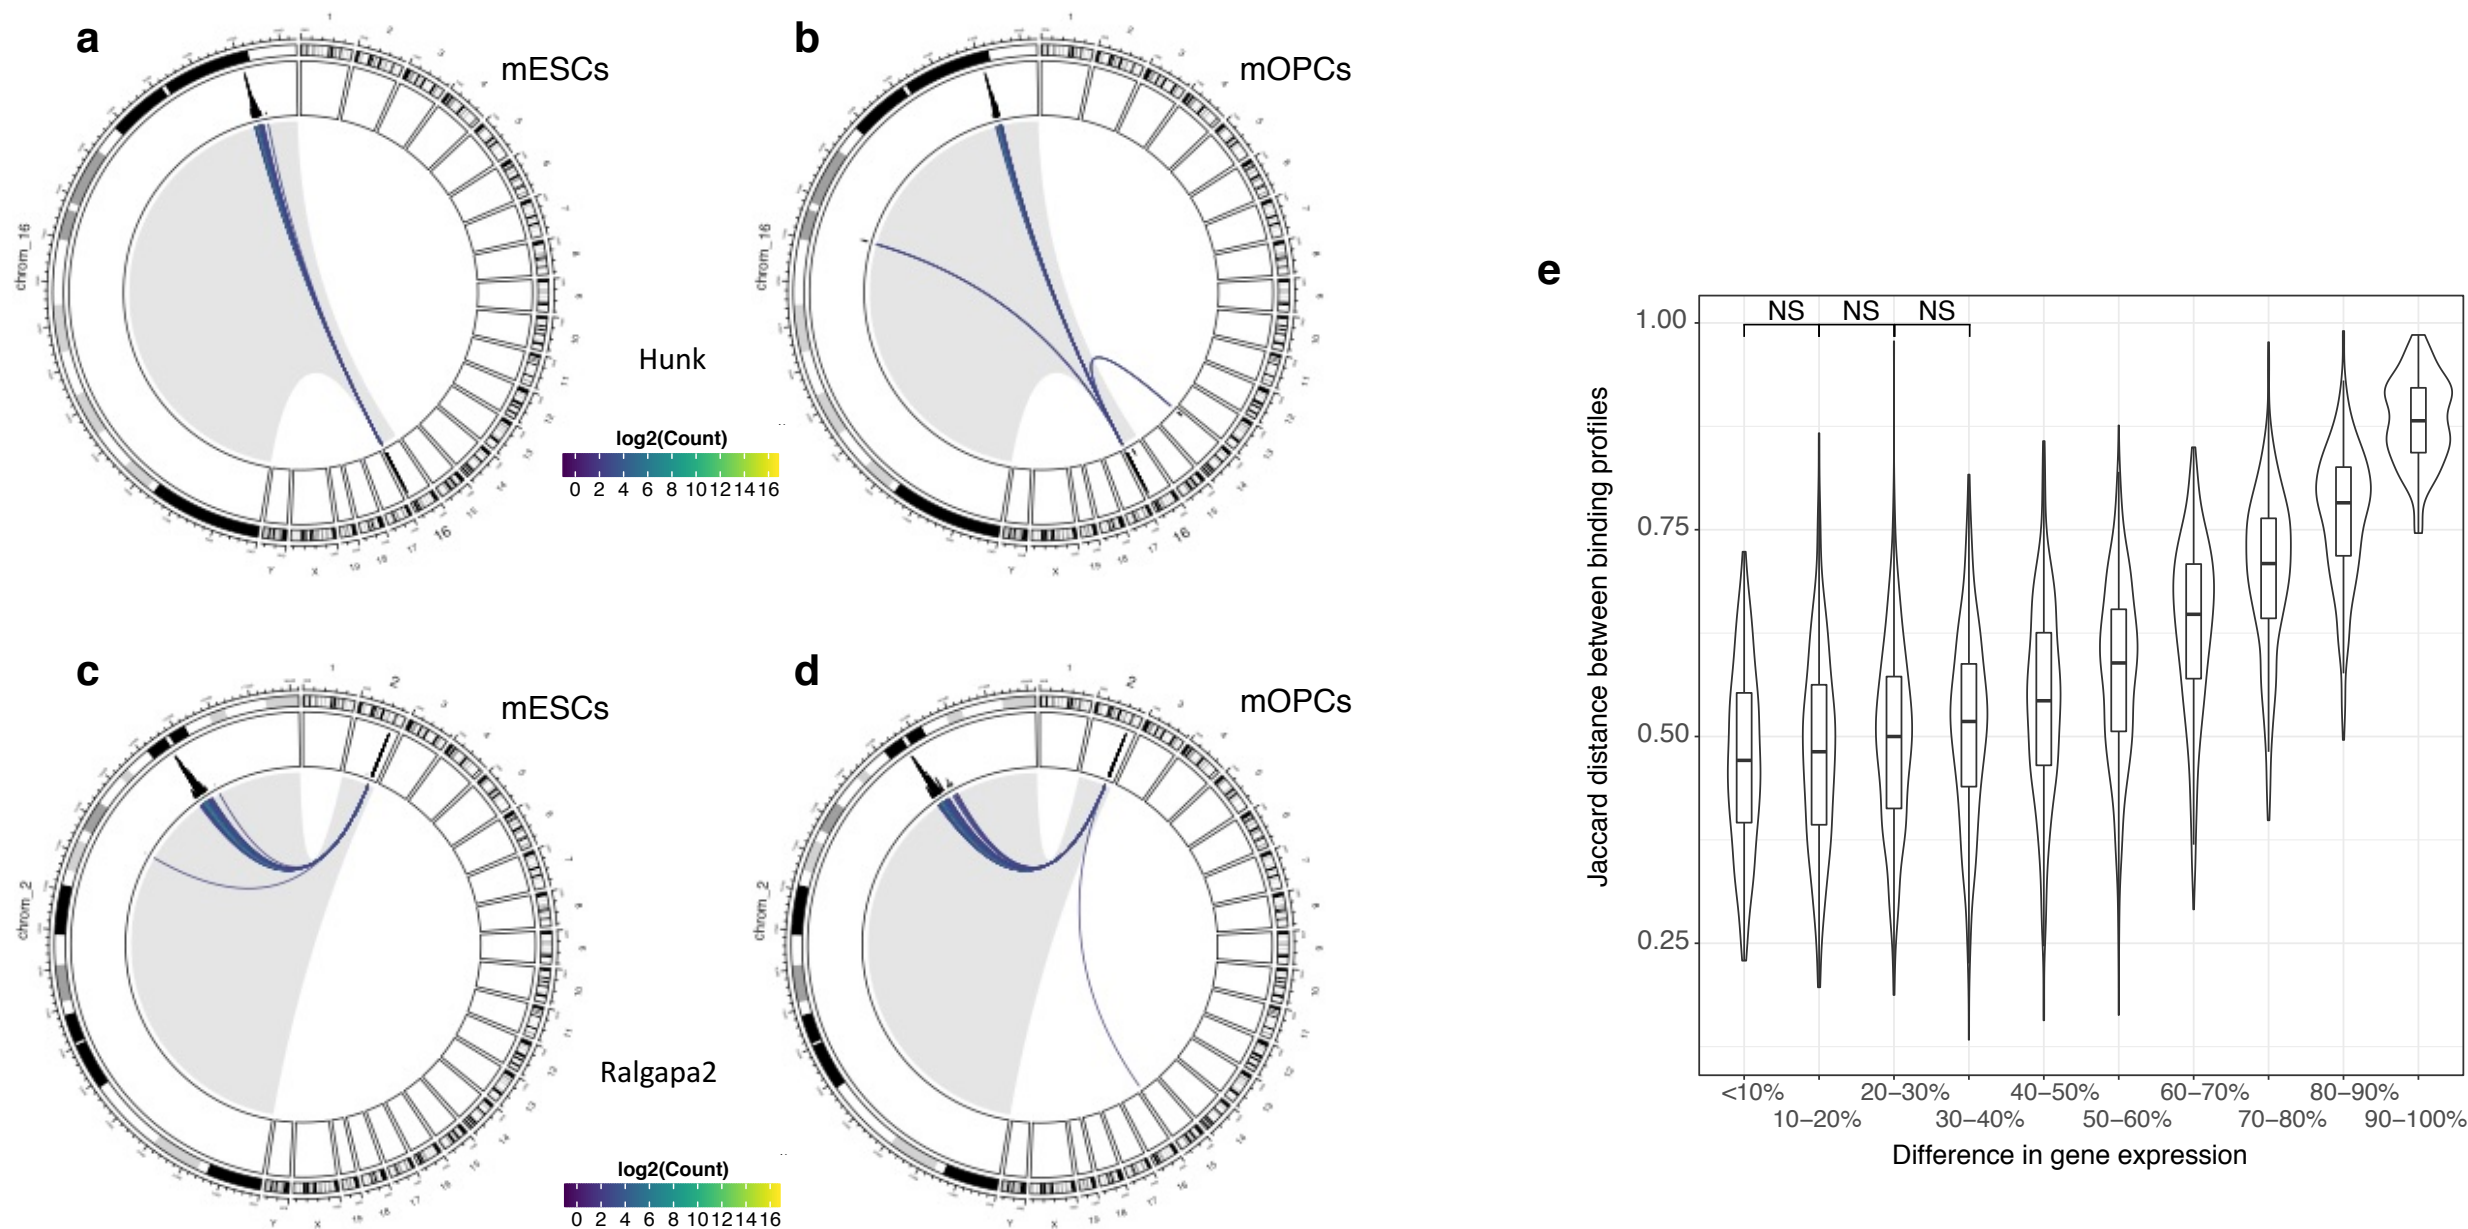

**Supplementary Fig. 20. Cell type-specific patterns of interactions.** a,b) Circos plots depicting Hunk genomic interactions in mESCs and mOPCs, respectively. c,d) Circos plots depicting Ralgapa2 genomic interactions in mESCs and mOPCs, respectively. Each line represents the interaction between the genic transcript and the contacted genomic bin, while its color indicates log2 of the RADICL-seq count. The chromosome of origin of the RNA under investigation is shown enlarged (gray shading) on the left portion of each circos plot. e) The distribution of Jaccard distances for genome-wide RNA-DNA binding profiles between mESCs and mOPCs for deciles of difference in gene expression between the cell types. For genes with a difference in gene expression between cell types of <40%, there was no significant difference (NS, two-sided Wilcoxon-Mann-Whitney test.  $P < 0.05$ ) in the distribution of Jaccard distances for genome-wide RNA-DNA binding profiles. All panels were generated using significant total datasets.

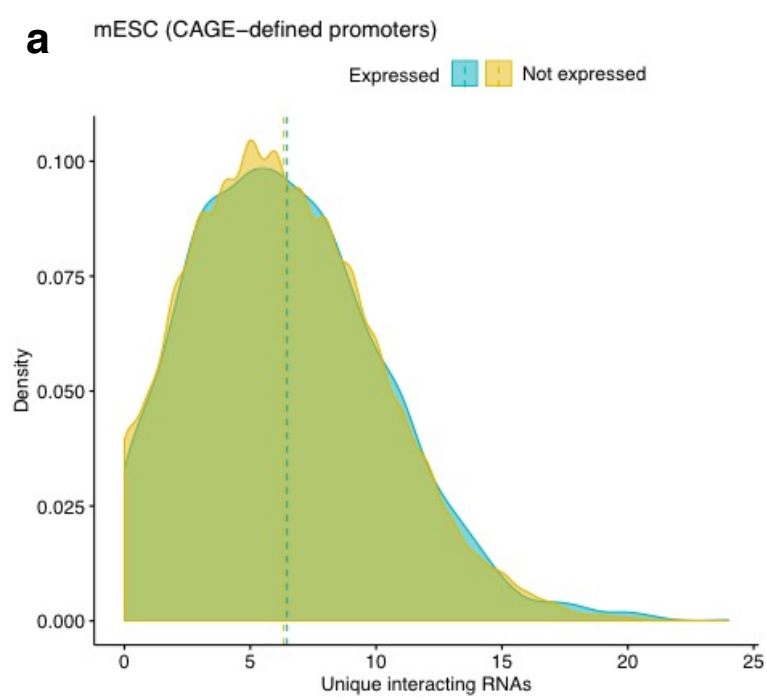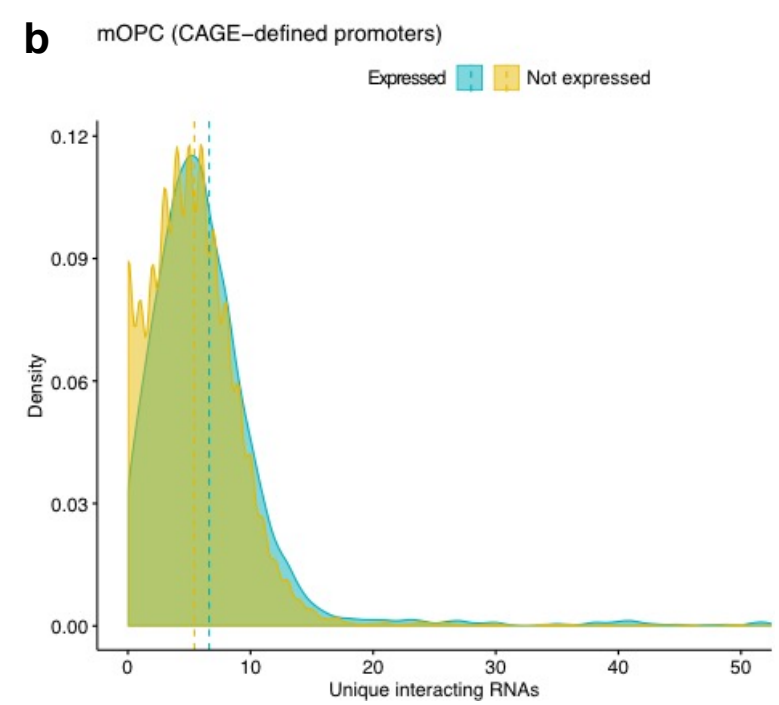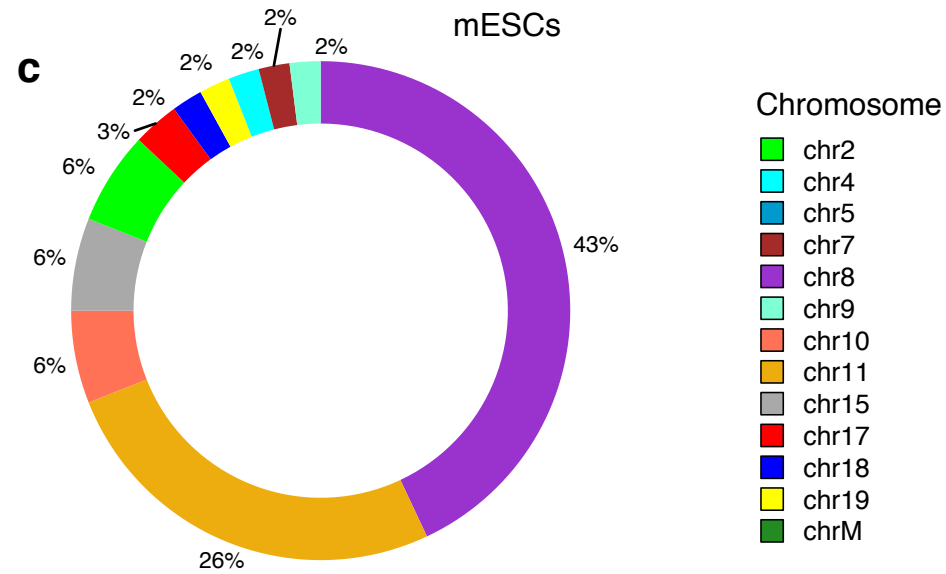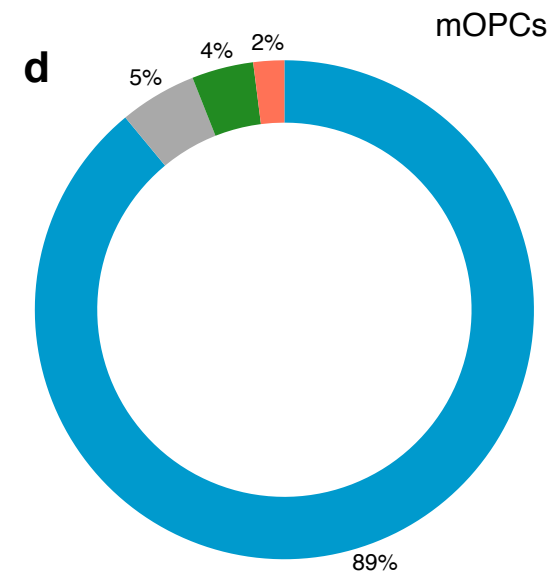

**Supplementary Fig. 21. RNA-DNA interactions at promoter regions.** a,b) Distribution of unique interacting RNAs on expressed ( $\geq 3$  TPM; yellow) and not expressed ( $< 3$  TPM; blue) CAGE-derived promoters ( $\pm 2$  kb) in mESCs and mOPCs, respectively. c,d) Distribution of CAGE-derived promoters (top 100 ranked by number of unique interacting RNAs) per chromosome in mESCs and mOPCs, respectively. All panels were generated using significant total datasets.

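With the mean over the 3 CAGE libraries of a cell type as its expression, 14451 of the mESC promoters (54.2%) and 16226 of the mOPC promoters (57.1%) were expressed at 3 TPM or more. The promoters below 3 TPM numbered 12216 in mESCs and 12215 in mOPCs. In the clusters of single libraries, 14236 ± 704 promoters were expressed in mESCs (SD, n = 3, range 13710 to 15036) and 16083 ± 443 in mOPCs (SD, n = 3, range 15651 to 16537). The ranges did not overlap (two-sided exact permutation test, p = 0.1, the smallest p of this design). However, normalized values sum to more TPM in mOPCs, so 3 TPM is not the same share of the total. With tags scaled to library size, mOPCs still had more, 14744 against 13373. When all positions with at least 2 tags were clustered, the cell types were nearly level, with 20122 in mOPCs and 20013 in mESCs. The threshold of 3 TPM corresponded to between 46.8 and 91.8 tags at a single position, depending on the library. In mESCs, 13541 promoters reached it in every library and 11206 in none, which left 1920 (7.20%) with libraries on both sides. In mOPCs these numbers were 15259, 11229 and 1953 (6.87%). The median expression was 17.8 TPM for the expressed and 1.19 TPM for the other promoters in mESCs, and 17.7 and 1.22 TPM in mOPCs. Expressed promoters were wider, with a median of 31 bp in mESCs and 30 bp in mOPCs against 1 bp for the others in both cell types. This follows at least in part from the thresholds, since few positions that reach 1 TPM fit into a promoter below 3 TPM. Expressed promoters also lay within 500 bp of an annotated 5′ end more often, in 89.3% against 66.4% of the promoters in mESCs and in 88.1% against 62.8% in mOPCs. With the threshold at 1 TPM, 22392 promoters in mESCs and 24449 in mOPCs counted as expressed, and at 10 TPM 9253 and 10453.

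**Figure D3:**
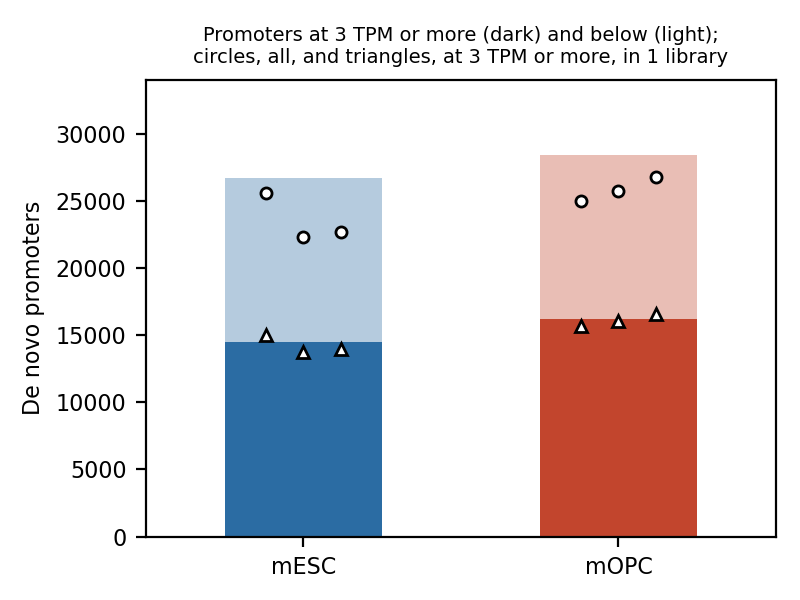
Number of de novo promoters (y axis) at 3 TPM or more (dark) and below (light) in mESCs and mOPCs, with circles for all promoters and triangles for expressed promoters clustered from 1 library. The triangles of mOPCs lie between 15651 and 16537, all above those of mESCs, while the circles overlap between the cell types.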

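The de novo promoters clustered here, with settings that the text of the paper does not name and so not necessarily the authors' set, were spread unevenly over the chromosomes. In mESCs, chromosome 11 carried more promoters than any other chromosome, 2132 of all promoters (7.99%), and chromosome 8 carried 1597 (5.99%), so that chromosomes 8 and 11 together held 13.98%. In mOPCs, chromosome 5 carried 2052 promoters (7.21%), fewer only than chromosomes 2 and 11 with 2295 each (8.07%). In clusters of single libraries, chromosomes 8 and 11 held 14.1% ± 0.0569 of the promoters in mESCs and 12.6% ± 0.134 in mOPCs, and chromosome 5 held 6.38% ± 0.0499 in mESCs and 7.10% ± 0.0614 in mOPCs (SD, n = 3 libraries each). Both differences between the cell types were larger than the spread between libraries (two-sided exact permutation test, p = 0.1 for each, the smallest that 3 libraries against 3 allow). For chromosomes 8 and 11 the difference came from chromosome 8, with 5.99% of the promoters in mESCs and 4.38% in mOPCs, while chromosome 11 held 7.99% and 8.07%. Of the expressed promoters, 898 (6.21%) in mESCs lay on chromosome 8 and 1148 (7.94%) on chromosome 11, and 1125 (6.93%) in mOPCs lay on chromosome 5. On chromosome 5, in a region chosen after the fold changes were seen (Slc35f6 to Gpn1, 30647933 to 31512904), 24 of 35 protein-coding genes had at least 2 CPM in both cell types. Of these, 23 had more CAGE tags in mOPCs, with a median log2 ratio of 2.89 over the 24, and Ift172 had fewer (-1.20). A further 4 genes reached 2 CPM in mESCs only and 1 in mOPCs only. The contacts of RNAs with these promoters were not analysed here.

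**Figure D4:**
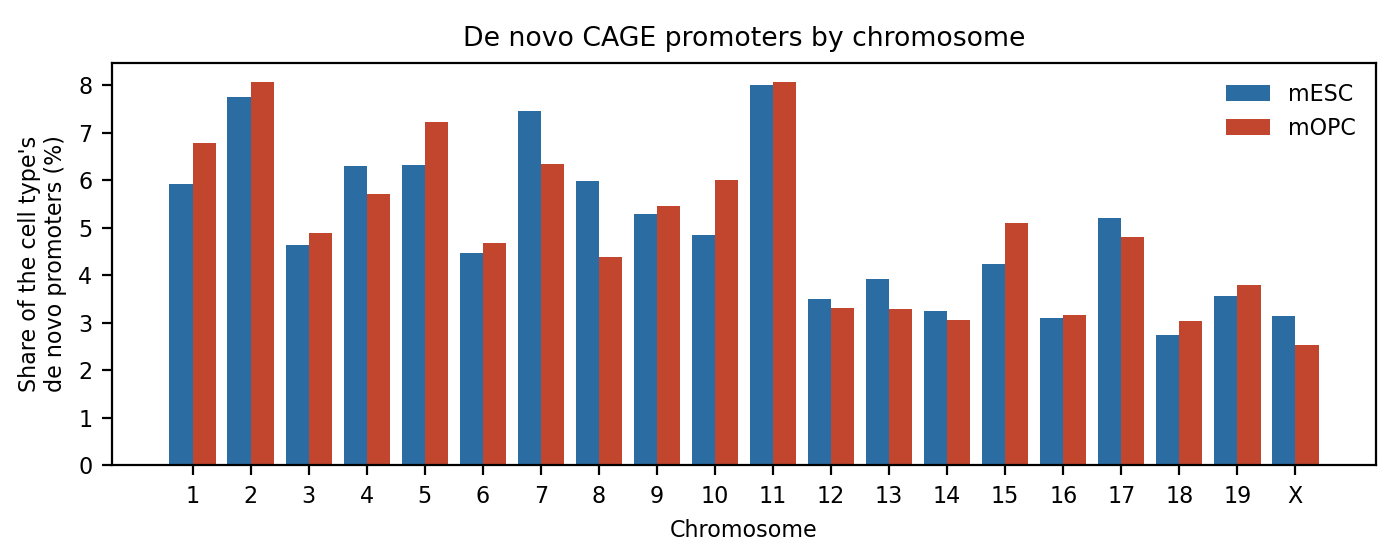
Share of the de novo promoters of a cell type (y axis, percent) on each autosome and chromosome X (x axis), for mESCs (blue) and mOPCs (red). Chromosome 8 holds 5.99% in mESCs and 4.38% in mOPCs, and chromosome 5 holds 6.31% in mESCs and 7.21% in mOPCs.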

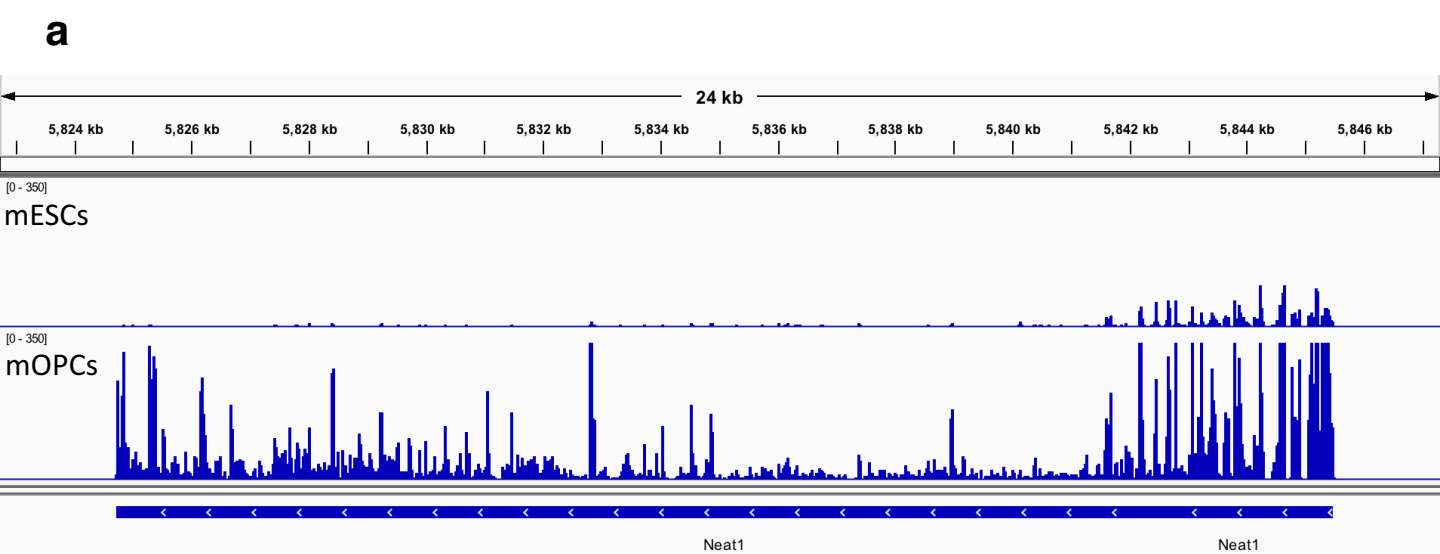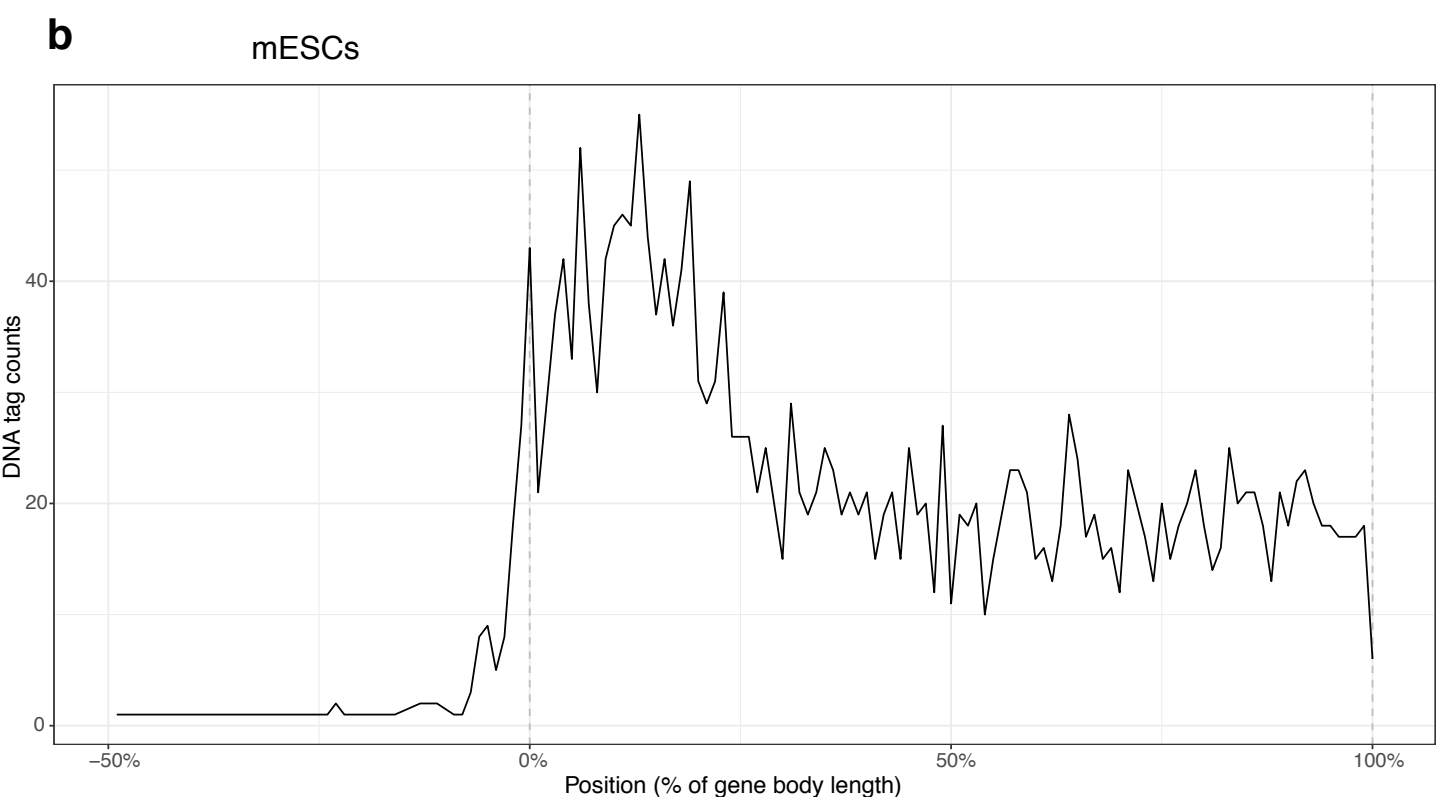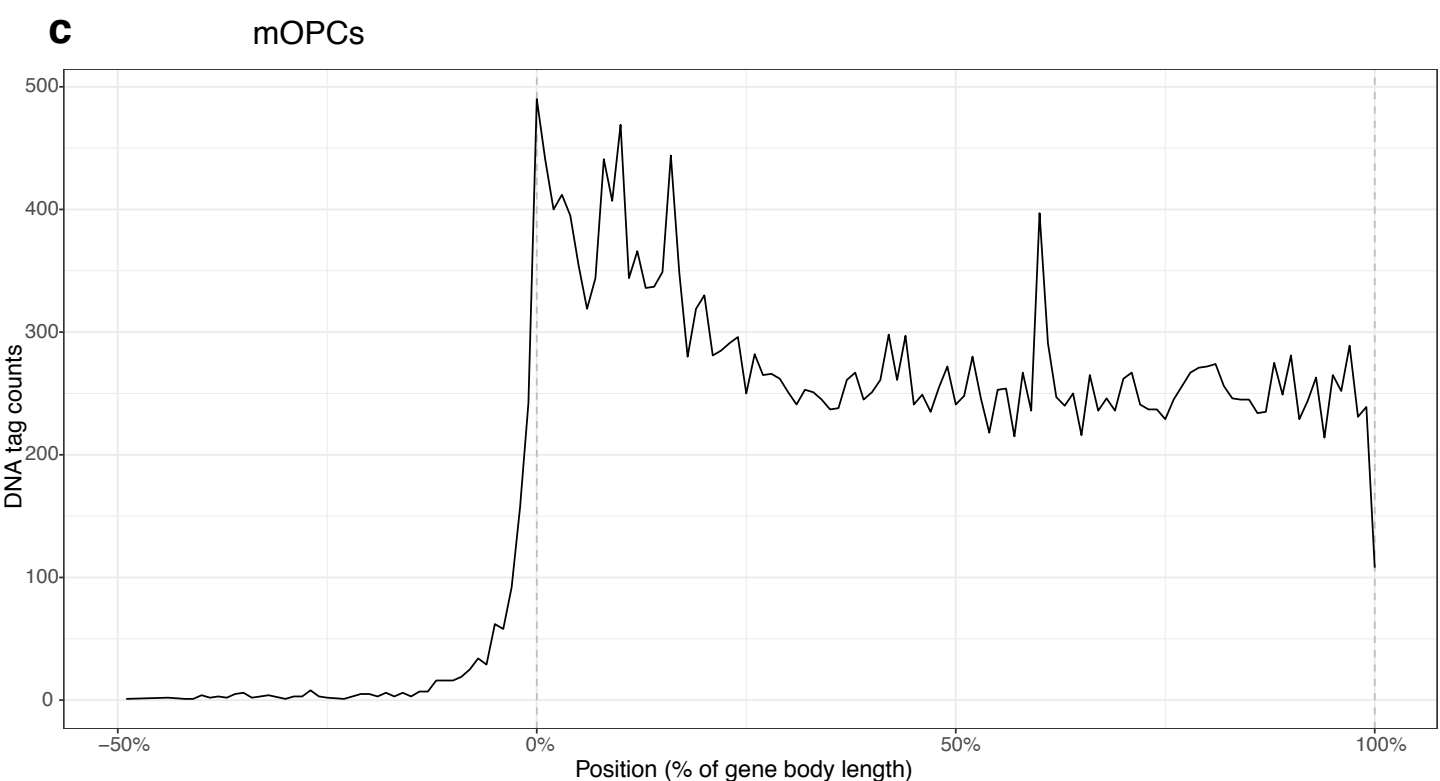

**Supplementary Fig. 22. Characterization of Neat1-mediated RNA-chromatin interactions.** a) Genomic coverage of Neat1 RNA tags across its gene body in the total mESC dataset (top) and mOPC dataset (bottom). b,c) Density of the DNA tag of Neat1 target genes across their gene bodies in mESCs and mOPCs, respectively. Position is reported as percentage of the gene body length, where 0% and 100% indicate the transcription start and end sites, respectively. All panels were generated using significant datasets.

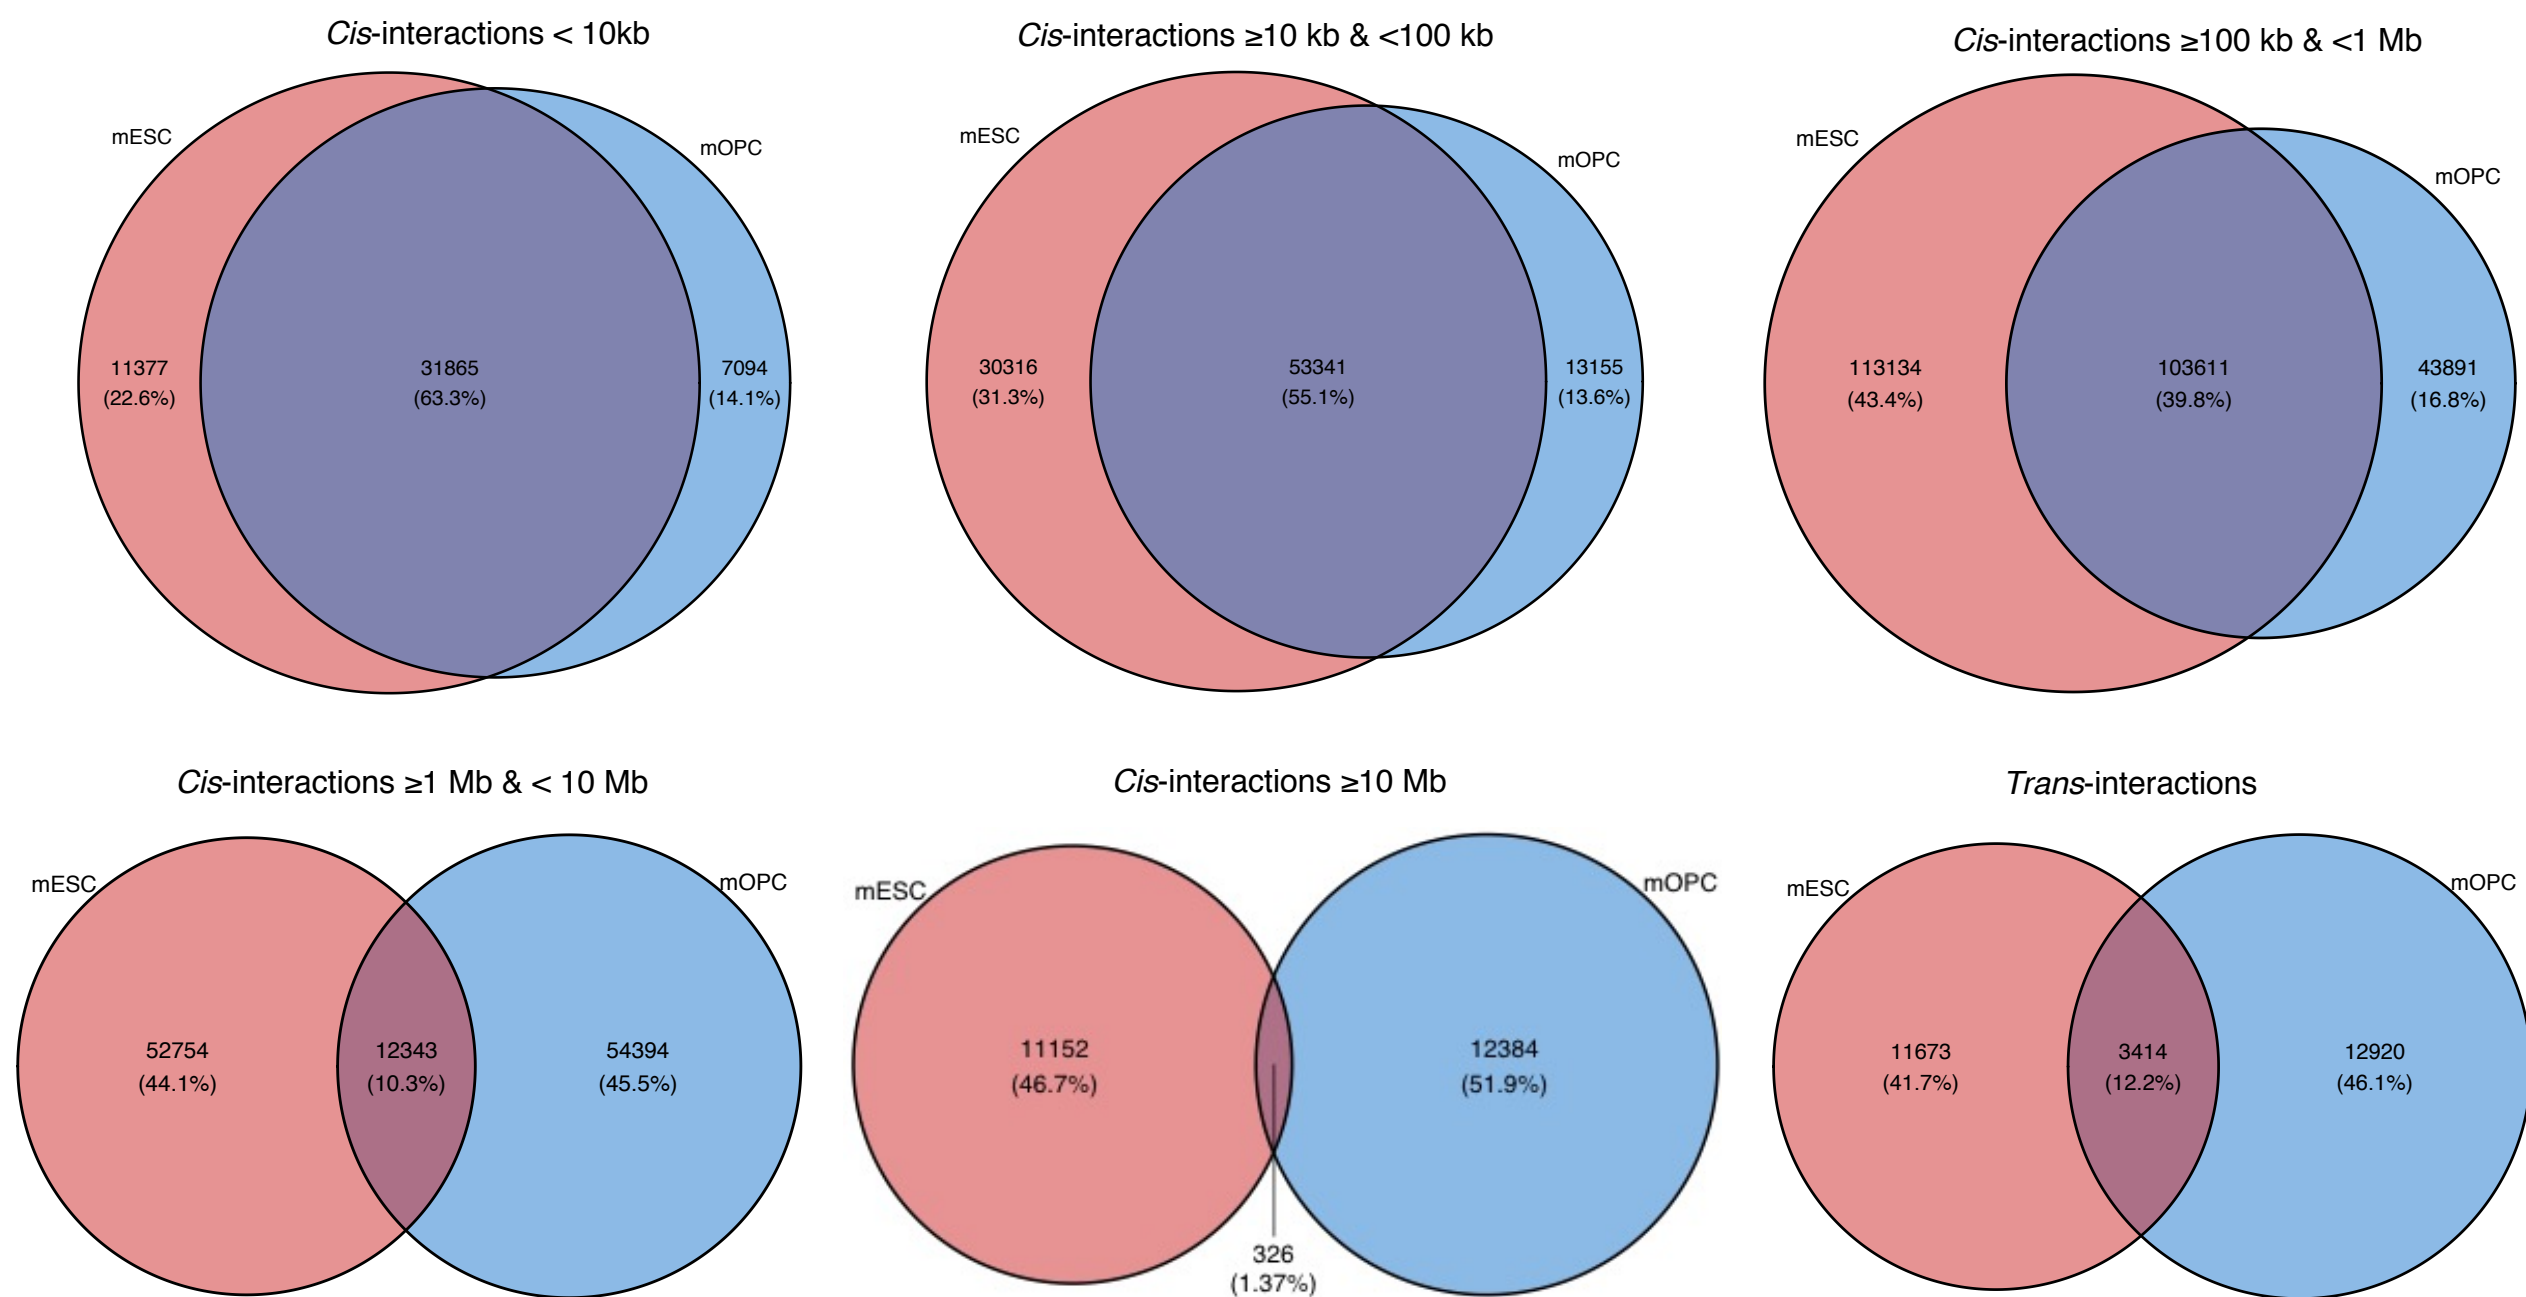

**Supplementary Fig. 23. Comparison of *cis*- and *trans*-interactions in mESCs and mOPCs.** Interaction overlaps between mESCs (red) and mOPCs (blue) at the indicated linear distances between RNA and DNA tags or interacting in *trans*. All panels were generated using significant total datasets.

**Supplementary Table 1.** Comparison for capture rates of different RNA biotypes between RADICL-seq and GRID-seq.

| BIOTYPE        | DETECTED IN BOTH TECHNOLOGIES | DETECTED ONLY WITH GRID-seq | DETECTED ONLY WITH RADICL-seq |
|----------------|-------------------------------|-----------------------------|-------------------------------|
| antisense      | 1,614                         | 55                          | 512                           |
| lincRNA        | 2,520                         | 77                          | 918                           |
| protein coding | 17,322                        | 120                         | 1,937                         |
| snoRNA         | 291                           | 20                          | 28                            |
| snRNA          | 70                            | 42                          | 48                            |

**Supplementary Table 2.** Top 10 chromatin-interacting RNAs sorted by the number of significant counts in the indicated datasets.

| <b>Experimental condition</b> | <b>Transcript ID</b>   | <b>Transcript name</b> | <b>biotype</b> | <b>Raw counts</b> | <b>Significant counts</b> |
|-------------------------------|------------------------|------------------------|----------------|-------------------|---------------------------|
| Total                         | ENSMUSG000000065232.1  | Gm22973                | ncRNA          | 918,723           | 298,499                   |
| Total                         | ENSMUSG000000092341.2  | Malat1                 | Long ncRNA     | 755,513           | 145,579                   |
| Total                         | ENSMUSG000000030849.18 | Fgfr2                  | Protein-coding | 166,917           | 69,594                    |
| Total                         | ENSMUSG000000004637.15 | Wwox                   | Protein-coding | 134,461           | 52,644                    |
| Total                         | ENSMUSG000000038518.15 | Jarid2                 | Protein-coding | 121,111           | 43,753                    |
| Total                         | ENSMUSG000000092329.1  | Gm20388                | Protein-coding | 124,753           | 41,348                    |
| Total                         | ENSMUSG000000069769.13 | Msi2                   | Protein-coding | 121,308           | 40,729                    |
| Total                         | ENSMUSG000000029763.17 | Exoc4                  | Protein-coding | 107,330           | 35,457                    |
| Total                         | ENSMUSG000000097039.8  | Pvt1                   | Long ncRNA     | 94,372            | 32,971                    |
| Total                         | ENSMUSG000000042348.9  | Arl15                  | Protein-coding | 81,000            | 31,556                    |
|                               |                        |                        |                |                   |                           |
| ActD                          | ENSMUSG000000065232.1  | Gm22973                | ncRNA          | 253,794           | 30,302                    |
| ActD                          | ENSMUSG000000064899.1  | Snord118               | ncRNA          | 141,036           | 14,722                    |
| ActD                          | ENSMUSG000000092341.2  | Malat1                 | Long ncRNA     | 209,761           | 10,260                    |
| ActD                          | ENSMUSG000000092329.1  | Gm20388                | Protein-coding | 27,615            | 7,160                     |
| ActD                          | ENSMUSG000000030849.18 | Fgfr2                  | Protein-coding | 23,037            | 3,576                     |
| ActD                          | ENSMUSG000000069769.13 | Msi2                   | Protein-coding | 20,143            | 3,454                     |
| ActD                          | ENSMUSG000000029763.17 | Exoc4                  | Protein-coding | 21,040            | 3,021                     |
| ActD                          | ENSMUSG000000035569.17 | Ankrd11                | Protein-coding | 16,565            | 2,553                     |
| ActD                          | ENSMUSG000000048402.14 | Gli2                   | Protein-coding | 12,441            | 2,534                     |
| ActD                          | ENSMUSG000000097039.8  | Pvt1                   | Long ncRNA     | 16,153            | 2,399                     |
|                               |                        |                        |                |                   |                           |
| NPM                           | ENSMUSG000000092341.2  | Malat1                 | Long ncRNA     | 252,334           | 18,946                    |
| NPM                           | ENSMUSG000000064337.1  | mt-Rnr1                | ncRNA          | 146,847           | 5,325                     |
| NPM                           | ENSMUSG000000064339.1  | mt-Rnr2                | ncRNA          | 113,093           | 3,927                     |
| NPM                           | ENSMUSG000000088088.1  | Rmrp                   | ncRNA          | 169,160           | 3,753                     |
| NPM                           | ENSMUSG000000030849.18 | Fgfr2                  | Protein-coding | 54,785            | 3,536                     |
| NPM                           | ENSMUSG000000004637.15 | Wwox                   | Protein-coding | 50,436            | 3,253                     |
| NPM                           | ENSMUSG000000092329.1  | Gm20388                | Protein-coding | 41,456            | 3,204                     |
| NPM                           | ENSMUSG000000038518.15 | Jarid2                 | Protein-coding | 44,665            | 2,786                     |
| NPM                           | ENSMUSG000000029763.17 | Exoc4                  | Protein-coding | 43,909            | 2,641                     |
| NPM                           | ENSMUSG000000069769.13 | Msi2                   | Protein-coding | 38,209            | 2,587                     |

**Supplementary Table 3. Analysis of lncRNA distance interaction patterns.** For each range of RNA and DNA distance intervals, the numbers of unique lncRNAs and the numbers and percentages of all lncRNA-mediated interactions are reported for both mESCs and mOPCs significant total datasets.

| Condition   | Distance interval        | Unique lncRNAs | Interactions | Percentage |
|-------------|--------------------------|----------------|--------------|------------|
| mESCs total | $\leq 10$ kb             | 1,422          | 40,952       | 12.8%      |
| mESCs total | $>10$ kb & $\leq 100$ kb | 1,177          | 52,280       | 16.4%      |
| mESCs total | $>100$ kb & $\leq 1$ Mb  | 285            | 60,331       | 18.9%      |
| mESCs total | $>1$ Mb & $\leq 10$ Mb   | 40             | 23,090       | 7.2%       |
| mESCs total | $>10$ Mb                 | 5              | 9,267        | 2.9%       |
| mESCs total | Trans                    | 3              | 133,705      | 41.8%      |
| mOPCs total | $\leq 10$ kb             | 1074           | 58,781       | 5.4%       |
| mOPCs total | $>10$ kb & $\leq 100$ kb | 958            | 68,932       | 6.4%       |
| mOPCs total | $>100$ kb & $\leq 1$ Mb  | 250            | 91,052       | 8.5%       |
| mOPCs total | $>1$ Mb & $\leq 10$ Mb   | 62             | 66,539       | 6.1%       |
| mOPCs total | $>10$ Mb                 | 17             | 38,277       | 3.5%       |
| mOPCs total | Trans                    | 10             | 759,844      | 70.1%      |

**Supplementary Table 4. Top ten interacting transcripts for *cis*- and *trans*-contacts**

**in each experimental condition.** Only lncRNAs and protein-coding (pc) RNAs are listed for each condition. Data produced from significant datasets.

| Condition  | Gene ID               | Gene Name     | Number of Contacts |
|------------|-----------------------|---------------|--------------------|
| mESC_total | ENSMUSG00000092341.2  | Malat1        | 134436             |
| mESC_total | ENSMUSG00000106943.1  | Dancr         | 104                |
| mESC_total | ENSMUSG00000092274.2  | Neat1         | 57                 |
| mESC_total | ENSMUSG00000097451.10 | Rian          | 15                 |
| mESC_total | ENSMUSG00000021268.17 | Meg3          | 12                 |
| mESC_total | ENSMUSG00000101609.1  | Kcnq1ot1      | 12                 |
| mESC_total | ENSMUSG00000108414.1  | Snhg1         | 9                  |
| mESC_total | ENSMUSG00000078952.9  | Lncenc1       | 7                  |
| mESC_total | ENSMUSG00000085396.7  | Firre         | 6                  |
| mESC_total | ENSMUSG00000097391.8  | Mirg          | 3                  |
| mESC_ActD  | ENSMUSG00000092341.2  | Malat1        | 9277               |
| mESC_ActD  | ENSMUSG00000106943.1  | Dancr         | 9                  |
| mESC_ActD  | ENSMUSG00000097451.10 | Rian          | 5                  |
| mESC_NPM   | ENSMUSG00000092341.2  | Malat1        | 2206               |
| mESC_NPM   | ENSMUSG00000092274.2  | Neat1         | 58                 |
| mESC_NPM   | ENSMUSG00000021268.17 | Meg3          | 41                 |
| mESC_NPM   | ENSMUSG00000101609.1  | Kcnq1ot1      | 38                 |
| mESC_NPM   | ENSMUSG00000097451.10 | Rian          | 13                 |
| mESC_NPM   | ENSMUSG00000078952.9  | Lncenc1       | 13                 |
| mESC_NPM   | ENSMUSG00000085438.1  | 1700020I14Rik | 8                  |
| mESC_NPM   | ENSMUSG00000097391.8  | Mirg          | 6                  |
| mESC_NPM   | ENSMUSG00000085715.2  | Tsix          | 5                  |
| mESC_NPM   | ENSMUSG00000085396.7  | Firre         | 5                  |
| mOPC_total | ENSMUSG00000092341.2  | Malat1        | 735180             |
| mOPC_total | ENSMUSG00000092274.2  | Neat1         | 24374              |
| mOPC_total | ENSMUSG00000106943.1  | Dancr         | 173                |
| mOPC_total | ENSMUSG00000073147.3  | 5031425E22Rik | 16                 |
| mOPC_total | ENSMUSG00000087259.7  | 2610035D17Rik | 13                 |
| mOPC_total | ENSMUSG00000101609.1  | Kcnq1ot1      | 12                 |
| mOPC_total | ENSMUSG00000097039.8  | Pvt1          | 12                 |
| mOPC_total | ENSMUSG00000097536.2  | 2610037D02Rik | 8                  |
| mOPC_total | ENSMUSG00000097814.5  | Panct2        | 2                  |
| mOPC_total | ENSMUSG00000075555.11 | Gm10863       | 1                  |
| mOPC_NPM   | ENSMUSG00000092341.2  | Malat1        | 76184              |
| mOPC_NPM   | ENSMUSG00000092274.2  | Neat1         | 12781              |
| mOPC_NPM   | ENSMUSG00000101609.1  | Kcnq1ot1      | 47                 |
| mOPC_NPM   | ENSMUSG00000097039.8  | Pvt1          | 36                 |
| mOPC_NPM   | ENSMUSG00000073147.3  | 5031425E22Rik | 24                 |
| mOPC_NPM   | ENSMUSG00000087259.7  | 2610035D17Rik | 22                 |
| mOPC_NPM   | ENSMUSG00000098243.3  | Gm4258        | 4                  |
| mOPC_NPM   | ENSMUSG00000097207.7  | 6030443J06Rik | 3                  |
| mOPC_NPM   | ENSMUSG00000105265.4  | Sox2ot        | 3                  |
| mOPC_NPM   | ENSMUSG00000054556.6  | Gm4876        | 2                  |

pcRNA trans-interactions

| Condition  | Gene ID               | Gene Name | Number of Contacts |
|------------|-----------------------|-----------|--------------------|
| mESC_total | ENSMUSG00000062647.16 | Rpl7a     | 18                 |
| mESC_total | ENSMUSG00000027404.15 | Snrpb     | 14                 |
| mESC_total | ENSMUSG00000036427.5  | Gpi1      | 9                  |
| mESC_total | ENSMUSG00000004980.16 | Hnrnpa2b1 | 5                  |
| mESC_total | ENSMUSG00000031939.16 | Taf1d     | 5                  |
| mESC_total | ENSMUSG00000078578.9  | Ube2d3    | 5                  |
| mESC_total | ENSMUSG00000000131.15 | Xpo6      | 4                  |
| mESC_total | ENSMUSG00000021767.16 | Kat6b     | 4                  |
| mESC_total | ENSMUSG00000022884.14 | Eif4a2    | 4                  |
| mESC_total | ENSMUSG00000030275.6  | Etnk1     | 4                  |
| mESC_NPM   | ENSMUSG00000010608.15 | Rbm25     | 14                 |
| mESC_NPM   | ENSMUSG00000021196.14 | Pfkip     | 14                 |
| mESC_NPM   | ENSMUSG00000025964.15 | Adam23    | 12                 |
| mESC_NPM   | ENSMUSG00000021767.16 | Kat6b     | 11                 |
| mESC_NPM   | ENSMUSG00000022884.14 | Eif4a2    | 10                 |
| mESC_NPM   | ENSMUSG00000030275.6  | Etnk1     | 9                  |
| mESC_NPM   | ENSMUSG00000035569.17 | Ankrd11   | 9                  |
| mESC_NPM   | ENSMUSG00000004980.16 | Hnrnpa2b1 | 8                  |
| mESC_NPM   | ENSMUSG00000029817.11 | Tra2a     | 8                  |
| mESC_NPM   | ENSMUSG00000032582.14 | Rbm6      | 8                  |
| mOPC_total | ENSMUSG00000026872.17 | Zeb2      | 22                 |
| mOPC_total | ENSMUSG00000023951.17 | Vegfa     | 13                 |
| mOPC_total | ENSMUSG00000027404.15 | Snrpb     | 11                 |
| mOPC_total | ENSMUSG00000031939.16 | Taf1d     | 11                 |
| mOPC_total | ENSMUSG00000051910.13 | Sox6      | 11                 |
| mOPC_total | ENSMUSG00000062647.16 | Rpl7a     | 10                 |
| mOPC_total | ENSMUSG00000039630.10 | Hnrnpu    | 6                  |
| mOPC_total | ENSMUSG00000068748.7  | Ptprz1    | 6                  |
| mOPC_total | ENSMUSG00000005103.12 | Wdr1      | 5                  |
| mOPC_total | ENSMUSG00000029673.17 | Auts2     | 4                  |
| mOPC_NPM   | ENSMUSG00000051910.13 | Sox6      | 15                 |
| mOPC_NPM   | ENSMUSG00000026872.17 | Zeb2      | 9                  |
| mOPC_NPM   | ENSMUSG00000005103.12 | Wdr1      | 8                  |
| mOPC_NPM   | ENSMUSG00000056073.16 | Grik2     | 7                  |
| mOPC_NPM   | ENSMUSG00000053477.16 | Tcf4      | 7                  |
| mOPC_NPM   | ENSMUSG00000004642.13 | Slbp      | 6                  |
| mOPC_NPM   | ENSMUSG00000026615.14 | Eprs      | 5                  |
| mOPC_NPM   | ENSMUSG00000059921.15 | Unc5c     | 5                  |
| mOPC_NPM   | ENSMUSG00000068748.7  | Ptprz1    | 4                  |
| mOPC_NPM   | ENSMUSG00000004980.16 | Hnrnpa2b1 | 3                  |

lncRNA cis-interactions

pcRNA cis-interactions

**Supplementary Table 5. List of cell type-specific markers.**

mESC markers, list modified from Zhao, W. *et al. Molecules* **17**, 6196-6246 (2012).

| Gene name | Gene ID                 |
|-----------|-------------------------|
| Cd324     | ENSMUSG00000000303.12   |
| Nacc1     | ENSMUSG000000001910.4   |
| Klf4      | ENSMUSG000000003032.8   |
| Stat3     | ENSMUSG000000004040.16  |
| Cd117     | ENSMUSG000000005672.12  |
| Nanog     | ENSMUSG0000000012396.12 |
| Tbx3      | ENSMUSG0000000018604.18 |
| Essrb     | ENSMUSG0000000021255.17 |
| Pou5f1    | ENSMUSG0000000024406.16 |
| Tfcp2l1   | ENSMUSG0000000026380.10 |
| Sall4     | ENSMUSG0000000027547.17 |
| Lef1      | ENSMUSG0000000027985.14 |
| Cd90      | ENSMUSG0000000032011.5  |
| Cripto    | ENSMUSG0000000032494.12 |
| Fbxo15    | ENSMUSG0000000034391.10 |
| Gbx2      | ENSMUSG0000000034486.8  |
| Cd326     | ENSMUSG0000000045394.8  |
| Dppa3     | ENSMUSG0000000046323.8  |
| Utf1      | ENSMUSG0000000047751.9  |
| Ssea-1    | ENSMUSG0000000049307.6  |
| Rex1      | ENSMUSG0000000051176.6  |
| Klf2      | ENSMUSG0000000055148.7  |
| Hmga2     | ENSMUSG0000000056758.14 |
| Dppa4     | ENSMUSG0000000058550.14 |
| Dppa5     | ENSMUSG0000000060461.5  |
| Gcnf      | ENSMUSG0000000063972.13 |
| Foxd3     | ENSMUSG0000000067261.4  |
| Dppa2     | ENSMUSG0000000072419.4  |
| Sox2      | ENSMUSG0000000074637.7  |
| Zfx       | ENSMUSG0000000079509.10 |

mOPC markers, list modified from Marques S. *et al. Science* **352**, 1326-1329 (2016).

| Gene name | Gene ID                 |
|-----------|-------------------------|
| Gria3     | ENSMUSG000000001986.16  |
| Bcan      | ENSMUSG000000004892.13  |
| Slc1a2    | ENSMUSG000000005089.15  |
| Atp1a2    | ENSMUSG000000007097.14  |
| Tnr       | ENSMUSG0000000015829.13 |
| Matn4     | ENSMUSG0000000016995.17 |
| Fabp7     | ENSMUSG0000000019874.11 |
| Ascl1     | ENSMUSG0000000020052.9  |
| Id2       | ENSMUSG0000000020644.9  |
| Zfp361l1  | ENSMUSG0000000021127.7  |
| Vcan      | ENSMUSG0000000021614.16 |
| Ednrb     | ENSMUSG0000000022122.14 |
| Serpine2  | ENSMUSG0000000026249.10 |
| Gpr37l1   | ENSMUSG0000000026424.8  |
| Pdgfra    | ENSMUSG0000000029231.15 |
| Tmem176b  | ENSMUSG0000000029810.15 |
| Tpm1      | ENSMUSG0000000032366.15 |
| Cspg5     | ENSMUSG0000000032482.9  |
| Cspg4     | ENSMUSG0000000032911.6  |

|         |                       |
|---------|-----------------------|
| Sox10   | ENSMUSG00000033006.9  |
| Neu4    | ENSMUSG00000034000.15 |
| Rlbp1   | ENSMUSG00000039194.15 |
| Olig2   | ENSMUSG00000039830.8  |
| Tril    | ENSMUSG00000043496.7  |
| S100a1  | ENSMUSG00000044080.9  |
| C1ql1   | ENSMUSG00000045532.5  |
| Olig1   | ENSMUSG00000046160.6  |
| Ncald   | ENSMUSG00000051359.14 |
| Sox6    | ENSMUSG00000051910.13 |
| Gpr17   | ENSMUSG00000052229.5  |
| Pcdh15  | ENSMUSG00000052613.16 |
| Sox11   | ENSMUSG00000063632.6  |
| Nnat    | ENSMUSG00000067786.16 |
| Ptprz1  | ENSMUSG00000068748.7  |
| Tmem100 | ENSMUSG00000069763.3  |
| Ccnd1   | ENSMUSG00000070348.5  |
| Kcnip3  | ENSMUSG00000079056.12 |
| Lhfpl3  | ENSMUSG00000106379.1  |

**Supplementary Table 6. Shared *trans*-interacting long noncoding RNAs captured in both mESCs and mOPCs.** For each transcript, the numbers of shared interactions detected in the significant total dataset for each cell type are shown.

| <b>Transcript ID</b>  | <b>Name</b> | <b>mESCs total</b> | <b>mOPCs total</b> |
|-----------------------|-------------|--------------------|--------------------|
| ENSMUSG00000092341.2  | Malat1      | 86,770             | 209,954            |
| ENSMUSG00000064899.1  | Snord118    | 294                | 103                |
| ENSMUSG00000088088.1  | Rmrp        | 112                | 106                |
| ENSMUSG00000092274.2  | Neat1       | 15                 | 48                 |
| ENSMUSG00000064337.1  | Mt-Rnr1     | 15                 | 36                 |
| ENSMUSG00000023795.16 | Pisd-ps2    | 14                 | 23                 |
| ENSMUSG00000097039.8  | Pvt1        | 14                 | 18                 |
| ENSMUSG00000064339.1  | Mt-Rnr2     | 13                 | 13                 |
| ENSMUSG00000065037.1  | Rn7sk       | 12                 | 20                 |
| ENSMUSG00000026131.18 | Dst         | 9                  | 11                 |
| ENSMUSG00000065878.1  | Snord34     | 8                  | 21                 |
| ENSMUSG00000077734.1  | Snord83b    | 8                  | 4                  |
| ENSMUSG00000048264.16 | Dip2c       | 7                  | 7                  |
| ENSMUSG00000104627.1  | Mir3535     | 4                  | 6                  |

# Supplementary material for: RADICL-seq identifies general and cell type–specific principles of genome-wide RNA-chromatin interactions
**Source:** Nat Commun. 2020 Feb 24;11:1018. doi: 10.1038/s41467-020-14337-6
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ A description of all covariates tested
- ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

*Provide a description of all commercial, open source and custom code used to collect the data in this study, specifying the version used OR state that no software was used.*

Data analysis

TagDust2 (ver. 2.31), RNAdust (ver. 1.0.6), BWA (ver. 0.7.15-r1140), samtools (ver. 1.3.1), bedtools (ver. 2.17.0), STAR (v2.5.0a), MEME (v4.11.2), MACS (v2.1.1.20160309), TrimGalore! (v0.4.5), Bowtie2 (v2.3.3.1), Picard (v2.9.0.21), HiCUP (v0.5.3), HOMER (v4.9), R custom scripts (a repository is provided).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

RADICL-seq and CAGE sequencing data were deposited in the GEO database with the accession code GSE132192.

### Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                             |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Not used                                                                                                                                                                                    |
| Data exclusions | Not used                                                                                                                                                                                    |
| Replication     | All RADICL-seq experiments were performed in duplicates or triplicates. High reproducibility for replicates from same experimental conditions was shown in Fig. 1c and Supplementary Fig. 5 |
| Randomization   | Not used                                                                                                                                                                                    |
| Blinding        | Not used                                                                                                                                                                                    |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                           |
|-------------------------------------|-----------------------------------------------------------|
| n/a                                 | Involved in the study                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                                                                                                                                                      |
|----------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | Mouse embryonic stem cells (mESCs) R08 purchased from RIKEN BioResource Center. Olineu cell line derived from mouse oligodendrocyte progenitor cells (mOPCs) obtained from the lab of the original publication (Jung M et al, 1995). |
| Authentication                                                       | mESCs and mOPCs were checked for morphology by microscope. Furthermore, from each cell type, RNA was extracted, converted to cDNA, specific expression markers were checked by quantitative PCR to confirm the cell type.            |
| Mycoplasma contamination                                             | mESCs and mOPCs were tested negative for mycoplasma contamination.                                                                                                                                                                   |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified lines have been used.                                                                                                                                                                                      |

How the deposited data were processed for this re-analysis (not part of the article)

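CAGE was measured on nuclear RNA of R08 mESCs (3 libraries) and of oli-neu mOPCs (3 libraries). According to the paper's methods, the authors split the reads by barcode, removed reads with ambiguous bases, trimmed linkers, aligned the tags to mm10 and kept unique alignments. The deposited values are counts: the number of tags whose 5′ end lies at a position and strand, per library, without normalization. All values were whole numbers of at least 1 at positions 1 bp wide. Libraries held between 16657021 and 40928704 tags, which sets the precision of the values of weakly expressed genes and promoters. Each library was 1 sample, and libraries were grouped by cell type. Replicate numbers were not used to pair mESC with mOPC libraries, since the lines are separate cultures. The RNA–DNA interaction data of the paper were not used here.

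Positions and counts were processed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The power-law normalization and the clustering of CAGEr were written anew from their published definitions, with a reference exponent of 1.25, a fit range of 10 to 1000 tags and a total of 1000000 tags. Promoters were clusters of positions with at least 1 TPM in at least 1 library of the cell type, joined up to 20 bp. A promoter counted as expressed at a mean of 3 TPM or more over the libraries, the threshold of the legend of Supplementary Fig. 21. Genes were taken from GENCODE vM21, with 21951 protein-coding and 13374 long non-coding RNA genes on the chromosomes used, and a tag was counted in every gene whose body it falls in on the same strand. On simulated positions, the clustering found every cluster that was set, and the fitted slope came within 0.1 of the slope that was set.

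Promoters clustered over both cell types and genes were compared between mESCs and mOPCs on raw tag counts, with R 4.3.3 and the quasi-likelihood test of edgeR 4.0.16 (robust fit, TMM normalization, filterByExpr, Benjamini-Hochberg adjusted p under 0.05). DESeq2 1.42.0 served as the alternative tool. The standard errors given with edgeR fold changes are the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. They were thus computed back from the test and not taken from the fitted coefficient. On simulated counts for 18850 genes with 200 planted changes of 2 on the log2 scale and a biological coefficient of variation of 0.1, the edgeR test recovered 189 (94.5%), and 10 of its 199 calls (5.03%) were false. In the real data 90.6% of the genes differed, far more than were planted, so these rates do not give the error of that comparison. The marker lists of Supplementary Table 5 were tested with camera (limma 3.58.1, voom values, preset correlation between genes of 0.01), with fry beside it. The gene identifiers of that table carry surplus zeros, which were removed before matching, and all 30 mESC markers and all 38 mOPC markers were then matched. Values of single libraries were compared by exact permutation tests, where 3 libraries against 3 allow no p below 0.1. Fold changes are mOPCs over mESCs.

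The genes reported singly in the closing section follow a rule set in advance, apart from genes of the regions and of the marker lists and genes of the sex chromosomes that were named after their values were seen. By the rule they are the genes that the results text of the paper names as examples of chromatin-interacting RNAs (Malat1, Rn7sk, Gm22973, Snord118, Pvt1, Meg3, Neat1, Fgfr2, Hunk and Ralgapa2), then the 3 protein-coding or long non-coding RNA genes with the largest log2 fold change in each direction, and the marker genes whose change goes against their list with an adjusted p under 0.05. The largest changes were chosen among genes past the threshold, with all libraries of one cell type above all of the other and a mean of at least 10 CPM in the higher cell type. Where a cell type had 0 tags for a gene, the fold change is given as a bound from 3 counts over the pooled tags of its libraries, 72972385 in mESCs and 91692553 in mOPCs. With 1 to 3 tags, the ratio is given with a 95% exact binomial interval. Such intervals and bounds cover counting error only, since tags carry no molecular identifiers.

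Fold changes along the chromosomes used protein-coding genes with at least 2 CPM in both cell types, without chromosomes Y and M, relative to the median of all these genes. Running medians of 15 neighbouring genes were compared with those of 1000 shuffles of the genes. Windows beyond the 95th percentile of the largest running median of each shuffle were joined when at most 7 genes apart. The histone genes outside a region were compared with 10000 draws of as many other genes, taken at random places with the same spacing within each chromosome. The alternatives tried were another normalization or reference of the power law, other thresholds and clustering distances, other tags counted for a gene, libraries thinned to the depth of the smallest, another tool, scaling or filter, a block for the replicate number, and each library left out in turn.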

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

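In this part, the test of tags outside annotated genes for the region from Slc35f6 to Gpn1 was chosen before its result was seen, while all other tests, the settings of the search along the chromosomes and the choice of the regions came after a first look at the fold changes. The search compared the CAGE tags of 10339 protein-coding genes, a use of the data that the paper does not report, and looked for neighbouring genes that change together. A running median over 15 genes had to exceed 2.38 on the log2 scale, a value passed anywhere in the genome in 5% of 1000 shuffles. It found 8 regions, 5 with a running median higher in mOPCs and 3 with one higher in mESCs. A running median reaches beyond the genes of its region, and for 2 of these 3 the genes themselves had a median near 0 (-0.12 from Zfp874a to Zfp748 and 0.07 from Gm20449 to 2610021A01Rik). The 3 regions reported held at least 5 genes, had a median of their genes beyond the same limit, and were also found with tags near annotated 5′ ends. The other 5 did not meet these criteria: they are Gxylt1 to Prickle1 on chromosome 15, Crot on chromosome 5, the protocadherin genes from Pcdha1 to Gm37388 on chromosome 18, Zfp874a to Zfp748 on chromosome 13, and Gm20449 to 2610021A01Rik on chromosome 7. No library serves as a control for such a signal.

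The region from Slc35f6 to Gpn1 on chromosome 5 (30647933 to 31512904, 864972 bp) had more tags in mOPCs, with a median log2 fold change of 2.89 over 24 genes (7.43-fold). The medians computed with 1 library at a time against the other cell type lay between 2.83 and 3.00. Of its 35 protein-coding genes, 4 reached 2 CPM in mESCs only, 1 in mOPCs only and 6 in neither. The chance order of genes along the chromosomes was tested by the shuffles, of which 0 of 1000 gave a running median as high as 3.36, the highest being 2.99. A few genes do take most of the tags, with 51.8% of the mOPC tags of the 24 genes in Slc5a6 and 64.3% in Slc5a6, Atraid and Cad together. They are argued against as the whole cause by tags that the search did not use. More than 10000 bp from these 3 genes, tags outside annotated genes had a log2 ratio of 2.34 and tags opposite to genes one of 2.78, with every mOPC library above every mESC library. That 21 of the 24 genes were higher by more than 2-fold largely restates how the region was found. Tags shared with paralogs were not tested directly, since only unique alignments are in the counts. These 21 genes carry 19 different family names, read from the letters of the gene names, so that a single family does not make up the region. A tag inside overlapping genes counted for each of them, as for Gm29609, which overlaps Mpv17 and Gtf3c2 on its strand. Repeats were not examined. Extra copies of the region in the mOPC line are a candidate explanation. They would also raise tags that belong to no gene, and tags outside annotated genes had a log2 ratio of 2.49 relative to all such tags, and tags opposite to genes one of 2.97. More copies alone would raise the genes alike. The log2 fold changes ran from -1.20 (Ift172), 0.37 (Ppm1g) and 0.68 (Cenpa) to 9.58 (Slc5a6), with an SD of 2.03 over the 24 genes. The SD over all 10339 genes of the search was 1.74, however, so a raised region would show much of this spread anyway. The spread therefore does not decide against extra copies. An active chromatin domain in mOPCs could raise the same tags and stays open, as does the cell type itself, and neither was tested. The counts carry no normalization by the authors. GC content was not examined. A difference between library batches coincides with the cell types and cannot be told apart from them.

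The region from Fam126a to Nos3 on chromosome 5 (23915276 to 24384474) had a median log2 fold change of 2.86 over 5 genes, all higher in mOPCs. Medians with 1 library at a time lay between 2.78 and 2.93. The chance order of genes along the chromosomes gave a running median as high in 3 of 1000 shuffles. Extra copies of the region in the mOPC line could explain a log2 ratio of 2.25 for tags outside annotated genes, but tags opposite to genes had a ratio of 0.058, resting on 290 tags in mESCs and 585 in mOPCs. The tests thus point in different directions, and extra copies and a change in transcription cannot be told apart from these counts. Library batches are confounded with the cell types here too, and the difference between the cell types was not tested as a cause.

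The region from Zfp322a to Hist1h1a on chromosome 13 (23353103 to 23764406) had fewer tags in mOPCs, with a median log2 fold change of -4.02 over 18 genes, 17 of them lower in mOPCs. Medians with 1 library at a time lay between -4.27 and -3.81. The chance order of genes along the chromosomes gave a running median as far from zero in 0 of 1000 shuffles. Histone genes made up 16 of the 18, with a median of -4.61, against -0.93 for the 2 other genes. Tags outside annotated genes of the region had a log2 ratio of -1.17 (3559 tags in mESCs and 2018 in mOPCs), and tags opposite to genes one of -0.89 (1077 and 1040), so both fell by less than the histone genes. Lower levels of histone transcripts wherever their genes lie could account for part of the fall. The 7 histone genes outside the region had a median of -1.70, and 331 of 10000 draws of other genes with the same spacing had a median as far from zero on either side (3.31%). Of these 7 genes, 6 were lower in mOPCs, Hist3h2a was higher (1.71), and Hist1h1b, Hist1h2bp and Hist1h4n lie on chromosome 13 as well. Only genes with at least 2 CPM in both cell types were used, which limits how far a weakly expressed gene can fall. In mESCs, Hist3h2a, Hist1h4n and Hist2h4 had 2.75, 5.90 and 8.79 CPM. Hist2h2ab, Hist1h2bp, Hist1h1b and Hist2h3b had 27.1, 46.6, 50.0 and 294 CPM. The filter may thus set part of the gap between the genes inside and outside the region. What else lowered the genes of the region further stays open. Tags shared between the closely related histone genes were not examined, since only unique alignments are in the counts. The cell type and, coinciding with it, the library batches stay open.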

How the results depend on the processing

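All alternatives were set before the data were examined, except the gene extended 1 bp upstream of its annotated 5′ end, which was chosen after the data were seen.

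The number of de novo promoters stayed within 1.5 times its value in 9 of 10 alternatives in each cell type. Without a TPM threshold, with at least 2 tags, it was 641947 in mESCs and 1233795 in mOPCs, because that setting admits positions with few tags. Leaving out 1 library gave between 24123 and 26211 in mESCs and between 27012 and 27845 in mOPCs. Expressed promoters stayed within 1.5 times in 10 of 12 alternatives. Their difference between the cell types nearly vanished without a TPM threshold for positions, with 20013 in mESCs and 20122 in mOPCs. With an expression threshold of 1 TPM, expressed promoters numbered 22392 and 24449, and with 10 TPM 9253 and 10453, which follows from moving the threshold itself.

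The share of mESC promoters on chromosomes 8 and 11 moved by more than the small spread between libraries in 4 of 10 alternatives. It was 14.1% with 1 TPM in at least 2 libraries, 13.9% without a TPM threshold and 14.2% with a clustering distance of 100 bp, and between 13.99% and 14.04% with 1 library left out. The share of mOPC promoters on chromosome 5 moved in 6 of 10. It was 7.11% with tags scaled to library size without the power law, 7.15% with a reference slope of 1.2 and a fit range from 5 tags, 7.12% with every library thinned to the depth of the smallest, 7.38% without a TPM threshold and 7.03% with a clustering distance of 10 bp, and between 7.14% and 7.25% with 1 library left out. The cause was not tested for these shares.

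The middle boundary of the protein-coding quartiles was 30.5 TPM in mESCs and 42.0 TPM in mOPCs when only positions within 500 bp of an annotated 5′ end were counted, with 42.5% of the genes in the same quartile in both cell types. With tags scaled to library size without the power law, these values were 23.1 TPM, 31.2 TPM and 43.3%. With every library thinned to the depth of the smallest, the mOPC boundary was 32.0 TPM. The cause was not tested. With any gene of at least 1 tag they were 14.1 TPM, 16.7 TPM and 53.0%, because genes below 1 TPM then enter the lower quartiles. In the other alternatives the boundaries and the share moved by less than the spread between libraries, 6 of 9 for the mESC boundary, 5 of 9 for the mOPC boundary and 9 of 12 for the share.

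The number of promoters that differed between the cell types lay between 29058 and 35554 in 13 alternatives, and the number of genes between 12556 and 20840 in 16, all within 1.5 times. With 1 library left out they lay between 33742 and 35273 and between 16895 and 17807. With the replicate number as a block they were 33950 and 16991, although the deviations of mESC and mOPC libraries with the same number were hardly correlated over genes (0.0325, 0.0732 and 0.00197), so the replicates are not paired. Neither cell type had more of the higher promoters in every alternative. By library size alone, 18344 promoters were higher in mOPCs and 16091 in mESCs, and mOPCs also had more without mESC replicate 1 (17217 against 16525), without mOPC replicate 1 (17878 against 17395) and without mOPC replicate 2 (17147 against 17110). For genes, mOPCs had more by library size alone (8833 against 8322), and mESCs in the 15 other alternatives. That scaling moved the median log2 fold change of all genes by 0.12, and DESeq2 moved it by -0.04.

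Both marker lists kept their direction and stayed past the threshold in all 10 alternatives each, with a median of the voom values between -9.44 and -6.95 for the mESC list and between 5.74 and 6.01 for the mOPC list. Of 218 values for the 20 named genes tested, 213 kept their direction and their side of the threshold and 0 reversed. The other 5 all concern Nr6a1, whose log2 fold change fell short of the threshold with DESeq2 (0.12, adjusted p = 0.117), with tags within 500 bp of a 5′ end (0.01, edgeR adjusted p = 0.886) and without mESC replicate 2 (0.12), without mESC replicate 3 (0.16) or without mOPC replicate 3 (0.12). Its adjusted p ranged from 0.000501 to 0.886 over the alternatives, and the cause was not tested. Leaving out mOPC replicate 3 also moved the fitted log2 fold changes of Meg3 to -12.28 and of Nnat to -7.36, because that library holds most of the few mOPC tags of these genes.

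Depth limits the weak end of these data. With every library thinned to the depth of the smallest, 24855 promoters were found in mESCs and 26246 in mOPCs, and 29406 promoters out of 32370 tested differed between the cell types, both fewer than at full depth.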

Other observations

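In this part, the tests on chromosomes 8 and 11, on the first and second parts of the chromosomes and on start positions 1 bp upstream of 5′ ends were chosen only after the result was seen, while the comparison of the cell types, its regroupings of the libraries and the marker lists were chosen beforehand.

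Of 37380 promoters tested, 34185 (91.5%) differed between mESCs and mOPCs in CAGE tags (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), 16964 higher in mOPCs and 17221 higher in mESCs. Of 18850 genes tested, 17073 (90.6%) differed, 8399 higher in mOPCs and 8674 higher in mESCs. All libraries of one cell type lay above all of the other for 34242 promoters (91.6%) and 17159 genes (91.0%), where chance gives 10%. The biological coefficient of variation was 0.104 for promoters and 0.0744 for genes. Of the 10 ways to split the 6 libraries into 3 and 3, only 1, the real one, gave as many calls for promoters or for genes, but so few splits cannot exclude chance at 0.05, whatever the data. A difference between library batches stays open for both counts, since each cell type has 1 library label and the label and the cell type cannot be told apart. For the marker genes below, whose lists come from the literature, a batch as the whole cause is argued against. Their median log2 fold changes in the voom values were -7.43 for the mESC list and 5.81 for the mOPC list. In each list, 3 genes went against it past the threshold.

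Replicates differed by more than counting noise. The median chi-square per gene between pairs of libraries of a cell type lay between 0.983 and 1.91, where counting noise alone gives 0.455. The mean, 1 under counting noise alone, lay further above it, between 4.02 and 9.11, with a correlation across genes of 0.997 to 0.998 on the log2 scale. Genes are not independent replicates.

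The marker lists of Supplementary Table 5, which the paper collected from the literature, were compared with nuclear CAGE expression, since the paper examines them in the interaction data only. Of the 30 mESC markers, 29 could be tested and Fut4 could not. Of these, 26 had a fitted log2 fold change below 0, 24 of them past the threshold, and the same number adjusted over the list alone. In the limma voom values that camera tests, the median log2 fold change was -7.43 and the mean -7.60, against -9.04 and -8.21 in the edgeR fit. With the 8 genes at 0 tags in one cell type set to their bound, the median from pooled tags was -6.88. The remaining 2, Kit (-0.03) and Lef1 (-0.22), gave no direction, and the mean of Kit before TMM scaling was 36.6 CPM in mESCs and 38.9 CPM in mOPCs. They are named here after their values were seen. Of the 38 mOPC markers, 35 were higher in mOPCs, all past the threshold, and as many adjusted over the list alone. Over all 38, the median was 5.81 in both fits and the mean 5.79 in the voom values and 5.93 in the edgeR fit. With the 2 genes at 0 tags at their bound, the median was 5.91. Over the 2 lists, the Benjamini-Hochberg adjusted p of limma camera, two-sided, was 3.80e-07 for mESC markers and 8.67e-10 for mOPC markers, and fry put both lists under 0.05. The markers against their list were Stat3 (0.88), Zfx (0.66) and Nr6a1 (0.16, edgeR adjusted p = 0.0491) in the mESC list and Zfp36l1 (-3.60), Ednrb (-3.55) and Nnat (-6.11) in the mOPC list. Nr6a1 passed the threshold only narrowly. Ednrb had 38 tags in mESCs and 4 in mOPCs, and Nnat 278 and 5. Without mOPC replicate 3, Nnat was at -7.36.

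The genes that the paper names as examples of chromatin-interacting RNAs also differed in CAGE tags where they could be tested. Malat1 rose from 6591 ± 969 CPM in mESCs to 65347 ± 3138 CPM in mOPCs (SD, n = 3 each), a log2 fold change of 3.19 (standard error 0.105, edgeR adjusted p = 7.87e-47). Pvt1 rose from 137 ± 14.7 to 1181 ± 4.44 CPM, a log2 fold change of 2.99. The paper selects Neat1 as an RNA with more interaction counts in mOPCs. Its CAGE tags rose from 52.0 ± 1.77 to 1671 ± 99.3 CPM, a log2 fold change of 4.89 (standard error 0.0990, edgeR adjusted p = 8.95e-64). The paper selects Fgfr2 as an RNA with more interaction counts in mESCs. It had 621 ± 11.5 CPM in mESCs and 509 ± 19.8 CPM in mOPCs, a log2 fold change of -0.41 (standard error 0.0820, edgeR adjusted p = 4.26e-06), but the annotated gene spans 2960900 bp and overlaps 36 genes on its strand. Counted within 500 bp of its annotated 5′ ends, it had 49823 tags in mESCs and 1580 in mOPCs, a log2 fold change of -5.32 (standard error 0.104, edgeR adjusted p = 1.33e-45). Hunk and Ralgapa2 are the paper's examples of differing interactions at comparable expression, for which it takes the RADICL-seq capture rate as a proxy. Their CAGE tags were higher in mOPCs by 1.96 and 1.33 on the log2 scale, so by this other measure their levels were not alike. Snord118 was at -1.42 (standard error 0.412, edgeR adjusted p = 0.00105) from 40 tags in mESCs and 20 in mOPCs. Most tags of Snord118 lay just outside the annotated gene. Extended by 1 bp upstream it had 2438 and 1095 tags and a log2 fold change of -1.61 (edgeR adjusted p = 5.78e-28), and within 500 bp of its 5′ end 4378 and 1584 tags and -1.80 (edgeR adjusted p = 1.92e-25). Meg3 had 1778 tags in mESCs and 1 in mOPCs, a ratio of 2234 (95% interval 400.5 to 88292). That tag lay in mOPC replicate 3, without which the fitted log2 fold change moved from -10.71 to -12.28. Rn7sk, with 1 tag in mESCs and 26 in mOPCs (ratio 20.7, 95% interval 3.40 to 848), and Gm22973, with 15 tags in mESCs and 1 in mOPCs (ratio 18.8, 95% interval 2.90 to 793), had too few tags inside the gene to be tested, and 13 of the 15 tags of Gm22973 lay in mESC replicate 1. Within 500 bp of the 5′ end, Rn7sk had 13 tags in mESCs and 31 in mOPCs, a smaller difference, and was not tested either. Gm22973 had 48 and 4 tags there, with a log2 fold change of -3.78 (standard error 0.564, edgeR adjusted p = 1.80e-08). Genes on the same strand overlap Malat1 (1), Pvt1 (4), Meg3 (4) and Neat1 (3), and share tags with them.

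Among the genes with the largest changes, Gria2 had 2 tags in mESCs and 69375 in mOPCs, a ratio of 27606 (95% interval 7642 to 227953). Gm42948 was at least 2107-fold higher and Gpr17 at least 1816-fold higher in mOPCs, but only 149 tags lay within 500 bp of the 5′ end of Gm42948, against 7941 inside the gene, so most of its tags start elsewhere in it. In mESCs, Dppa5a was at least 33893-fold higher, Pou5f1 at least 29572-fold higher and Utf1 at least 13183-fold higher. These bounds set the cell type without tags to 3 counts over its pooled libraries. Pou5f1, Dppa5a and Utf1 are in the mESC list of markers and Gpr17 in the mOPC list.

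Main start positions often lay 1 bp upstream of the annotated 5′ end. Of the 20000 strongest positions, 5660 on the plus strand and 5188 on the minus strand lay within 10 bp of an annotated 5′ end. Of these, 24.8% on the plus strand and 27.2% on the minus strand lay 1 bp upstream, against 7.26% and 7.00% at the 5′ end itself. An off-by-1 reading of the coordinates would shift the strands in opposite directions along the RNA, whereas the 27.2% on the minus strand lay upstream as well. An untemplated base added at the cap and kept in the alignment may explain the 24.8% on the plus strand, but this needs the sequences of the tags, which were not used here, so that it and a true start 1 bp upstream cannot be told apart. No biological explanation was tested. Of 14149 protein-coding genes with at least 100 tags, 356 (2.52%) gained more than 1.5-fold when the gene was extended by 1 bp. For Neat1 the tags went from 3794 to 45447 in mESCs and from 152283 to 1527648 in mOPCs, and the log2 fold change became 4.61.

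The paper ranks promoters by the number of RNAs in contact with them. Ranked by CAGE expression instead, 3 of the top 100 promoters of mESCs lay on chromosome 8, 11 on chromosome 11 and 3 on chromosome 5. In mOPCs, 21 of the top 100 lay on chromosome 5, 0 on chromosome 8 and 8 on chromosome 11. Of those 21, 6 lay between Slc35f6 and Gpn1, the strongest at 13198 TPM, and 1 at Crot, and 13 lay between 8966033 and 31512904, where none of the top 100 of mESCs lay. Chromosome 19 held 20.8% of the TPM of mOPC promoters but 3.80% of these promoters. Malat1 and Neat1 lie on it and, extended by 1 bp upstream, had 7261429 and 1527648 of the 91692553 mOPC tags. A few loci can thus make up much of this share.

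Genes of chromosome 8 had fewer tags in mOPCs, with a median log2 fold change of -0.75 relative to all genes (561 genes, bootstrap interval -0.85 to -0.63). It was the lowest median of all chromosomes with tags of the gene body, with tags near 5′ ends and with genes of at least 20 CPM. A different number of copies of chromosome 8 in the cell lines may explain it, as the first and second parts of the chromosome, in the order of the genes, were at -0.67 and -0.84. More copies of chromosome 11 in mESCs than in mOPCs are argued against as a source of the paper's promoters on that chromosome. Its genes had a median of 0.22 (bootstrap interval 0.09 to 0.34), higher in mOPCs. Extra copies present in both lines would leave this ratio unchanged, so the number of copies in mESCs itself was not tested. Chromosome 5 was at 0.26. Over the 19 autosomes, the medians of the first and the second part were correlated, with a Pearson r of 0.72 (permutation p = 0.00049) and a Spearman rho of 0.79 (permutation p = 0.00014, 100000 permutations), and r was 0.66 without chromosomes 7 and 8. Such a correlation is consistent with whole-chromosome differences in copy number between the lines, but regulation shared along a chromosome was not tested, and library batches are confounded with the cell types.

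Tags on chromosome Y made up between 731 and 890 CPM in mESCs and between 36.8 and 39.8 CPM in mOPCs. Ddx3y had between 298 and 413 CPM in mESCs and at most 0.0347 CPM in mOPCs. Tsix had between 94.8 and 105 CPM in mESCs and between 0.0456 and 0.104 CPM in mOPCs. Xist was low in both, between 3.20 and 3.62 CPM in mESCs and between 0.243 and 0.586 CPM in mOPCs. The paper describes R08 as a male line. These genes were chosen after their values were seen, and no explanation was tested.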
